# Ybx1 fine-tunes PRC2 activities to control embryonic brain development

**DOI:** 10.1038/s41467-020-17878-y

**Published:** 2020-08-13

**Authors:** Myron K. Evans, Yurika Matsui, Beisi Xu, Catherine Willis, Jennifer Loome, Luis Milburn, Yiping Fan, Vishwajeeth Pagala, Jamy C. Peng

**Keywords:** Methylation, Embryogenesis, Developmental neurogenesis, Histone post-translational modifications, Epigenetics in the nervous system

## Abstract

Chromatin modifiers affect spatiotemporal gene expression programs that underlie organismal development. The Polycomb repressive complex 2 (PRC2) is a crucial chromatin modifier in executing neurodevelopmental programs. Here, we find that PRC2 interacts with the nucleic acid–binding protein Ybx1. In the mouse embryo in vivo, Ybx1 is required for forebrain specification and restricting mid-hindbrain growth. In neural progenitor cells (NPCs), Ybx1 controls self-renewal and neuronal differentiation. Mechanistically, Ybx1 highly overlaps PRC2 binding genome-wide, controls PRC2 distribution, and inhibits H3K27me3 levels. These functions are consistent with Ybx1-mediated promotion of genes involved in forebrain specification, cell proliferation, or neuronal differentiation. In *Ybx1*-knockout NPCs, H3K27me3 reduction by PRC2 enzymatic inhibitor or genetic depletion partially rescues gene expression and NPC functions. Our findings suggest that Ybx1 fine-tunes PRC2 activities to regulate spatiotemporal gene expression in embryonic neural development and uncover a crucial epigenetic mechanism balancing forebrain–hindbrain lineages and self-renewal–differentiation choices in NPCs.

## Abstract (web summary)

Polycomb repressive complex 2 (PRC2) methylates H3K27 and suppresses RNA polymerase II transcription by promoting a closed chromatin. Here the authors identify the transcription factor Ybx1 as an interactor that regulates the binding of PRC2 to chromatin and H3K27 methylation to promote the genetic programs underlying neural lineages and neural progenitor self-renewal–differentiation choices.

## Introduction

Embryonic NPCs massively amplify, specify to different brain regions and the spinal cord, and subsequently differentiate into neurons and glial cells. NPC amplification, specification, and differentiation/maturation require an intricate coordination between extracellular signals and cell-intrinsic mechanisms^1^. This coordination is achieved by epigenetic machineries that integrate instructions from signaling pathways and transcription factor networks to output gene expression programs. In developing invertebrate and vertebrate brains, Polycomb group proteins integrate spatial and temporal signals to execute gene expression programs underlying neural diversity^2–4^.

PRC2 is a Polycomb group ribonucleoprotein complex that methylates lysine 27 of histone H3 (H3K27me) and forms a closed chromatin structure to suppress transcription by RNA polymerase II^5,6^. In humans, mutations in PRC2 core subunits have been causally linked to Weaver syndrome, a congenital multisystemic syndrome characterized by craniofacial defects, intellectual disabilities, and often macrocephaly, bone and joint malformations, and an increased predisposition to cancer^7,8^. In mice, depletion of the PRC2 core subunits Ezh2, Suz12, and Eed results in gastrulation arrest^9–11^; their knockout (KO) in embryonic stem cells (ESCs) result in failure in neural ectoderm specification^12–14^. Further loss of function studies of PRC2 have demonstrated that PRC2 is required for brain region specification, region-specific proliferation of NPCs, and growth control of brain regions and the spinal cord^11,15–17^. These influences suggest that PRC2 function and regulation vary in different neurodevelopmental contexts.

PRC2 exists as two variant complexes that are defined by their accessory subunits: PRC2.1 associates with subunit EPOP or PALI1^18–20^, whereas PRC2.2 associates with JARID2 and AEBP2^21^. These proteins and others likely function distinctively in the PRC2 complex’s binding to chromatin, methylating H3K27, and/or suppressing genes. To shed light on PRC2 function and regulation during neural development, we used a proteomics-based approach to identify new interactors of JARID2. JARID2 critically regulates PRC2.2 and neural development: it is required for PRC2.2 to bind chromatin, influences H3K27me levels, and neural tube development. Our effort identified Y-box binding protein 1 (Ybx1) as a previously uncharacterized PRC2-interacting protein.

Ybx1 is a nucleic acid-binding protein known to affect transcriptional activation, DNA repair and replication, RNA processing and stability, and protein translation^22,23^. Through its diverse molecular roles, Ybx1 regulates proliferation, apoptosis, cell differentiation, and cell stress response. For example, Ybx1 binds the consensus sequence, 5′‐CTGATTGG‐3′, to mediate transcriptional activation of genes involved in epithelial-to-mesenchymal transition and drug resistance, likely thereby promoting cancer progression^24^. Its overexpression promotes glioblastoma and medulloblastoma cancer cell proliferation^25,26^. Ybx1 depletion results in hematopoiesis failure and exencephaly in the mouse embryo^27–29^. Although *Ybx1*-KO animals show defects in neural tube closure and growth, the cellular and molecular bases have remained unclear. Here, we show that Ybx1 regulates the self-renewal and neuronal differentiation of NPCs in part through regulating PRC2. PRC2 regulation by Ybx1 fine-tunes the spatiotemporal expression of neurodevelopmental genes.

## Results

### YBX1 is a candidate PRC2-interacting factor

We used mass spectrometry to detect endogenous proteins that co-immunoprecipitated with JARID2 from the human ESC (hESC) nuclear extract. We used a validated, specific anti-JARID2 antibody (Supplementary Fig. S1a, b), which did not co-immunoprecipitate G9A in the hESC nuclear extract (Supplementary Fig. S1c). In addition to JARID2, we detected the known PRC2 subunits EZH2, SUZ12, EED, AEBP2, and RBBP4 (Supplementary Fig. S1d, e). Importantly, we detected YBX1 (Supplementary Fig. S1d, e), which was also uncovered by Ezh2 immunoprecipitation-mass spectrometry from NT2 cells^30^. These provided the rationale for our study to examine Ybx1’s function and interaction with PRC2.

### Nuclear Ybx1 modulates the self-renewal of NPCs

*Ybx1*-KO mice are known to display a strong, highly penetrant exencephaly phenotype^27,29^. We analyzed *Ybx1*-KO mice in a back-crossed C57BL/6 background and found that ~84% displayed exencephaly, confirming previous findings (Supplementary Fig. S2a, b). Exencephaly can be caused by deregulation of NPCs, so we examined how Ybx1 affects NPC properties. First, we examined NPC proliferation in *Ybx1*-KO embryos and sibling controls by immunofluorescence (IF) and fluorescence-activated cell sorting (FACS). To identify proliferating cells in vivo, we injected BrdU into pregnant dams and/or detected the mitotic chromatin marker phosphorylated-serine 10 in histone H3 (PH3; Fig. 1a). Mouse NPCs were identified by their expression of the neural stem cell marker Sox2. IF of cryosections of embryonic day 13.5 (E13.5) mouse neural tubes showed a significant increase in the number and frequency of proliferating BrdU-positive NPCs in *Ybx1*-KO embryos compared to controls (*P* < 0.0001; Fig. 1b, c). As the number of Sox2-positive NPCs in *Ybx1*-KO embryos was significantly higher than that in control embryos, we normalized BrdU counts to the total number of Sox2-positive cells that remained significant when compared to the control (*P* < 0.05; Fig. 1d).

**Fig. 1:**
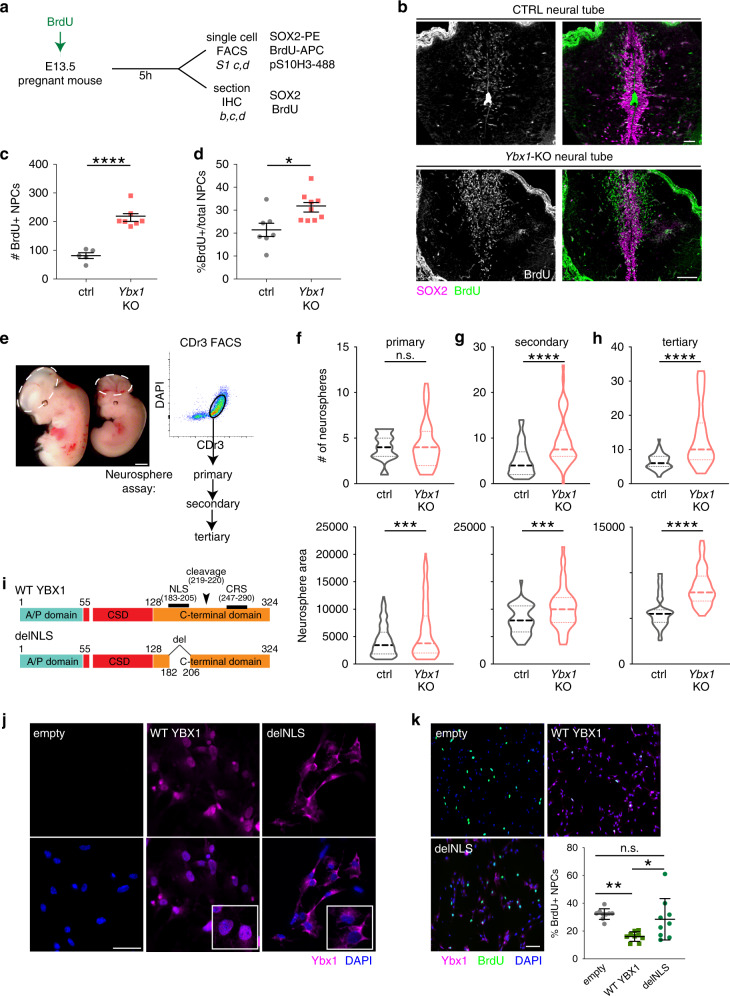
*Ybx1*-KO NPCs had increased self-renewal. **a** Schematic for BrdU labeling and analyses of mouse embryos. **b** IF of Sox2 and BrdU in cryosections from *Ybx1*-KO or sibling control embryos at E13.5. Bar, 100 μm. Quantification of IF in cryosections to determine the **c** number of BrdU-positive NPCs per cryosection (*n* = 7/genotype) or **d** percentage of BrdU-positive NPCs (*n* = 7 control or 9 *Ybx1*-KO biologically independent embryos) from *Ybx1*-KO and sibling control embryos. **e** Diagram of NPC isolation by CDr3 FACS and subsequent neurosphere formation and serial passages. Bar, 10 μm. Quantification of the number and area of **f** primary, **g** secondary, and **h** tertiary neurospheres formed by NPCs from *Ybx1*-KO and sibling control embryos. **i** Diagrams of WT full-length (FL) and mutant delNLS-YBX1 cDNAs. **j** Ybx1 IF in *Ybx1*-KO NPCs transduced with lentiviruses from empty vector, WT YBX1, or delNLS–YBX1. Inserts contain zoom-in images of representative cells. Bar, 50 μm. **k** YBX1 and BrdU IF in *Ybx1*-KO NPCs transduced with lentiviruses from empty vector, WT YBX1, or delNLS–YBX1. *n* = 9 images from one experiment, which was repeated twice. Bar, 50 μm. Quantification of NPCs transduced with different lentiviruses. Data are presented as mean ± SEM for **c**, **d**, and **k** and as violin plot of frequency distribution (lines at median and quartiles) in **f**–**h**. *P* values by two-tailed unpaired *t* test are indicated. n.s. indicate not significant. *, **, ***, and **** indicate *P* < 0.05, 0.01, 0.001, and 0.0001, respectively. Source data are provided in Source Data file. *P* values: 1**c**-<0.0001; 1**d**-0.01; 1**f**(bottom)-0.0005; 1**g**(top)-<0.0001; 1**g**(bottom)-0.002; 1**h**(top)-<0.0001, 1**h**(bottom)-<0.0001; 1**k**(empty-WT)-0.003, 1**k**(WT-delNLS)-0.02.

FACS analysis showed that, on average, the proportion of BrdU-positive NPCs was ~14% in control and ~26% in *Ybx1*-KO neural tubes at E13.5, which confirmed the IF results (Supplementary Fig. S2c, d). Quantification of matched littermate embryos revealed that there were significantly more BrdU-positive (*P* < 0.01; Supplementary Fig. S2d) and PH3-positive (*P* < 0.05; Supplementary Fig. S2d) NPCs in *Ybx1*-KO than in sibling control embryos. In contrast, *Ybx1*-KO mouse embryonic fibroblasts (MEFs) displayed decreased proliferation compared to controls (Supplementary Fig. S2e–g), consistent with previous reports^27^. These data suggest that Ybx1 has different cellular influences in different developmental contexts: promoting the proliferation of fibroblasts and suppressing the proliferation of NPCs.

We used the neurosphere assay to examine the effect of Ybx1 over self-renewal. Mouse NPCs were purified by Neurofluor™ CDr3 FACS (which targets NPC marker FABP7^31^) and allowed to form neurospheres that were serially passaged (Fig. 1e). We quantified neurosphere number and area and found that, by the third passage, both were higher for *Ybx1*-KO compared to controls (Fig. 1f–h). A separate clonal assay confirmed that *Ybx1*-KO NPCs had increased self-renewal compared to controls (Supplementary Fig. S2i, j).

To investigate the nuclear role of Ybx1 in NPC proliferation, we transduced *Ybx1*-KO NPCs with viruses expressing wild-type YBX1 or a mutant without the nuclear localization signal (delNLS from deletion of amino acids 183-205; Fig. 1i). In transduced *Ybx1*-KO NPCs, wild-type YBX1 proteins were expressed in both the nucleus and cytoplasm, whereas the delNLS–YBX1 proteins were expressed only in the cytoplasm (Fig. 1j and Supplementary Fig. S2k). While expression of PRC2 subunits were unaffected, wild-type (but not delNLS) YBX1 restored the expression of some forebrain lineage genes (Supplementary Fig. S2l). We found that wild-type YBX1 resulted in reduced proliferation of *Ybx1*-KO NPCs, whereas delNLS–YBX1 did not significantly affect the proliferation of *Ybx1*-KO NPCs (Fig. 1k). These data suggest that nuclear Ybx1 modulates the self-renewal of NPCs.

### Ybx1 is required for neurodevelopmental gene expression

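Neural progenitor cells (NPCs) were sorted by a Sox2 reporter from the neural tubes of mouse embryos at E13.5, and stranded libraries of their total RNA were sequenced. The 3 control libraries are named here A, B and C and the 3 Ybx1-KO libraries D, E and F. The sample titles carry numbers, apart from that of F. The paper's text does not explain these numbers, and they pair no control with a Ybx1-KO library. Controls A and B share their first number, and so do Ybx1-KO D and E. If that number stands for a litter, the libraries within a group are not all independent, and the tests took no account of this. The authors mapped the read pairs, counted them on genes with HTSeq and deposited the counts by gene symbol, without normalization. The paper's text names neither the aligner nor the strand setting of the counting, so counts of antisense and overlapping genes are uncertain. The control libraries held 20841990, 23883542 and 21574427 counts on genes. The Ybx1-KO libraries held fewer, with 8483075 in D, 13321952 in E and 4743279 in library F. At these depths, 3 counts correspond to between 0.126 and 0.632 CPM, counts scaled to the library's total on genes. Of all tallied read pairs, library F had 59.5% on no feature and 7.22% on genes. The other 5 libraries had 30.6 to 46.7% and 18.0 to 24.7%. The paper's text gives no feature type for the counting, so pairs on no feature may include those in introns. Library F held counts on 39553 genes, against 19649 to 30482 in the others. It held 4132 CPM on 1464 olfactory, vomeronasal and taste receptor genes, against 11.3 to 82.9 CPM. The counts were normalized by the trimmed mean of M values (TMM) and compared by edgeR's quasi-likelihood test. The TMM factors ran from 0.727 in E to 1.57 in library F. The coefficient of biological variation shared by all genes was 0.800. In a principal component analysis of the 500 most variable genes, the first component held 73.1% of the variance, with library F at -95.3 and the other 5 between 3.02 and 37.0. Every pair of libraries differed by far more than the sampling noise (chi-square per degree of freedom of at least 59.5), so no library was a second copy of another, and each entered as the replicate its label gives.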

To examine how Ybx1 affects gene expression in NPCs, we performed RNA-sequencing (RNA-seq) of Sox2-positive NPCs sorted from E13.5 *Ybx1*-KO and sibling controls (Supplementary Fig. S3a). We analyzed expressed genes as those having FPKM values > 1 in either control or *Ybx1*-KO NPCs. 

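With gene lengths taken as the union of annotated exons in GENCODE M21 (GRCm38), which covered 92.7% of the 51733 gene symbols, 21325 genes had a mean FPKM above 1 in either group, 13692 of them protein coding. Of these, 13142 passed in both groups, 951 in control NPCs alone and 7232 in Ybx1-KO NPCs alone. Without Ybx1-KO library F, 15182 genes passed.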

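Ybx1, on chromosome 4 of GRCm38 from 119277981 to 119294604, was examined first, as the deleted gene. Its TMM-normalized CPM was 238 in control A, 531 in B and 306 in C, against 126 in Ybx1-KO D, 55.4 in E and 9.66 in library F. The means were 358 ± 153 (SD, n = 3) in control and 63.7 ± 58.7 (SD, n = 3) in Ybx1-KO NPCs, and every Ybx1-KO library lay below every control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change was -2.49 (standard error 0.675, adjusted p = 0.302 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Standard errors of log2 fold changes were back-calculated from that test, as the absolute fold change on the log2 scale over the square root of F.

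**Figure D1:**
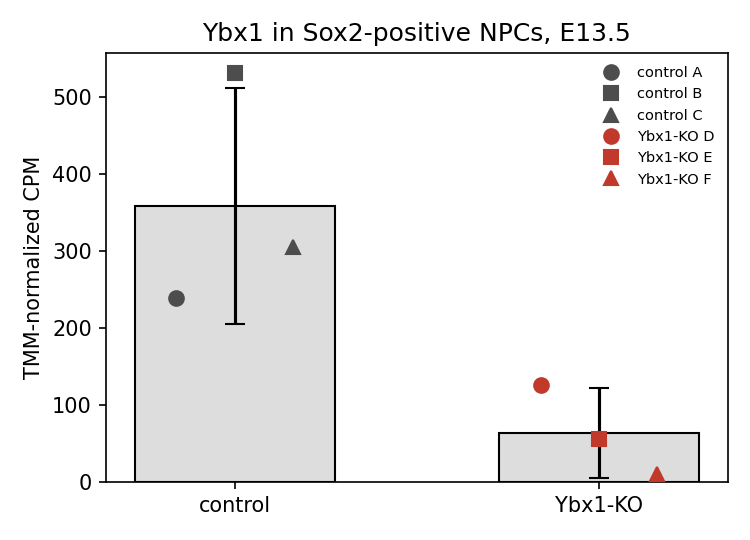
TMM-normalized CPM of Ybx1 (linear axis) in the 3 control and 3 Ybx1-KO libraries. Each point is 1 library, and bars and error bars give the mean and SD of each group; the control points lie between 238 and 531 and the Ybx1-KO points between 9.66 and 126.

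Across the 21325 tested genes, 0 genes were upregulated and 0 downregulated at an adjusted p below 0.05 and a fold change above 1.5, and the smallest adjusted p was 0.167 in the same test. At an unadjusted p below 0.05 there were 2392 genes, 1484 higher and 908 lower in Ybx1-KO NPCs in the real grouping. The 9 other ways to split the 6 libraries into 3 and 3, which mix the genotypes, gave 1292 to 2540 such genes. The 3 libraries of one group lay wholly above those of the other at 2803 genes, or 13.1% of those tested, against 10% by chance, with the Ybx1-KO libraries above control at 1064 genes and below at 1739. With the FPKM filter applied again in each fit, the counts moved most when Ybx1-KO library E was left out. That fit gave 730 upregulated and 216 downregulated genes. On the genes tested in all 6 libraries it gave 283 and 137. On the genes that pass a mean CPM above 1 when all 6 libraries are kept, it gave 0 and 1. With limma-voom in place of edgeR and all 6 libraries kept, both counts stayed at 0. There, 1656 genes had an unadjusted p below 0.05, 757 higher and 899 lower.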

Using the criteria of adjusted *P* < 0.05 and fold-change > 1.5 to compare three datasets each from control and *Ybx1*-KO NPCs, we identified 604 upregulated genes and 366 downregulated genes in *Ybx1*-KO (Fig. 2a, Supplementary Fig. S3b). 

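Neurod2, on chromosome 11 from 98325415 to 98329648, had 160 ± 125 CPM (SD, n = 3) in control and 12.2 ± 9.08 CPM (SD, n = 3) in Ybx1-KO NPCs. Its log2 fold change of -3.70 had a standard error of 0.748 and an adjusted p of 0.167 in edgeR's quasi-likelihood test. Foxa2 was among the genes higher in Ybx1-KO NPCs, with 0.336, 1.03 and 0.406 CPM in the control libraries and 18.7, 4.99 and 3.27 CPM in the Ybx1-KO libraries, a log2 fold change of 3.91 (standard error 0.965, adjusted p = 0.262 from the same test). Of 10 genes marked as higher in Ybx1-KO NPCs in Fig. 2b, all 10 had a positive log2 fold change, from 0.21 for Gbx2 to 3.91, and 4 had no overlap between the groups. Of 8 marked as lower and reported here, all 8 had a negative one, from that of Neurod2 to -1.13 for Igfbp3, and 1 had no overlap. The paper marked these genes on a plot of these RNA-seq data, so the shared directions largely follow from how the genes were chosen. Gbx2 changed sign when Ybx1-KO E was left out (-0.66).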

Many of the differentially expressed genes were involved in nervous system development or cell fate (Fig. 2b). 

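The 192 tested genes of the Reactome neuronal system set had a median log2 fold change of -0.20 and 82 of them were higher in Ybx1-KO NPCs, while the median of all tested genes was 0.31. In camera, a limma test of a gene set against all other genes, the set stood lower with an adjusted p of 2.8e-05 over 6 sets. The 248 tested genes of the Reactome axon guidance set had a median of -0.13 and an adjusted p of 1.2e-05 in the same limma test. By fry, a limma test of the set alone between the groups, neither set passed, with an adjusted p of 0.101 and 0.209. Scaled by total count only, the median of the neuronal system set was 0.0042. Without Ybx1-KO library F, the axon guidance median was 0.013. These Reactome sets stand in for the paper's ontology terms and curated sets, which were not used here. Genes with longer exons had lower fold changes across all tested genes (Spearman rho -0.428, across genes, which are not independent replicates), and the median exon length was 5426 bases in the neuronal system set and 6614 in the axon guidance set, against 2692 in all tested genes.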

Gene ontology and gene set enrichment analysis (GSEA) revealed that downregulated genes in *Ybx1*-KO NPCs were enriched in functions related to central nervous system, neuronal differentiation, and morphogenesis (Fig. 2c, d). Upregulated genes in *Ybx1*-KO NPCs were enriched in functions related to embryo development, transcriptional regulation, cell proliferation, and known YBX1 targets^32^ (Fig. 2e, f). These data suggest that Ybx1 suppresses genes involved in cell proliferation and promotes genes involved in neuronal differentiation.

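The 390 tested genes of the Reactome mitotic cell cycle set had a median log2 fold change of 0.018, with 198 of them higher in Ybx1-KO NPCs (camera in limma, adjusted p = 0.416). Without a filter on low counts the median was -0.092, a setting that moved the log2 fold change of the median gene by -0.13. Under the filter of CPM above 1 in 3 libraries the set passed, with a median of 0.10 and an adjusted p of 0.0071 by camera in limma. A shorter list of 94 tested genes of the S and G2/M phases had a median of 0.40, with 73 of them higher, and an adjusted p of 3.9e-06 by camera; by fry, its adjusted p was 0.101. The set of known YBX1 targets was not analysed here. From the functions enriched among its upregulated genes, the paper proposes that Ybx1 holds down genes of cell proliferation, and from those among its downregulated genes that Ybx1 promotes genes of neuronal differentiation.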

**Fig. 2:**
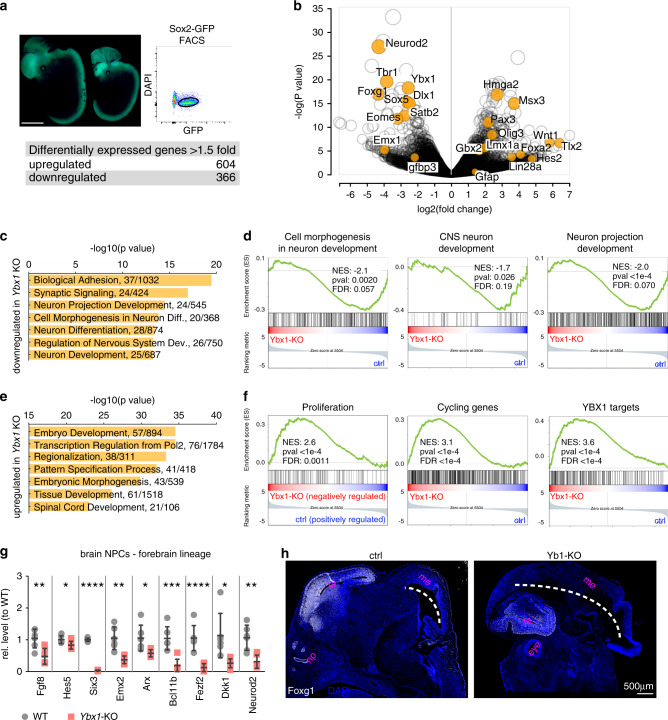
Differential gene expression in control and *Ybx1*-KO NPCs purified from embryos. **a** Image of *Ybx1*-KO and sibling control embryos expressing Sox2-GFP. Bar, 2 mm. Representative plot of Sox2-GFP FACS. Summary of differentially expressed genes in Sox2-GFP–positive NPCs from Ybx1-KO. **b** Volcano plot comparing transcript profiles of four samples of control NPCs and three samples of *Ybx1*-KO NPCs. *p-*values by two-tailed unpaired *t* test in limma package. Gene ontology analysis identified ontology terms of **c** downregulated or **e** upregulated genes in *Ybx1*-KO vs. control NPCs. Terms were ranked by *P* value, calculated by two-tailed Fisher’s exact test, with the number of enriched genes indicated. GSEA identified enrichment gene sets in **d** downregulated or **f** upregulated genes in *Ybx1*-KO NPCs. *P* values were calculated by one-tailed Kolmogorov–Smirnov statistic test. **g** RT-qPCR with TaqMan assays of forebrain lineage markers in NPCs purified from brains of *Ybx1*-KO or sibling control embryos at E13.5. *n* = 6. Data are presented as mean ± SEM for **g**. *P* values by two-tailed unpaired *t* test are indicated. n.s., not significant. *, **, ***, and **** indicate *P* < 0.05, 0.01, 0.001, and 0.0001, respectively, by one-sided Student’s *t* test. **h** Foxg1 IF in cryosection from *Ybx1*-KO or sibling control embryos at E13.5. Bar, 500 μm. Te telencephalon, me mesencephalon, np nasal plate. Source data are provided in Source Data file. *P* values: 2**g**(Fgf8)-0.005, (Hes5)-0.03, (Six3)-<0.0001, (Emx2)-0.001, (Arx)-0.03, (Bcl11b)-0.0005, (Fezf2)-0.0003, (Dkk1)-0.01 (NeuroD2)-0.002.

As many differentially expressed genes in *Ybx1*-KO NPCs were related to brain development, we wanted to determine whether the observed changes in gene expression occurred in NPCs from the brain, the spinal cord, or both. Thus, we separately purified NPCs (by Neurofluor™ CDr3 FACS) from these 2 regions and performed RT-qPCR. Neurodevelopmental genes that we analyzed were significantly downregulated in brain NPCs but not similarly affected in spinal cord NPCs (Supplementary Fig. S3c). Therefore, we focused on Ybx1 in the developing brain.

Our RNA-seq analysis showed that several crucial forebrain lineage genes were downregulated in *Ybx1*-KO NPCs. These genes included *Fgf8*^33^, *Six3*^34,35^, *Emx2*^36^, *Arx*^37^, and *Dkk1*^38^, which are required for the patterning and formation of the forebrain. 

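Fgf8 was below the expression filter, with 1 to 11 counts per library, and was not tested. Six3 was higher in Ybx1-KO NPCs, with 12.5 ± 6.48 CPM (SD, n = 3) in control and 33.7 ± 22.0 CPM (SD, n = 3) in Ybx1-KO, a log2 fold change of 1.43 (standard error 0.529, adjusted p = 0.432 from edgeR's quasi-likelihood test). The libraries of the groups overlapped for this gene. Emx2 had a log2 fold change of 0.26 and Dkk1 one of 0.77, each smaller than its standard error (0.526 and 1.36). Without Ybx1-KO D, the log2 fold change of Emx2 was -0.15. Dkk1 had between 13 and 32 counts per library.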

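Hes5, on chromosome 4 from 154960923 to 154962371, had 24.4, 20.5 and 30.3 CPM in the control libraries and 71.1, 41.5 and 42.8 CPM in the Ybx1-KO libraries. All 3 Ybx1-KO libraries lay above all 3 control libraries, with a log2 fold change of 1.05 (standard error 0.383, adjusted p = 0.431 from edgeR's quasi-likelihood test). The log2 fold change of Fezf2, on chromosome 14, was -2.83 (standard error 0.757, adjusted p = 0.290 in the same test). Its libraries overlapped, because control B had 3.42 CPM against 57.2 and 99.2 CPM in controls A and C, and the Ybx1-KO libraries had between 4.97 and 10.7 CPM.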

Other downregulated genes included *Hes5*, which is required for NPC proliferation and differentiation to neurons^39,40^, and *Fezf2*, which is required for neuronal differentiation in the forebrain^41^. TaqMan™ assays confirmed the downregulation of forebrain lineage genes (Fig. 2g) and the upregulation of midbrain and hindbrain lineage genes (Supplementary Fig. S3d) in *Ybx1*-KO NPCs. IF analysis of E13.5 sagittal cryosections confirmed the decreased expression and coverage of the forebrain marker Foxg1 (Fig. 2h), whereas midbrain and hindbrain regions positive for the marker Gbx2 were expanded (Supplementary Fig. S3e) in *Ybx1*-KO compared to controls. We infer that reduced forebrain specification in *Ybx1*-KO embryos led to the overgrowth of the midbrain and hindbrain. We concluded that Ybx1 regulates the expression of genes that are crucial for brain patterning and formation, NPC proliferation, and neuronal differentiation.

### Ybx1 is required for the differentiation of NPCs to neurons

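The neuron marker set was a list of 30 genes, among them Tubb3, Dcx, Map2 and Snap25. The median log2 fold change was -0.67, 26 of the 30 genes were lower in Ybx1-KO NPCs, and 11 had an unadjusted p below 0.05 in edgeR's quasi-likelihood test. By camera in limma the set had an adjusted p of 2.4e-11 over 6 sets, and by fry 0.101. The summed CPM of the list was 6529, 8362 and 6968 in controls A, B and C, and 6668, 5896 and 2780 in Ybx1-KO D, E and F, so the groups overlapped. With each library left out in turn, the median stayed between -0.95 and -0.38. Snap25 alone had 149 ± 31.1 CPM (SD, n = 3) in control and 61.4 ± 16.9 CPM (SD, n = 3) in Ybx1-KO NPCs without overlap (log2 fold change -1.28, standard error 0.401, adjusted p = 0.384).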

Our RNA-seq results suggest that in NPCs, Ybx1 is required to promote the expression of neuronal differentiation genes (Fig. 2c, d). Therefore, we used a 14-day in vitro differentiation assay (Fig. 3a) to test whether Ybx1 affects the differentiation of NPCs (purified by Neurofluor™ CDr3 FACS) to neurons (Tuj1 marker) or glia (Gfap marker). This assay enabled us to focus on the cell-intrinsic role of Ybx1 in NPCs. We observed reduced expression of neuronal markers in differentiating cells from *Ybx1*-KO versus control (Fig. 3b, c). Quantification of IF showed significantly fewer Tuj1-positive neurons and shorter and less-arborized neurites in the sparse Tuj1-positive neurons of *Ybx1*-KO than in sibling controls (Fig. 3d–g). Although we detected a modest and significant increase in glial gene expression in *Ybx1*-KO differentiating cells, the number of Gfap-positive cells were not significantly different between *Ybx1*-KO and control (Fig. 3h). These findings are consistent with a previous report that sustained Ybx1 expression correlates with neuronal differentiation whereas Ybx1 loss correlates with gliogenesis^25^. We conclude that Ybx1 is required for an NPC-intrinsic mechanism to promote gene expression during neuronal differentiation.

**Fig. 3:**
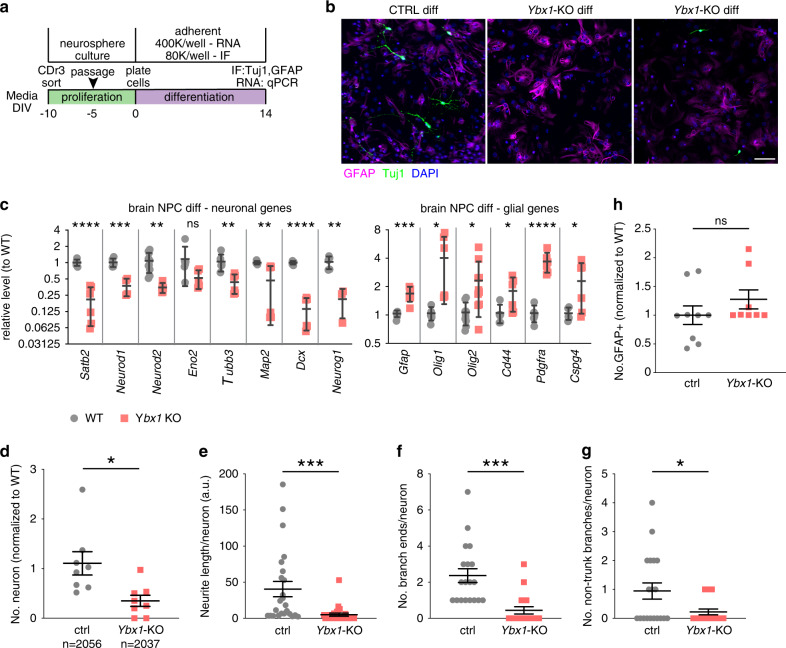
Ybx1 is required for the differentiation of NPCs to neurons. **a** Diagram illustrating the workflow of in vitro differentiation of NPCs. **b** IF of Tuj1 and Gfap in *Ybx1*-KO and sibling control differentiating cells. **c** RT-qPCR with TaqMan assays of neuronal and glial genes in control and *Ybx1*-KO differentiating cells at day 14. *n* = 6/genotype. *n* = 10 for *Neurod2* in WT, and *n* = 10 for *Olig2* (see source data). Quantification of **d** relative number of Tuj1-positive neurons, **e** neurite length, **f** number of branch points in axons, **g** number of non-trunk branches (not connected to axons or dendrites; *n* = 8 images and cell numbers indicated), and **h** number of Gfap-positive (glial marker; *n* = 9 control images and 8 *Ybx1*-KO images) cells in *Ybx1*-KO and sibling control differentiating cells. Data are presented as mean ± SEM for **c**–**h**. *P* values by two-tailed unpaired *t* test are indicated. n.s. indicates not significant. *, **, ***, and **** indicate *P* < 0.05, 0.01, 0.001, and 0.0001, respectively. Source data are provided in Source Data file. *P* values: 3**c**(Satb2)-<0.0001, (NeuroD1)-0.0003, (NeuroD2)-0.003, (Tubb3)-0.004, (Map2)-0.009, (Dcx)-<0.0001, (NeuroG1)-0.003, (Gfap)-0.0005, (Olig1)-0.02, (Olig2)-0.01, (Cd44)-0.04, (Pdgfra)<0.0001, (Cspg4)-0.03; 3**d**-0.01; 3**e**-0.002; 3**f**-0.0001; 3**g**-0.02.

### Ybx1 regulates the expression of neurodevelopmental genes

We profiled the genome-wide distribution of Ybx1 by CUT&RUN-seq^42^ in *Ybx1*-KO and sibling control NPCs (by Sox2-GFP FACS; Fig. 4a). ChIP-seq and CUT&RUN-seq were performed with spike-in method: *Drosophila* S2 chromatin for histone profiling and H2Av CUT&RUN of S2 cells for Ybx1 CUT&RUN-seq. The heat map in Fig. 4a shows Ybx1 distribution in *Ybx1*-KO and control NPCs. Using a 10^−3^ false discovery rate to analyze seq read counts per million, we identified 23,070 Ybx1-bound regions in NPCs and only 493 (445 overlapping those in control) regions in *Ybx1*-KO NPCs; showing the high specificity of Ybx1 CUT&RUN-seq. Approximately 46% of Ybx1-bound peaks were within 10 bp of the transcription start site (TSS; Supplementary Fig. S4a) and 58.8% were within promoters (within 2 kb of transcription start sites; Supplementary Fig. S4b). Of Ybx1-bound peaks, most located in protein coding genes (Supplementary Fig. S4b). Only 15.3% of Ybx1-bound peaks were located distal to a gene.

**Fig. 4:**
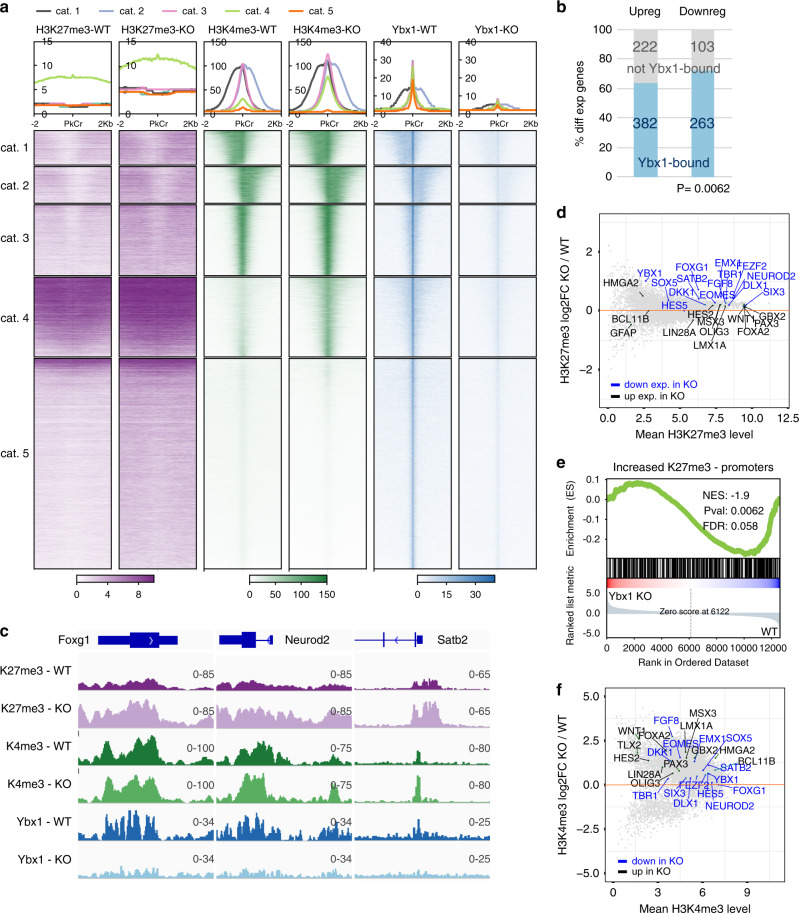
Ybx1 suppresses H3K27me3 levels. **a** Heat maps indicate the binding intensity of H3K27me3, H3K4me3, and Ybx1, with low (white) or high (dark color) intensity, within 2 kb of all Ybx1 CUT&RUN-seq peaks. Average binding profiles from five different categories (cat.) are presented. In all five categories, H3K27me3 levels increased in *Ybx1*-KO NPCs. Cat. 1, H3K4me3 peaks to the left of Ybx1 peaks; 2, H3K4me3 peaks to the right of Ybx1 peaks; 3, H3K4me3 peaks at Ybx1-bound peak center; 4, high H3K4me3 increase in *Ybx1*-KO; 5, no H3K4me3. **b** Proportion of differentially expressed genes in *Ybx1*-KO vs. WT NPCs bound by Ybx1 protein in control NPCs. *P* values were calculated by two-tailed Fisher’s exact test. **c** H3K27me3 and H3K4me3 ChIP-seq and Ybx1 CUT&RUN-seq tracks at *Foxg1*, *Neurod2*, and *Satb2* gene loci in *Ybx1*-KO and sibling control NPCs. **d** MA plot of LOG2(H3K27me3 fold-changes of *Ybx1*-KO/WT NPCs) versus mean H3K27me3 levels at individual genes. Blue indicates downregulated genes and black indicates upregulated genes in *Ybx1*-KO NPCs. **e** GSEA of genes containing significantly increased H3K27me3 levels at promoters with differentially expressed genes in *Ybx1*-KO versus control NPCs. *P* values were calculated by one-tailed Kolmogorov–Smirnov statistic test. **f** MA plot is similar to **d**, but shows H3K4me3 levels.

We found that 382 of the 604 (63%) upregulated genes and 263 of the 366 (68%) downregulated genes in *Ybx1*-KO NPCs were bound by Ybx1 in NPCs (Fig. 4b). The increased frequency of Ybx1 binding in downregulated genes versus upregulated genes was significant (*P* = 0.0062 by two-tailed Fisher’s exact test; Fig. 4b). The downregulated Ybx1-bound genes were enriched in functions related to nervous system development, neuron differentiation, synapse transmission, axon guidance, glutamate signaling, and BDNF signaling (Supplementary Fig. S4c), suggesting that Ybx1 directly promotes the expression of genes related to brain development, neurogenesis, and neuronal function. Upregulated Ybx1-bound genes were enriched in functions related to neural crest differentiation, transcriptional regulation, cell cycle, dopaminergic neurogenesis, transcriptional misregulation in cancer, and *Hox* genes in hindbrain development (Supplementary Fig. S4d), suggesting that Ybx1 directly suppresses genes involved in these functional categories. Unsupervised clustering of differentially expressed genes in these categories effectively separated control and *Ybx1*-KO NPCs (Supplementary Fig. S4e), further supporting that Ybx1 directly regulates the expression of neurodevelopmentally important genes.

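The log2 CPM of 26 genes labelled in Supplementary Fig. S4e was clustered by the correlation between libraries. The top division put the 3 control libraries in one cluster and the 3 Ybx1-KO libraries in the other. These genes were labelled as differentially expressed on these samples, so the division follows from how they were chosen. All 17 labelled as higher in Ybx1-KO NPCs had a positive log2 fold change (median 1.35), 9 of them without overlap between the groups, and all 9 labelled as lower had a negative one (median -1.28), 8 without overlap. Their smallest adjusted p was 0.167 in edgeR's quasi-likelihood test. Clustering on the 500 most variable genes instead divided Ybx1-KO library F from the other 5. The list of Ybx1-bound genes was not used here.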

### Ybx1 suppresses H3K27me3 levels in brain NPCs

Given that we detected an interaction between Ybx1 and PRC2, we investigated whether Ybx1 affects the genomic distribution of H3K27me3, which is deposited by PRC2, and H3K4me3 by low-input ChIP-seq^43^ and CUT&RUN-seq^42^ in *Ybx1*-KO and sibling control NPCs (Fig. 4a). H3K27me3 and H4me3 levels were similar at *Actb* locus in control and *Ybx1*-KO NPCs (Supplementary Fig. S4f). H3K27me3 levels were markedly higher at select forebrain lineage genes including *Foxg1*, *Neurod2*, and *Satb2* in *Ybx1*-KO versus control NPCs, whereas H3K4me3 levels were unchanged (Fig. 4c). These were downregulated in *Ybx1*-KO NPCs and bound by Ybx1 in control NPCs. 

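Neurod2 had 200.4, 19.6 and 259 CPM in controls A, B and C and 8.50, 22.5 and 5.54 CPM in Ybx1-KO D, E and F. The groups overlapped, because control B lay below Ybx1-KO E (two-sided exact permutation test, p = 0.2, where the smallest p possible is 0.1). Without control B, the log2 fold change of Neurod2 was -4.22.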

*Hox* C genes were bound by Ybx1 and displayed higher levels of H3K27me3 in *Ybx1*-KO vs. control NPCs (Supplementary Fig. S4g), but this did not strongly correlate with gene expression changes. 

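Of 9 tested Hoxc genes, which lie on chromosome 15, 8 were higher in Ybx1-KO NPCs, with a median log2 fold change of 1.38. It ran from -0.076 for Hoxc12 to 1.72 for Hoxc11, and the smallest adjusted p was 0.444 in edgeR's quasi-likelihood test. Their summed CPM was 23.8, 253 and 50.8 in controls A, B and C and 247, 345 and 163 in Ybx1-KO D, E and F. The spread between the control libraries was as wide as the difference between the groups. In the Hox genes set, which spans all 4 Hox clusters, 33 of 35 tested genes were higher in Ybx1-KO NPCs, with a median log2 fold change of 1.19 and an adjusted p of 1.7e-13 by camera in limma, against 0.181 by fry. With each library left out in turn, the median ran from 0.68 without control A to 2.39 without control B.

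**Figure D2:**
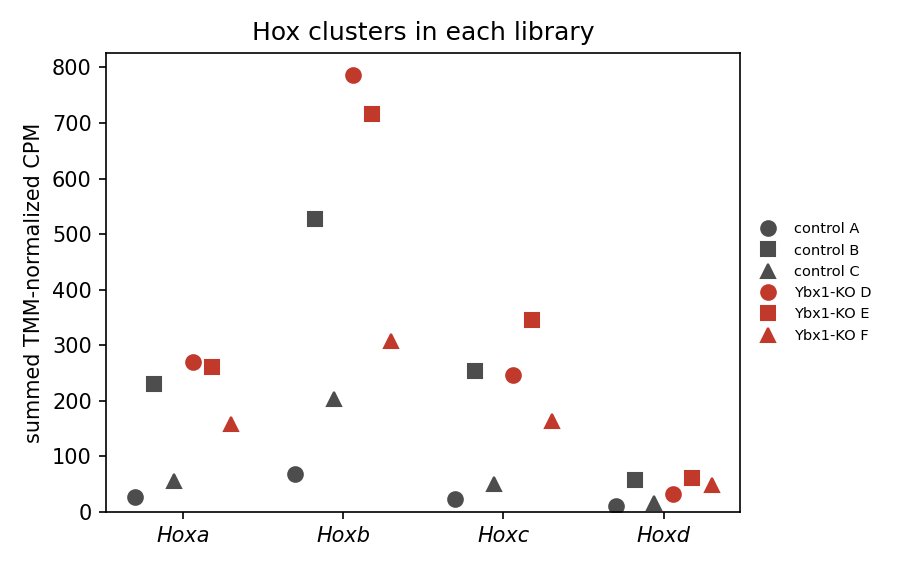
Summed TMM-normalized CPM (linear axis) of the Hoxa, Hoxb, Hoxc and Hoxd genes in each library, 1 point per library, with control libraries in grey and Ybx1-KO libraries in red. In the Hoxc column, control B at 253 CPM lies among the Ybx1-KO libraries, and the other control libraries lie at 23.8 and 50.8 CPM.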

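Hmga2, on chromosome 10 of GRCm38 from 120361275 to 120476469, had 14.0, 78.2 and 14.7 CPM in controls A, B and C and 56.9, 178 and 71.2 CPM in Ybx1-KO D, E and F. The groups overlapped through control B, with a log2 fold change of 1.52 (standard error 0.616, adjusted p = 0.443 from edgeR's quasi-likelihood test) and p = 0.3 in a two-sided exact permutation test. Lin28a, on chromosome 4 from 134003330 to 134018841, had 0.384, 4.49 and 0.813 CPM in the control libraries and 2.15, 8.93 and 23.9 CPM in the Ybx1-KO libraries. Its log2 fold change was 2.61 (standard error 0.948, adjusted p = 0.430 in the same test), and the groups overlapped. Hmga2 passed an adjusted p of 0.05 in the edgeR fits without control B or without Ybx1-KO D. Lin28a passed in those without Ybx1-KO D or without Ybx1-KO E. When these fits kept the genes tested in all 6 libraries, only Hmga2 without control B was still called.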

H3K27me3 levels were unchanged and H3K4me3 levels increased at genes including *Hmga2* and *Lin28a* in *Ybx1*-KO vs. control NPCs; these genes were bound by Ybx1 and upregulated in *Ybx1*-KO NPCs (Supplementary Fig. S4h).

Genome wide, H3K27me3 ChIP-seq signals were higher in *Ybx1*-KO than those in control NPCs (Fig. 4a, d). The observed increases in H3K27me3 ChIP-seq signals in *Ybx1*-KO NPCs were validated by H3K27me3 CUT&RUN-seq (Supplementary Fig. S5a). However, the distribution of H3K27me3-occupied regions was largely the same in control and *Ybx1*-KO NPCs (Supplementary Fig. S5b, c), suggesting that few H3K27me3-occupied regions occurred de novo in *Ybx1*-KO NPCs. There was a strong correlation between downregulated gene expression and increased levels of H3K27me3 (nearly passing a more stringent FDR criterion; Fig. 4d, e, Supplementary Fig. S5d), suggesting that Ybx1 reduces H3K27me3 levels to promote gene expression. We concluded that Ybx1 attenuates the deposition of H3K27me3 to promote the expression of genes involved in forebrain specification and neuronal differentiation.

We separated Ybx1-bound regions into five categories by intensity and location of H3K27me3 and H3K4me3 distribution (relative to Ybx1 peaks) in *Ybx1*-KO NPCs, as shown by different average profiles at the top of the heat map in Fig. 4a. (To facilitate explanation, profiles were separated by categories in Supplementary Fig. S5e). For example, H3K27me3 and H3K4me3 levels increased at Ybx1-bound regions in category 4 in *Ybx1*-KO NPCs. H3K4me3 ChIP-seq signals genome-wide were higher in *Ybx1*-KO than in control NPCs (Fig. 4f), but the numbers of H3K4me3-occupied regions at promoters 3′ of TSS, exons, introns, termination sites, distal regions (within 50 kb of a coding gene), and intergenic regions all decreased in *Ybx1*-KO NPCs (Supplementary Fig. S5f, g). Although genes (regardless of Ybx1 binding status) with higher H3K4me3 levels were enriched in upregulated genes in *Ybx1*-KO NPCs (Supplementary Fig. S5h), we did not observe Ybx1 protein binding with H3K4 methyltransferases, which are represented by the core subunit Rbbp5 (Supplementary Fig. S5i). These data suggest that Ybx1 does not directly influence H3K4me3.

We next analyzed H3K27me3 and H3K4me3 distributions at TSSs of Ybx1-bound genes that were unchanged, downregulated, or upregulated in *Ybx1*-KO NPCs (Supplementary Fig. S5j). As an additional comparison, we generated the same profiles at genes that were not bound by Ybx1; they had little change in *Ybx1*-KO NPCs (Supplementary Fig. S5k). H3K27me3 levels increased by approximately 2 fold at all Ybx1-bound TSSs. WB analysis of neural tube cells showed that H3K27me3 levels were higher in *Ybx1*-KO vs. control (Supplementary Fig. 5l). We concluded that Ybx1 suppresses H3K27me3 distribution genome-wide.

### Ybx1 preferentially binds PRC2-bound genomic features

To investigate possible mechanistic activities of Ybx1, we examined genomic features PRC2 preferentially binds. Nearly all Ybx1-bound regions (99.6%) and TSSs (99.8%) in categories 1–4 overlapped CpG islands (Fig. 5a, Supplementary Fig. S6a). However, 44.9% of Ybx1-bound regions and 30.5% of Ybx1-bound TSSs in category 5 overlapped CpG islands (Fig. 5a, Supplementary Fig. S6a). This finding suggests that Ybx1 binds CpG islands.

**Fig. 5:**
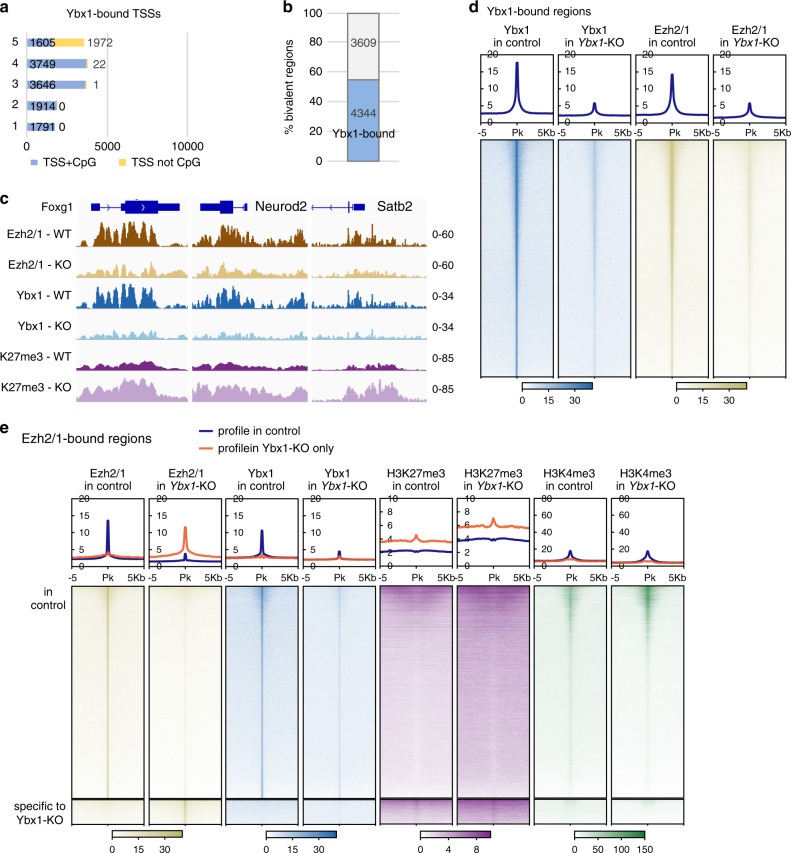
Ybx1 is required for appropriate levels of PRC2 binding to chromatin. **a** Proportions of Ybx1-bound TSSs (categories 1–5 based on H3K27me3 and H3K4me3 distribution in Fig. 4) that overlapped CpG islands. **b** Percent of bivalent (co-occupied by H3K27me3 and H3K4me3) regions that overlap Ybx1-bound regions. **c** Ezh2/1 and Ybx1 CUT&RUN-seq tracks and H3K27me3 ChIP-seq at *Foxg1*, *Neurod2*, and *Satb2* gene loci in *Ybx1*-KO and sibling control NPCs. **d** Heat maps of Ybx1 and Ezh2/1 distribution within 5 kb of Ybx1 CUT&RUN-seq peaks. **e** Heat maps of Ezh2/1, Ybx1, H3K27me3, and H3K4me3 within 5 kb of Ezh2/1 CUT&RUN-seq peaks.

We investigated whether Ybx1 binds to bivalent regions, which are co-occupied by H3K27me3 and H3K4me3. Using the 1-nt overlap criterion, we determined that Ybx1 bound to 4344/7953 (54.6%) of bivalent regions in NPCs (Fig. 5b). This strong enrichment prompted us to determine whether *Ybx1* KO led to differential expression of bivalent genes. Compared with sibling control NPCs, 179 bivalent genes were downregulated and 212 bivalent genes were upregulated in *Ybx1*-KO NPCs (Supplementary Fig. S6b), suggesting Ybx1 affects the expression of bivalent genes. As transcription at bivalent genes is generally low and not expected to be downregulated, we examined RNA-seq profiles of some of the 179 bivalent genes. At many of these genes, RNA-seq reads were restricted to the TSSs in control NPCs and reduced further in *Ybx1*-KO NPCs.

We next examined a potential association of Ybx1 with enhancer elements, including active enhancers co-occupied by H3K4me1 and H3K27ac and poised enhancers co-occupied by H3K4me1 and H3K27me3. We found that 18.4% (4235/23070) and 14.5% (3352/23070) of Ybx1-bound regions overlapped active and poised enhancers, respectively. About 12.1% (4095/33934) of active enhancers were bound by Ybx1. We found that 29.1% (3782/9229) of poised enhancers were bound by Ybx1; this higher enrichment suggests a functional association. As our data suggest that Ybx1 suppresses H3K27me3 to promote H3K4me3 and gene expression, we focused on the 271 Ybx1-bound active enhancers (little to no H3K27me3) in control NPCs that became downregulated in *Ybx1*-KO NPCs (Supplementary Fig. S6c). Our data suggest that Ybx1 binds enhancers to promote the expression of genes for nervous system development, synapses, axonogenesis, axon guidance, and dendrite morphogenesis.

### Ybx1 promotes PRC2 binding to chromatin but inhibits H3K27me3

We identified a consensus DNA motif for Ybx1 with *p* < 1e − 6 (Supplementary Fig. S6d) in promoters of genes that were upregulated in *Ybx1*-KO NPCs, consistent with our observation that known Ybx1 target genes were upregulated in *Ybx1*-KO NPCs (Fig. 2e). On the other hand, of the 382 Ybx1-bound genes that were upregulated in *Ybx1*-KO NPCs, 132 are known to be bound by PRC2 (*p* = 2.3e − 18 in Suz12 ChIP-seq datasets using ChEA of Enrichr^44^), supporting that Ybx1 binds and regulates PRC2-bound genes.

We next examined how Ybx1 affects the expression and chromatin binding of PRC2. 

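Among Ezh2, Ezh1, Eed, Suz12 and Jarid2, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and all 5 had an unadjusted p above 0.05. That test called no gene at all, the deleted Ybx1 included, so this count does not show unchanged expression. Ezh2 had a log2 fold change of -0.55 (standard error 0.395, adjusted p = 0.524) and Suz12 one of -0.56 (standard error 0.369, adjusted p = 0.490 in the same test). In both genes the normalized CPM of every Ybx1-KO library lay below that of every control library. The log2 fold changes of Ezh1 (-0.32), Eed (-0.087) and Jarid2 (0.088) were each smaller than their standard errors. Eed and Jarid2 changed sign under other settings, Eed to 0.078 with 1 surrogate variable and Jarid2 to -0.17 without control C. In a wider list of 12 PRC2 genes, 4 were higher and 8 lower, and only Epop had an unadjusted p below 0.05. Its log2 fold change was 1.63 (standard error 0.626, adjusted p = 0.433 in edgeR's quasi-likelihood test). Every Ybx1-KO library lay above every control library for Epop.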

The expression of PRC2 subunits did not differ between control and *Ybx1*-KO NPCs (Supplementary Fig. S6e, f). We performed CUT&RUN-seq of the enzymatic subunits of PRC2, Ezh2/1, in sibling control and *Ybx1*-KO NPCs (by Sox2-GFP FACS). Ezh2/1 distribution at the *Hox* A cluster paralleled H3K27me3 distribution and remained unchanged in *Ybx1*-KO NPCs (Supplementary Fig. S6g). Moreover, Ezh2/1 occupancy was significantly lower at the forebrain lineage genes *Foxg1*, *Neurod2*, and *Satb2* (Fig. 5c) and cell proliferation genes *Lin28a* and *Hmga2* (Supplementary Fig. S6h), whereas H3K27me3 levels were increased. Also, Ezh2/1 localized to an ectopic (only in *Ybx1*-KO but not in control NPCs) PRC2-bound region that showed increased H3K27me3 in *Ybx1*-KO NPCs (Supplementary Fig. S6i). We concluded that at these genes, PRC2 binding decreased but H3K27me3 levels increased in *Ybx1*-KO NPCs.

Extending our analysis genome-wide with criteria of FDR-corrected *p* < 0.05, we identified 43,469 Ezh2/1-bound regions in control NPCs and 10,902 Ezh2/1-bound regions in *Ybx1*-KO NPCs. Using this criterion, 15,036/43,469 (34.5%) Ezh2/1-bound regions were found to overlap with Ybx1-bound regions in control NPCs. With a more relaxed criterion of *p* < 0.05, 29,068/43,469 (66.9%) Ezh2/1-bound regions were found to overlap Ybx1-bound regions. We generated heat maps to compare Ybx1 and Ezh2/1 distribution at all Ybx1-bound regions (Fig. 5d) or all Ezh2/1-bound regions (Fig. 5e) and showed Ezh2/1 and Ybx1 binding patterns were highly similar and likely overlapped by more than 66.9% in wild-type NPCs.

Ezh2/1 binding at most regions genome-wide was reduced in *Ybx1*-KO NPCs compared to control NPCs (Fig. 5e). Ezh2/1 gained binding at ectopic regions (specific to *Ybx1*-KO in Fig. 5e). We could not attribute functional significance to ectopic Ezh2/1-bound regions as they were not associated with differentially expressed genes in *Ybx1*-KO NPCs. H3K27me3 levels increased at all regions with reduced Ybx1 and Ezh2/1 binding in *Ybx1*-KO NPCs (H3K4me3 remained unchanged; Fig. 5e). At the ectopic Ezh2/1-bound regions in *Ybx1*-KO, H3K27me3 levels increased and H3K4me3 levels remained undetectable (Fig. 5e). Collectively, our data suggest that Ybx1 binding promotes PRC2 binding at many sites while restraining its activity including H3K27 methylation. This balancing/fine-tuning of PRC2 binding and histone modifications likely facilitates precise spatiotemporal gene regulation required for neural development.

### PRC2 complex physically binds YBX1

We confirmed the JARID2–YBX1 binding with new IP-mass spectrometry datasets using a different JARID2 antibody (R&D Systems AF6090) in mouse neural stem cells NE-4C (Supplementary Fig. S7a, b). We validated the specificity of the antibody (Supplementary Figs. S2a, S7c, d). Using the hESC nuclear extract, we then performed additional co-IP experiments using benzonase treatment (eliminates nucleic acids for possibly mediating the JARID2–YBX1 interaction), high-stringency washes, and 2 other JARID2 antibodies (Fig. 6a and Supplementary Fig. S7e–g). The depletion of Ybx1^27,29^ and PRC2 subunits^11,15–17^ results in neurodevelopmental defects, so we examined their interactions in NPCs. We showed that that JARID2, SUZ12, and YBX1 interact in hNPCs (Fig. 6c) and further showed that Jarid2 and Ybx1 interact with each other and PRC2 in mouse neural tubes at E13.5 (Fig. 6d). The enrichment of JARID2 in YBX1 co-IP and YBX1 in SUZ12 co-IP were low (Fig. 6c, d), suggesting substoichiometric interaction. Subcellular fractionation showed that Ybx1 protein localizes to the cytoplasm, nucleoplasm, and on chromatin (Supplementary Fig. S7h). Pull-down showed that JARID2 protein binds to YBX1 protein (Fig. 6e) and that amino acids 1-104 of YBX1 were required for binding to JARID2 (Fig. 6f).

**Fig. 6:**
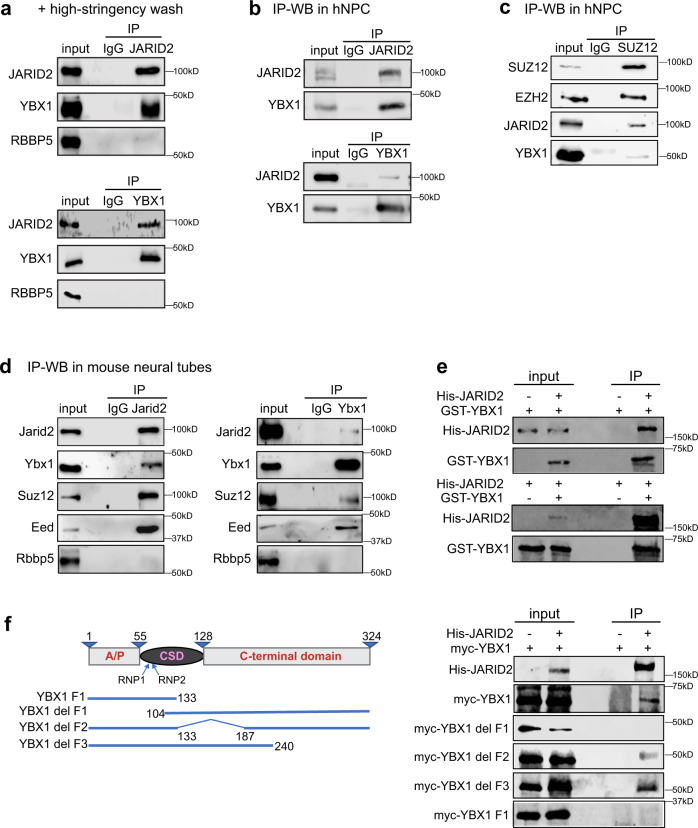
PRC2 complex binds to Ybx1 in human stem cells and mouse neural tubes. WB analysis of IgG, JARID2, and YBX1 co-IP of **a** the hESC nuclear extract with high-stringency washes and **b** the hNPC nuclear extract. **c** WB analysis of IgG and SUZ12 co-IP of the hNPC nuclear extract. **d** WB analysis of IgG, Jarid2, and Ybx1 co-IP of the mouse neural tube nuclear extract. WB analysis of His-JARID2 and **e** GST-YBX1 or **f** myc-tagged YBX1 protein fragments. Source data are provided in Source Data file.

### Ybx1-mediated regulation of NPCs involves inhibition of H3K27me3

If Ybx1 inhibits H3K27me3 to affect gene expression and, and in turn, NPC self-renewal and differentiation, we predict that H3K27me3 reduction in *Ybx1*-KO cells should rescue their defects. To test this, we treated *Ybx1*-KO NPCs with a specific chemical inhibitor of PRC2, GSK126^45^, and examined gene expression, proliferation, neurosphere formation, and differentiation (Fig. 7a). Treatment with 100 or 500 nM of GSK126 reduced the global levels of H3K27me3 in *Ybx1*-KO and sibling control NPCs, as expected (Fig. 7b). Compared with dimethyl sulfoxide (DMSO) treatment, GSK126 treatment of *Ybx1*-KO NPCs significantly increased the expression of assayed forebrain lineage genes (Fig. 7c and Supplementary Fig. S8a) and decreased the expression of most of the assayed midbrain and hindbrain lineage genes (Supplementary Fig. S8b). GSK126 treatment of control NPCs led to decreased expression of some forebrain lineage genes and increased expression of some midbrain and hindbrain lineage genes (Supplementary Fig. S8c, d). These data suggest that PRC2 inhibition in *Ybx1*-KO NPCs leads to the reactivation of forebrain lineage genes and suppression of midbrain and hindbrain lineage genes.

**Fig. 7:**
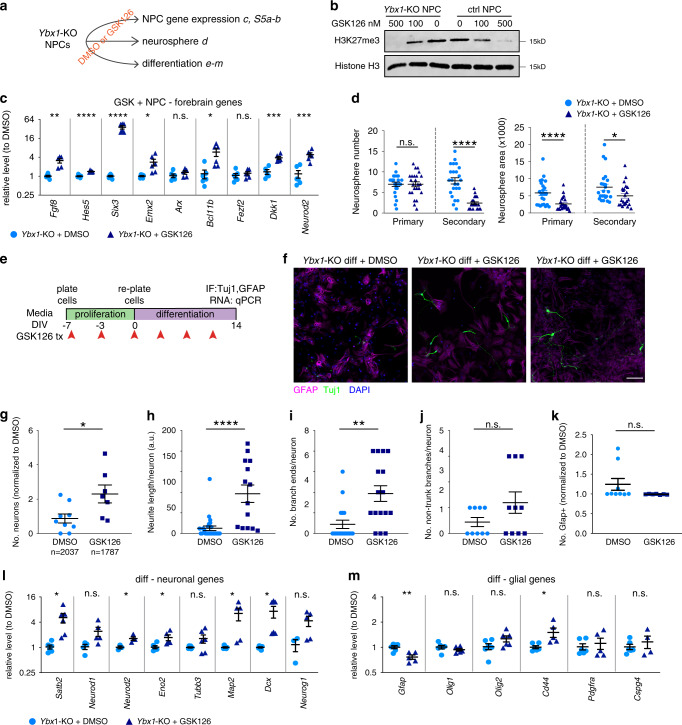
PRC2 inhibition partially restores the appropriate gene expression, self-renewal, and neuron differentiation in *Ybx1*-KO NPCs. **a** Diagram summarizing assays and the corresponding data panels. **b** WB analysis of acid-extracted histones from *Ybx1*-KO and control NPCs treated with DMSO or GSK126 after 4 days. **c** RT-qPCR with TaqMan assays of *Ybx1*-KO NPCs treated with DMSO or 500 nM GSK126 after 4 days. *n* = 6. **d** Number and area of primary and secondary neurospheres formed by *Ybx1*-KO NPCs pretreated with DMSO or 500 nM GSK126 for 2 days. *n* = 24 images/genotype. **e** Diagram detailing in vitro differentiation of *Ybx1*-KO NPCs treated with DMSO or 500 nM GSK126. Red arrowheads indicate the days at which DMSO or 500 nM GSK126 was replenished. **f** IF analysis of *Ybx1*-KO cells treated with DMSO or 500 nM GSK126 at day 14 of differentiation. Quantification of **g** relative number of Tuj1-positive neurons, **h** neurite length, **i** number of branch points in axons, **j** number of non-trunk branches (not connected to an axon or dendrite), and **k** Gfap-positive (glial marker) cells in *Ybx1*-KO differentiating cells treated with DMSO or 500 nM GSK126 (*n* = 9 DMSO and 7 GSK126 images with cell numbers indicated). RT-qPCR with TaqMan assays of **l** neuronal genes and **m** glial genes in *Ybx1*-KO differentiating cells treated with DMSO or 500 nM GSK126. *n* = 6, except *n* = 3 ctrl *Neurod1* and *Neurog1*. Data are presented as mean ± SEM for **c**, **d**, and **g**–**m**. *P* values by two-tailed unpaired *t* test are indicated. n.s. indicates not significant. *, **, ***, and *** indicate *P* < 0.05, 0.01, 0.001, and 0.0001, respectively, by one-way ANOVA or unpaired *t* test with Holm–Sidak correction. Source data are provided in Source Data file. *P* values: 7**c**(Fgf8)-0.002, (Hes5)-<0.0001, (Six3)-<0.0001, (Emx2)-0.02, (Bcl11b)-0.02, (Dkk1)-0.0002 (NeuroD2)-0.0009; 7**d**(secondary #)-<0.0001, 7**d**(primary area)-<0.0001, 7**d**(secondary area)-0.03; 7**g**-0.02; 7**h**-<0.0001; 7**i**-0.001; 7**l**(Satb2)-0.01, (NeuroD2)-0.03, (Eno2)-0.02, (Map2)-0.02, (Dcx)-0.02; 7**m**(Gfap)-0.004, (Cd44)-0.02.

We also examined how GSK126 treatment of *Ybx1*-KO NPCs affects the expression of *Cdkn1a* and *Reln*, which are known targets of PRC2 in neural development^46–48^. We found that *Cdkn1a* and *Reln* expression was significantly downregulated in *Ybx1*-KO compared with sibling control NPCs (Supplementary Fig. S8e), consistent with the loss of Ybx1-mediated inhibition of PRC2. GSK126 treatment led to the upregulation of both *Cdkn1a* and *Reln* in wild-type and *Ybx1*-KO NPCs, as expected due to inhibition of PRC2-mediated gene suppression (Supplementary Fig. S8f).

We examined whether GSK126 affects self-renewal and differentiation of *Ybx1*-KO NPCs. Compared with DMSO treatment, GSK126 significantly reduced the number and growth of *Ybx1*-KO neurospheres through serial passages (Fig. 7d). These findings suggest that PRC2 inhibition reduces the self-renewal of *Ybx1*-KO NPCs. For the in vitro differentiation assay, we treated *Ybx1*-KO NPCs with GSK126 before and during differentiation (Fig. 7e). After 14 days of culture in differentiation media, GSK126-treated *Ybx1*-KO cells formed more Tuj1-positive neurons that had longer neurites and more neurite branching (Fig. 7f–j). GSK126 treatment did not significantly affect the number of Gfap-positive glial cells (Fig. 7k), suggesting that glial differentiation was unaffected. GSK126 treatment led to increased expression of some neuronal genes and less effect on glial genes in differentiating *Ybx1*-KO cells (Fig. 7l, m). GSK126 treatment of differentiating control cells largely had modest to little effect on the expression of most neuronal and glial genes (Supplementary Fig. S8g). *Cdkn1a* expression was little affected, and *Reln* was downregulated (Supplementary Fig. S8h). In a separate differentiation assay, YBX1 re-expression by lentiviral transduction was not sufficient to alter the epigenetic programs and restore neuronal differentiation in *Ybx1*-KO (Supplementary S9a). Our data suggest that PRC2 inhibition in *Ybx1*-KO NPCs partially reversed cellular defects and restored neuronal differentiation.

We examined whether depletion of Eed, a PRC2 subunit, affects gene expression or differentiation of *Ybx1*-KO NPCs (purified by Neurofluor™ CDr3 FACS). We used *Nestin* promoter-driven Cre recombinase^49^ to excise floxed *Eed*^50^ in vivo (Fig. 8a). WB analysis confirmed conditional depletion of Eed and reduction of H3K27me3 levels in *Ybx1*-KO, *Eed*-conditional KO NPCs (referred to as *Ybx1-*KO; *Eed*-cKO) (Fig. 8a). Compared with *Ybx1*-KO NPCs, *Ybx1-*KO;*Eed*-cKO NPCs had significantly higher expression of forebrain lineage genes and lower expression of most midbrain and hindbrain lineage genes (Fig. 8b and Supplementary Fig. S9b, c). These results suggest that, similar to GSK126 treatment, Eed depletion in *Ybx1*-KO NPCs restores brain regionalization.

**Fig. 8:**
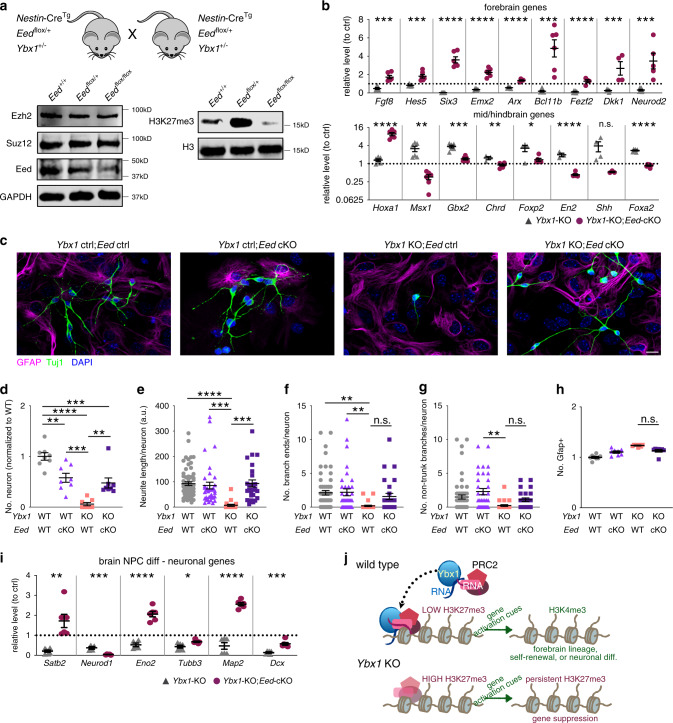
Depletion of PRC2 subunit Eed partially restores the appropriate gene expression and neuron differentiation in *Ybx1*-KO NPCs. **a** Genetic cross scheme to obtain embryos at E13.5 with *Ybx1*-KO or *Ybx1-Eed*-cKO by *Nestin*:Cre. WB analysis of *Ybx1*-KO NPCs with indicated *Eed* alleles (all embryos are *Nestin:Cre*^*Tg*^). **b** RT-qPCR with TaqMan assays of *Ybx1*-KO and *Ybx1-Eed*-cKO. Relative levels were displayed as their standardization to control NPCs. Dotted line indicates the level of gene expression in control cells. *n* = 6 except *n* ≥ 3 for *Chrd*, *En2*, and *Shh*. **c** IF analysis of cells with indicated genotypes at day 14 of differentiation. Quantification of **d** relative number of Tuj1-positive neurons, **e** neurite length, **f** number of branch points in axons, **g** number of non-trunk branches (not connected to an axon or dendrite), and **h** Gfap-positive (glial marker) cells in differentiating cells (*n* = 8 images). **i** RT-qPCR with TaqMan assays of neuronal genes in cells after 14 days of differentiation (*n* = 6). Dotted line indicates the level of gene expression in control cells. **j** Model of Ybx1 activities and its influence over PRC2 to ensure spatiotemporal precision in gene activation. Data are presented as mean ± SEM for **b**, **d**–**i**. *P* values by two-tailed unpaired *t* test are indicated for **b** and **i** and by ordinary one-way ANOVA followed by Tukey’s post hoc test in **d**–**h**. n.s indicates not significant. *, ***, and **** indicate *P* < 0.05, 0.001, and 0.0001, respectively. Source data are provided in Source Data file. *P* values: 8**b**(Fgf8)-0.0001, (Hes5)-0.0007, (Six3)-<0.0001, (Emx2)-<0.0001, (Arx)-<0.0001, (Bcl11b)-0.0006, (Fezf2)-<0.0001, (Dkk1)-0.003, (NeuroD2)-0.003, (Hoxa1)-<0.0001, (Msx1)-0.002, (Gbx2)-0.0002, (Chrd)-0.005, (Foxp2)-0.02, (En2)-<0.0001, (Foxa2)-<0.0001; 8**d**(Ybx1 WT-Eed cKO)-0.004, (Ybx1 WT-Ybx1 KO)-<0.0001, (Ybx1WT-dKO)-0.0003, (Eed cKO-Ybx1 KO)-0.0003, (Ybx1 KO-dKO)-0.004; 8**e**(Ybx1 WT-Ybx1 KO)-<0.0001, (Eed cKO-Ybx1 KO)-0.0003, (Ybx1 KO-dKO)-0.0002; 8**f**(Ybx1 WT-Ybx1 KO)-0.0042, (Eed cKO-Ybx1 KO)-0.008; ;8**g**(Eed cKO-Ybx1 KO)-0.0013; 8**i**(Satb2)-0.001, (NeuroD1)-0.0009, (Eno2)-<0.0001, (Tubb3)-0.01, (Map2)-<0.0001, (Dcx)-0.0002.

During in vitro differentiation, *Ybx1-*KO;*Eed*-cKO cells yielded significantly more neurons with longer neurites than those in *Ybx1*-KO cells (Fig. 8c–e). Eed depletion did not significantly affect neurite branching or the number of Gfap-positive glial cells (Fig. 8f–h), suggesting that neuron maturation and glial differentiation was less affected. Neither *Cdkn1a* or *Reln* expression was markedly affected by Eed depletion in *Ybx1*-KO differentiation (Supplementary Fig. S9d). Compared with *Ybx1*-KO, *Ybx1-*KO;*Eed*-cKO cells had significantly higher expression of some neuronal genes and decreased expression of some glial genes (Fig. 8i and Supplementary Fig. S9e). Altogether, our results suggest that in NPCs, Ybx1 fine-tunes PRC2 activities to mediate brain regionalization, modulate self-renewal, and promote neuronal differentiation.

## Discussion

The multifunctional role of Ybx1 in different cellular processes to promote cancer progression is well established^22,23^. However, Ybx1 has been mostly studied in cancer cell lines, and the physiological role of Ybx1 in brain development is relatively less understood. Our study advances the understanding of PRC2 regulation in brain development by uncovering that Ybx1 binds to PRC2 to promote PRC2 binding and proper genomic distribution, but inhibits H3K27me3 levels in NPCs. Via PRC2, Ybx1 likely influences gene expression for NPC self-renewal modulation and neuronal differentiation (Fig. 8j). Ybx1 depletion in the brain leads to reduced forebrain specification concomitant with expanded midbrain and hindbrain regions; these phenotypes are the opposite of those in brains with Ezh2 depletion^51^. We propose the model that Ybx1 regulates PRC2 to mediate brain regionalization and the decision between self-renewal and neuronal differentiation. This model is strongly supported by the finding that chemical and genetic inhibition of PRC2 partially rescues the defective phenotypes of *Ybx1*-KO NPCs. Taken together, these findings point to a physical and functional interaction between Ybx1 and PRC2, such that PRC2 is locked and loaded at co-bound genes in NPCs. An aberrant decrease in PRC2 activity leads to forebrain expansion, whereas an aberrant increase in PRC2 activity in the absence of Ybx1 leads to forebrain reduction. Overall, our data suggest that Ybx1 optimizes PRC2 activity and promotes balanced brain development in vivo.

Because PRC2 and Ybx1 both have cell and development context-dependent influences, their interactions likely differ in forebrain versus mid/hindbrain. The crucial requirement of PRC2 and Ybx1 for spatiotemporal developmental programs, despite their ubiquitous expression, suggests that additional factors within this network provide developmental specificity in neural stem and progenitor cells.

We used in vitro assays for their multiple advantages of validating in vivo studies, extending the investigation of *Ybx1*-KO beyond the stage of embryonic lethality, showing that PRC2–Ybx1 participates in a cell-intrinsic mechanism to regulate NPCs. Although Ybx1 promotes the proliferation of medulloblastoma or glioblastoma cancer cells^25,26^, it suppresses the proliferation and self-renewal of NPCs. This difference could be due to (i) the dosage effect of Ybx1 from complete genetic depletion in our study versus partial depletion by small interfering RNAs in other studies; (ii) varying activities of Ybx1 in different cell types; and (iii) developmental or pathological contexts of NPCs vs. cancer cells. Indeed, we found that Ybx1 suppresses the proliferation of NPCs but promotes the proliferation of MEFs. Future studies on cell type-specific regulation of Ybx1 are needed to fully understand its diverse mechanisms. The PRC2 variant complexes also have cell type-specific molecular activities and influences^52^ that require further study, including whether Ybx1 regulates PRC2 in other stem and progenitor cells, or in cancer.

The activities of Ybx1 detailed herein uncover a fundamental mechanism that is crucial for appropriate chromatin dynamics and gene activation during development. Furthermore, Ybx1 likely reaches beyond H3K27 methylation, as it has been implicated in influencing P300/CBP and H3K27 acetylation^53^. We hypothesize that Ybx1 reduces H3K27me3 in vivo by inhibiting PRC2 methyltransferase activity, perhaps by reducing complex integrity or stability, and/or binding to RNAs. Alternative mechanistic scenarios include Ybx1 influencing gene activators or chromatin remodelers in order to reduce H3K27me3 at different loci. Future identification of other Ybx1 binding factors, as well as extensive biochemical, genetic, and genomic characterization will be required to pinpoint how Ybx1 affects PRC2 and potentially the activities of other chromatin modifiers.

Patterning and regionalization of the embryonic brain occur in a short developmental time window of 3 days^54^. Polycomb group proteins have emerged as key epigenetic factors that integrate cues from signaling pathways and the transcriptional circuitry to affect gene expression programs underlying brain patterning and regionalization^2–4^. Our findings suggest that Ybx1 reduces the level of H3K27me3 deposited by PRC2 in NPCs. As ChIP-seq is a population-based assay, H3K27me3 reduction potentially occurs in a subset of NPCs. Nevertheless, this reduction appears to be genome-wide and coincides with the Ybx1-dependent expression of PRC2 target genes involved in forebrain lineage specification and neuronal differentiation. Overall, our findings suggest that modest to low levels of H3K27me3, regulated by Ybx1, enable but also restrain the activation of PRC2 target genes during this short developmental time window.

## Methods

### Buffers

PBS: 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_ (pH 7.4). PBS-T: PBS with 0.1% Triton X-100. HEPM: 25 mM HEPES (pH 6.9), 10 mM EGTA, 60 mM PIPES, 2 mM MgCl_2_. IF blocking solution: 1/3 Blocker Casein (ThermoFisher 37528), 2/3 HEPM with 0.05% TX-100. Buffer A: 10 mM HEPES (pH 7.9), 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol. Buffer B: 3 mM EDTA, 0.2 mM EGTA. Buffer D: 400 mM KCl, 20 mM HEPES, 0.2 mM EDTA, 20% glycerol. FACS antibody staining solution: PBS containing 0.5% Tween 20, 1% bovine serum albumin, and 0.5 µg/µL RNase. CUT&RUN Binding buffer: 20 mM HEPES-KOH (pH 7.9), 10 mM KCl, 1 mM CaCl_2_, and 1 mM MnCl_2_. CUT&RUN Wash buffer: 20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine, protease inhibitor (PI). CUT&RUN Digitonin block buffer: Wash buffer with 2 mM EDTA, 0.05% digitonin. CUT&RUN Stop Buffer: Into 1 mL of Digitonin block buffer, add 5 µL of 10 mg/mL RNase A and 133 µL of 15 mg/mL GlycoBlue. High-stringency wash buffer: 15 mM Tris-HCl (pH 7.5), 5 mM EDTA (pH 8.0), 2.5 mM EGTA, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, 120 mM NaCl, 25 mM KCl.

### Tissue culture cells

H9/WA09 (WiCell) cells were grown on Matrigel with reduced growth factors (ThermoFisher Scientific 354230) in mTeSR1 medium (STEMCELL Technologies 85850) at 37 °C and 5% CO_2_. NE4-C (ATCC CRL-2925; mouse neural stem cell line) cells were grown on Poly-L-lysine (10 µg/mL; Sigma P9155) in Eagle’s Minimum Essential Medium (ATCC 30-2003) supplemented with 2 mM L-Glutamine (Invitrogen 25030-081) and 10% fetal bovine serum (Fisher Scientific 16000044) at 37 °C and 5% CO_2_.

### Antibodies

Supplementary Table S1 lists all antibodies and conditions used in this study.

### Co-immunoprecipitation

For co-immunoprecipation, subcellular fractionation was performed as above, but Buffer D + PI + DTT was substituted for Buffer B and the nuclear fraction was diluted with an equal volume H_2_O + PI + DTT. Approximately 1.5 mg of the nuclear extract was incubated with primary antibody overnight at 4 °C. Extract and antibody were added to protein A and protein G Dynabeads™ (ThermoFisher 10002D and 10004D) for 5 h at 4 °C, washed with PBS-T, and eluted with 0.1 M glycine (pH 2.3). Eluates were neutralized with 1/10 volume of 1.5 M Tris buffer (pH 8.8). For benzonase, nuclear extracts were treated with 125 U/mL benzonase (Sigma) for 30 min at RT before addition of antibody and subsequent IP. High-stringency wash buffer was used in replacement for PBS-T washes in indicated figures.

### Subcellular fractionation

Human and mouse NPCs were incubated in a 2× volume of Buffer A + PI + DTT for 5 min on ice to obtain the cytoplasmic fraction. After centrifugation at 1750 *g* for 2 min at 4 °C, the nuclei pellet was washed in 1× volume Buffer A and subsequently incubated for ~45 min in Buffer B + PI + DTT at 4 °C with rotation to obtain the nuclear fraction. Histones were acid extracted on pelleted chromatin with 0.1 N HCl at 4 °C O/N. Acid was neutralized with 1/10 volume of 1.5 M Tris buffer (pH 8.8). For whole-cell extracts, cell pellets were incubated directly in Buffer D + PI + DTT.

### Mass spectrometry

For each of Supplementary Fig. S1d or S7b, we analyzed three biological replicate samples of JARID2 and IgG IP from the nuclear extract of H9 or NE-4C, respectively. Samples were run on a short gel. Sample slices were digested overnight at 37 °C, acidified and the peptides were extracted in Acetonitrile. Extracts were dried down in a speed vacuum and reconstituted in 5% Formic acid. Digested peptides were loaded on a nanoscale capillary reverse phase C18 column (75 id, 10 cm) by a HPLC system (Thermo Ultimate 3000or EASY-nLC 1000). Buffer A was 0.2% Formic acid and Buffer B was 70% Acetonitrile; 0.2% Formic acid. The peptides were eluted by increasing organic from 12–70% over a 90-min liquid chromatography gradient. The eluted peptides were ionized by electrospray ionization, and detected by an inline mass spectrometer (Thermo LTQ Orbitrap Elite). The mass spectrometer was operated in data-dependent mode with a survey scan in Orbitrap (240,000 resolution, 1 × 10^6^ AGC target and 200 ms maximal ion time) and 20 low resolution MS/MS scans in the ion trap (CID, 2*m*/*z* isolation width, Normalized collision energy 35, AGC target 7 × 10^4^, and 250 ms maximal ion time) for each cycle. The raw data were searched against the UniProt mouse database concatenated with a reversed decoy database for evaluating false discovery rate. Database searches were performed using the Sequest^55^ v.28 (rev. 12) search engine. Searches were performed using a 25 ppm mass tolerance for precursor and 0.5 Da for product ions, fully tryptic restriction with two maximal missed cleavages, three maximal modification sites, and the assignment of b, and y ions. Carbamidomethylation of Cysteine (+57.02146 Da) was used for static modifications and Met oxidation (+15.99492 Da) was considered as a dynamic modification. All matched MS/MS spectra were filtered by mass accuracy and matching scores to reduce protein false discovery rate to <1%. Finally, all proteins identified in one gel lane were combined together. The total number of spectra, namely spectral counts (SC), matching to individual proteins may reflect their relative abundance in one sample after the protein size is normalized^56^. The abundance values (spectral count ×50 kD/protein size kD) of proteins were used to compared between the replicate datasets by T-test.

### Western blotting

Equal amounts of nuclear extracts were separated by SDS-PAGE and transferred onto a nitrocellulose membrane (Bio-Rad). Membranes were blocked with 2% BSA in HEPM, incubated in primary antibodies (HEPM containing 1% BSA and 0.1% Triton X-100) overnight at 4 °C, washed in PBS-T, incubated in IRDye^®^-conjugated secondary antibodies (LI-COR) or Clean-blot IP detection reagent (Life Technologies 21230), followed by SuperSignal™ West Pico PLUS Chemiluminescent Substrate (ThermoFisher 34577), and imaged on an Odyssey^®^ Fc imaging system (LI-COR). Signals were quantitated with the Image Studio™ software (version 1.0.14; LI-COR). Student’s *t* test was used for statistical analyses.

### Animals

All mice were group-housed and maintained in the Animal Resource Center at St. Jude Children’s Research Hospital under protocols approved by the Institutional Animal Care and Use Committee. We complied with all relevant ethical regulations for animal testing and research. Mice of both sexes were used for all experiments, and they were analyzed at multiple ages (E12.5–E14.5), as described in the text and legends for each figure. All samples were analyzed relative to littermates. For *Eed*-flox experiments, all animals were crossed to *Nestin*-Cre and genotypes are indicated in figures. Details of mouse strains are as follows:

*Nestin*-Cre: B6.Cg-Tg(Nes-Cre)1Kln/J, described in Tronche et al.^49^.

*Eed*-flox: B6;129S1-*Eed*^tm1Sho^/J, described in Yu et al.^50^.

*Ybx1*: *Ybx1*^*tm1Ley*^/*Ybx1*^*tm1Ley*^, described in Lu et al.^27^.

*Sox2*-eGFP: B6;129S1-*Sox2*^*tm1Hoch*^/J, described in Arnold et al.^57^.

For genotyping, primers are following. Ybx1 WT: F-AGGAACGGATACGGTTTCATCA; R-AGCGGGTCACATTCTTACATAG (54 °C, 30 s). Ybx1 null: F- AGGAACGGATACGGTTTCATCA; R- TGAGACGTGCTACTTCCATTT (54 °C, 30 s). Eed flox: F-GGCCCACATAGGCTCATAGA; R- CTACGGGCAGGAGGAAGAG (55 °C, 30 s). Nestin-Cre: F-ATGCCCAAGAAGAAGAGGAAGGT; R-GAAATCAGTGCGTTCGAACGCTAGA (56 °C, 30 s). Actb: F- ATGTCACGCACGATTTCCCT, R- TCCCGGGTAACCCTTCTCTT (any AT, 45 s). Sox2-eGFP: F- CGTAAACGGCCACAAGTTCA, R-CTCAGGTAGTGGTTGTCGGG (56 °C, 40 s). Reaction products: 354 bp (*Ybx1*^WT^), 477 bp (*Ybx1*^null^); 200 bp (*Eed*^WT^), 400 bp (*Eed*^flox^); 447 bp (Nestin-Cre^Tg^); 719 bp (Actb); 543 bp (*Sox2*^eGFP^).

### Isolation, culture, and differentiation of Mouse Neural Progenitor Cells (mNPCs)

Tissue culture plates for adherent culture were prepared by coating them with 10 μg/mL poly-D-lysine (MilliporeSigma P7280) for either 2 h at room temperature (RT) or at 4 °C O/N (overnight). Plates were rinsed twice with 1× PBS and replaced with 10 μg/mL laminin (MilliporeSigma L2020) for 2 h at RT. As laminin is highly sensitive to drying, it was removed well-by-well and immediately replaced with sufficient culture medium to cover the surface of the well.

Cultures of mouse neural progenitor cells (mNPCs) were derived from E12.5–E13.5 mice as follows. Neural tubes were dissected from embryos in ice-cold Advanced DMEM culture media (ThermoFisher 2491015) and dissociated with 1/3 volume of Type II collagenase (10 mg/mL, Worthington LS004176) for 10 min at 37 °C. The tissue was washed once in 1× PBS and incubated in 500 μL 0.25% Trypsin-EDTA (ThermoFisher 25200056) for 5 min at 37 °C. Trypsinization was halted using 500 μL DMEM + 10% fetal bovine serum, and cells were mechanically dissociated by trituration and then pelleted by centrifugation at 1000 *g* for 3 min. Cells were resuspended in 1 mL of PBS and filtered through a 40 μm filter (ThermoFisher 22363547) to obtain single cells. NPCs were isolated by fluorescence-activated cell sorting (FACS) using Sox2-eGFP or NeuroFluor CDr3 (STEMCELL Technologies, #01800), resuspended in complete culture medium, and grown on ultra-low attachment six-well plates. After sphere formation, spheres were dissociated with Accutase (STEMCELL Technologies 07920) for 5 min in the incubator and single cells plated on coated plates.

Cells were grown in NeuroCult™Proliferation Media (STEMCELL Technologies 05702) supplemented with 10 μg/mL rhEGF (STEMCELL Technologies 78006) to a final concentration of 20 ng/mL. For routine passaging, cells were grown to 75–80% confluency and then dissociated using Accutase for 5 min in the incubator. Cells were then diluted with an equal volume of growth medium and dissociated by trituration. Cells were pelleted as described above and resuspended in fresh culture medium to plate at recommended densities. For differentiation, cells were plated at recommended densities on poly-D-lysine/laminin–coated six-well plates or Matrigel (ThermoFisher 354240)–coated eight-well chamber slides (EMD Millipore PEZGS0816) and left O/N. Cells were washed once in Neurocult™Proliferation Media without EGF and incubated in Neurocult™. Differentiation media (STEMCELL Technologies 05704) for indicated times are detailed in figure legends.

### BrdU administration

Mice were administered 5-bromo-2′ -deoxyuridine (BrdU, MilliporeSigma) reconstituted in sterile PBS by intraperitoneal injection at a dose of 50 mg/kg. For cell culture, cells were treated with 10 μM BrdU for indicated times at 37 °C.

### Immunofluorescence

Cells and tissues were blocked with IF blocking solution for 2–3 h at RT and primary antibodies (diluted in blocking buffer) added and incubated O/N at 4 °C. After 3X wash in PBS-T, fluorescent dye-conjugated secondary antibodies (1:500, Alexa Fluor antibodies from ThermoFisher) were added and incubated for 3 h at RT. Secondary was washed with PBS-T three times and tissues incubated in DAPI (1:1000, ThermoFisher) for 5 min and coverslips mounted with Prolong Gold Antifade Mountant (ThermoFisher P36930). Cells were washed and coverslips mounted with Prolong Glass Mounting Reagent (Thermo Fisher P36981) which contains DAPI.

For BrdU detection, antigen retrieval was performed using HCl. Slides were thawed and rinsed in PBS for 5 min at RT. Samples were incubated in fresh 2 N HCl for 1 hr or 30 min at RT. Samples were rinsed through multiple PBS washes to remove all traces of HCl. For combination IF with SOX2 or YBX1, antibodies were tested for affinity post-HCl in a separate experiment and combined with BrdU for experiments. Antibodies were used as follows: **Sox2**: diluted 1:200. **Ybx1**: rabbit/mouse diluted 1:100. **BrdU**: diluted 1:100. **Foxg1**: diluted 1:50. **Gbx2**: diluted 1:100. **GFAP**: diluted rabbit-1:200, mouse-1:250. **Tuj1**: diluted 1:100. Images were acquired with Zeiss LSM780 or Keyence BZ-X and image modifications performed with Fiji or Adobe Photoshop.

### CellProfiler analysis

For BrdU quantification, CellProfiler was used to directly quantify the number of positive cells in each image. The DAPI-positive cells were enumerated using *IdentifyPrimaryObjects*, and BrdU- positive cells were identified in relation to those cells by using *IdentifyPrimaryObjects* and *RelateObjects*. For IHC sections, the BrdU cell number was divided by the SOX2-positive cell number to account for differences in total cell numbers and mNPC numbers in each section. For Tuj1 quantification and measurements, CellProfiler was used to quantify neuron number and characteristics of neurons. First, color images were transformed to grayscale and neurites enhanced by through two runs of *EnhanceorSuppressFeatures:* (1) Enhance, Speckles, Feature Size 12, Fast/Hexagonal and (2) Enhance, Neurites, Tubness, Smoothing Scale 1.8. Next, *Morph* erode, Once, Disk 3.0 was used to erode excess pixels. *IdentifyPrimaryObjects* with automatic thresholding was used followed by *IdentifySecondaryObjects* with Adaptive Otsu thresholding (two classes, weighted variance, no smoothing, regularization factor of 0.05). Finally, *ApplyThreshold* (Global MCT threshold, Automatic smoothing, 0.3 Threshold correction factor), *Morph* (skel, once), and *MeasureNeurons* (Fill small holes, max hole size 50) were used on skeletonized images to obtain neuron measurements and characteristics.

### Flow cytometry

For BrdU, pS10-H3, and Sox2 FACS analysis, mNPCs were washed with cold PBS and fixed in 70% ethanol at 4 °C overnight. Cells were pelleted and treated with 2 N HCl/Triton X-100 at room temperature for 30 min to denature DNA. After neutralization, cells were incubated with primary antibody for 30 min in FACS buffer and washed in PBS. Antibodies anti-BrdU APC (diluted 1:500), anti-pS10-H3-Alexa488 (diluted 1:1000), and anti-Sox2 PE (diluted 1:500) were used. After three washes in cold PBS, cells were resuspended in PBS and analyzed by BD FACSAria™ Fusion and FlowJo software.

### Neurosphere assay

After filtration of cells derived from embryonic neural tubes, cells were incubated in 0.5 μM Neurofluor CDr3™ + DNase I (NEB) for 1 h in a 37 °C incubator. CDr3-positive mNPCs were sorted on a BD FACSAria™ Fusion flow cytometer and plated in ultra-low attachment six-well plates at a density of 10 cells/μL. Neurospheres were allowed to grow for 6 days, with media addition on day 3 and, and samples were imaged on day 6 with a Zeiss AxioObserver D1 at 5× magnification. Neurospheres were collected and treated with Accutase for 5 min at 37 °C. Cells were counted using trypan blue to assess viability and 10 cells/μl replated in triplicated to derive secondary neurospheres. This process was repeated again after 6 days to derive tertiary neurospheres. Eight images/well were taken for a total of 24 views and analyzed. Image stacks were then created for each cell line or drug treatment set of images. Stacks were created using the FIJI “Images to Stack” menu item (found under the menu “Images → Stacks → Images to Stack”). A binary images stack was created from the original image stack by using the FIJI plugin “Trainable Weka Segmentation,” (found under the FIJI menu “Plugins → Segmentation → Trainable Weka Segmentation”). Trainable Weka segmentation uses a fast-random forest classification method to create a binary image with neurospheres colored black in the foreground with a blank white background. Binary images stacks were cleaned up using the pencil tool in FIJI, as Trainable Weka Segmentation did not perfectly segment all neurospheres and some needed to be segmented by hand. Clean binary image stacks of neurospheres were then quantified using the “Analyze Particles…” menu item (found under the menu “Analyze → Analyze Particles…”). The number of neurospheres and area of each neurosphere were recorded from data generated by the “Analyze Particles” menu item for further data analysis. For the clonal analysis, primary neurospheres were dissociated with Accutase for 5 min at 37 °C, triturated to single cells, and resuspended in fresh media. After assessing viability and live cell counts using trypan blue, cells were diluted to a concentration of 5 cells/100 μl media or 3 cells/100 μl media for plating in 96 well ultra-low attachment plates. Plates were transferred to incubator and left untouched for 1 week until counting the number of formed neurospheres. For each datapoint, neurospheres were quantified from 20 wells of 5 cells/well or from 30 wells of 3 cells/well.

### RNA isolation

Total RNA was isolated from cultured cells and mouse neural tubes (after SOX2-positive FACS sorting from E13.5 embryos) using Ribozol (VWR) and purified using the Direct-zol RNA Purification Kit (Zymo Research). DNA digestion with DNase I was performed as suggested and RNA concentration and purity was measured by NanoDrop (ThermoFisher).

### RNA-Seq

Paired-end 100-cycle sequencing was performed on HiSeq 2000 or HiSeq 4000 sequencers, per the manufacturer’s directions (Illumina). RNA-seq was mapped and HTSeq (version 0.6.1p1)^58^ was used to estimate fragments per kilobase of transcript per million mapped reads (FPKM) based based on GENCODE(v24)^59^. After normalization by trimmed mean of *M* values (TMM) and filtering out genes not expressed in both groups (FPKM < 1), Voom was used to identify differentially expressed genes. Volcano plots were generated using ProteinPaint viewer (St. Jude) at cloud.stjude.org hosted by DNANexus. For GSEA analysis^60^, gene sets were put together with MSigDB database^61^(C2, v5.1) and analyzed by using prerank mode (version 3.0).

### Reverse transcription qPCR

Total RNA (250–1000 ng) was reverse transcribed using the SuperScript IV VILO Master Mix (ThermoFisher). Real-time qPCR reactions were performed with iTaq SYBR^®^ Green Supermix (Bio-Rad 1725124) or PowerUp SYBR^®^ Green Master Mix (ThermoFisher A25778), using Applied Biosystems QuantStudio 3 with primers listed in Supplementary Table S2. For Taqman assays, qPCR reactions were performed with Taqman^®^ Fast Advanced Master Mix (ThermoFisher 4444964) on the same machine with Taqman assays listed in Supp Table 1. qPCR results were quantified using the difference in threshold cycle values between the gene of interest and the endogenous control by the 2^−ΔΔCt^ method. All experimental samples were compared to a wild-type littermate or DMSO control.

### Wild-type YBX1 and YBX1 mutant construct generation

Amino acids 183-205 in the full-length Ybx1 were deleted to obtain the delNLS mutation. Wild-type human YBX1 was amplified from complementary DNA (cDNA) reverse transcribed from total RNA template of H9 human embryonic stem cells using primers YBX1-F and YBX1-R (Supplementary Table S3) which contain *attB* sites for Gateway cloning. The PCR product was used in a BP reaction with pDONR221 and sequence verified by Sanger sequencing. An LR reaction transferred the wild-type YBX1 cDNA to pcDNA-DEST53. All YBX1 mutant constructs were generated by PCR amplification from pDONR221-YBX1 with primers listed in Supplementary Table S3. Fragments were either immediately used in a BP reaction with pDONR221 or for delF2 and delNLS (deletion of amino acids 183-205)—gel extracted, digested with appropriate restriction enzymes and ligated with Quick Ligase (NEB). After sequence verification, constructs were LR cloned into final destination vectors.

### Lentiviral construct generation and lentivirus production

To generate lentiviral constructs, YBX1-FL and YBX1-delNLS were excised from pcDNA-DEST53 plasmids via PCR with primers (YBX1(BamHI)-F and YBX1(XhoI)-R). PCR products were double-digested with restriction enzymes in CUTSMART Buffer (NEB). MSCV-IRES-mCHERRY (a gift from Martine Roussel, SJCRH) was also double digested in the same buffer and the backbone fragment isolated by gel extraction. Cut PCR products and backbone were ligated with Quick Ligase and transformed into E.coli TOP10 cells. Plasmids were Sanger sequencing verified before production of lentivirus. To produce lentivirus, viral constructs were co-transfected with pMD Gag-pol and p-VSVg (gifts from Martine Roussel) into HEK 293T cells with Xfect Transfection reagent. Lentiviral particles were harvested into unsupplemented NeuroCult™ Proliferation Media, and titer quantified by Lenti-X qRT-PCR titration kit (ClonTech). For transduction, *Ybx1*-KO mNPCs were inoculated with lentiviral particles mixed with fresh proliferation media supplemented with 20 ng/mL rhEGF. Cells were allowed to recover for two days before FACS sorting for mCHERRY expression. YBX1 expression was confirmed by qRT-PCR and  immunofluorescence after growth of sorted cells.

### Ultra-low input native chromatin immunoprecipitation

Mouse NPCs from Sox2-GFP positive embryos were isolated and sorted. Using an equal number of cells as input and spike-in *Drosophila* S2 chromatin, nuclei were isolated using Nuclear Isolation Buffer (MilliporeSigma NUC101) and diluted MNase enzyme added to digest DNA. The MNase reaction was carried out for 7.5 min at 37 °C and stopped by addition of EDTA. A 1% Triton/1% deoxycholate solution was added to lyse nuclei and complete immunoprecipitation buffer added to allow for ~200 μl lysate/immunoprecipitation. Antibodies were bound to Protein A/G magnetic beads (ThermoFisher) and after pre-clearing on washed magnetic beads with no antibody, antibody-bead complexes were added to chromatin O/N at 4 °C. After successive washes in low salt and high salt wash buffers, chromatin was eluted in ChIP elution buffer for 1.5 h at 65 °C. DNA was extracted using phenol-chloroform-isoamyl alcohol extraction and MaXtract phase-lock tubes (QIAGEN) to retain maximal DNA. DNA was further purified using Ampure XP beads (Agencourt) and libraries constructed through the following processes: (1) End repair with T4 PNK, Klenow DNA polymerase, and T4 DNA polymerase; (2) A-tailing with dATP and Klenow (3′-5′ exo-) polymerase; (3) Adapter ligation with annealed Illumina adapters and Quick DNA ligase; and (4) Library amplification with Illumina paired-end indexed primers and 2X Phusion HF Master Mix. Library amplification was performed for 12 cycles and DNA purified by Ampure XP beads and library yield and quality evaluated using a D1000 High Sensitivity screentape on an Agilent TapeStation.

### CUT&RUN

We followed CUT&RUN described in Skene and Henikoff^42^, with minor variations. Briefly, mNPCs from Sox2-eGFP–positive embryos were isolated and sorted as described above. NPCs and spike-in S2 cells were pelleted and resuspended in wash buffer. Bio-Mag Plus Concanavalin-A coated beads (Bangs Laboratories BP531) were added to cells (diluted in binding buffer) to bind nuclei to beads. Supernatant was removed and samples were blocked for 5 min at RT with digitonin block buffer. Antibody diluted in digitonin block buffer was added and samples were rotated for 3 h, 5 h, or O/N in the cold. Beads were collected and washed 3× with digitonin block buffer before adding pA-MNase to beads. After a 1-h incubation, beads were washed 3× and resuspended in wash buffer. After equilibration on ice, 100 mM CaCl_2_ was added to tubes and samples were incubated for 25 min with agitation at the 15-min mark. The reaction was stopped by adding the stop buffer. Samples were incubated at 37 °C for 30 min to release chromatin. DNA was isolated by phenol–chloroform–isoamyl alcohol extraction and MaXtract phase-lock tubes (QIAGEN) to maximally retain chromatin. Chromatin was resuspended in low EDTA TE buffer and analyzed by TapeStation using the HS DNA Kit (Agilent). Libraries were made using the Accel-NGS^®^ 1S Plus DNA Library Kit (Swift Biosciences) and submitted for sequencing. In all cases, ~15% input was removed and IgG was used as a negative control.

### Deep sequencing analysis of chromatin immunoprecipitation or CUT&RUN

50 bp single-end reads for ChIP-seq or 50 bp paired-end reads for CUT&RUN-seq were obtained and aligned to mouse genome assembly mm10 and fruit fly genome assembly dm6 by BWA (version 0.7.12, default parameter). Duplicated reads were then marked by Picard (version 1.65 [1160]). For ChIP-seq, uniquely mapped reads were retained by SAMtools (parameter “-q 1 -F 1024”, version 1.4), and quality control was ensured by following ENCODE criteria^62^. We extended reads to fragment size estimated by SPP^63^ and then normalized to dm6 sequencing reads number(fruit fly S2 cells). Peaks were inspected on IGV^64^ and peaks for each replicate were called by MACS2 (version 2.0.9 20111102 option “nomodel” with “extsize” defined as fragment size estimated by SPP)^65^ and SICER (redundancy threshold 1, window size 200 bp, effective genome fraction 0.86, gap size 600 bp, FDR 0.00001 with estimated fragment size defined by SPP)^66^ and then merged by bedtools (version 2.17.0) after removing a SICER-called peak if it overlaps MACS2 peaks. For Cut&Run, properly paired uniquely mapped reads were retained by SAMtools (parameter “-q 1 -F 1804”, version 1.4), sorted by name and converted to bedpe format by bedtools. Only fragments shorter than 2000 bp were kept to peak calling and generating of bigwig tracks. Similarly, MACS2 (bedpe mode) and SICER were used for peak calling. To find reproducible peaks, we first called peaks for each replicate twice with an FDR corrected p-value cutoff of 0.05 as a high-confidence peak and an FDR-corrected *P* value cutoff 0.5 as low-confidence peak set. We only considered high-confidence peaks that also overlap at least low-confidence peaks in other replicates as reproducible peaks. We did the same by employing SEACR^67^, using the top 1 percentile as the high-confidence peak and the top 5 percentile as the low-confidence peak (“non stringent” mode) and further require the reproducible peaks overlap SEACR reproducible peaks. deepTools^68^ was used to plot the heatmap. Peak overlap was tested by the hypergeometric test with assumed binomial distributions. Gene ontology analysis was generated by Enrichr^44^. For histone modifications, the quality control standard was set as before^69^. Voom^70^ was used to test significant differences between control and *Ybx1*-KO after TMM normalization. For enhancer analysis, we used active and poised enhancer signature lists from the embryonic brain at E14.5 that were downloaded from the ENCODE portal (https://www.encodeproject.org/) with the identifiers ENCFF682UGG, ENCFF386QNM, and ENCFF998FUV.

### *Drosophila* S2 transfection and protein pull down

*Drosophila* S2 cells were grown and passaged in Schneider’s Drosophila medium (ThermoFisher Scientific) plus 10% heat-inactivated fetal bovine serum (FBS). For transfections, 1 × 10^6^ cells/well were seeded in 1 mL complete medium in six-well plates. Before transfection, medium was removed and replaced with FBS-free Schneider’s *Drosophila* medium. pAMW plasmids were transfected with Cellfectin™ II Reagent (ThermoFisher) and Opti-MEM medium (ThermoFisher) according to manufacturer’s instructions with 6 μg plasmid/well. After 72 h, cells were collected by scraping and lysed in Buffer D + PI + DTT. Full-length open reading frame of JARID2 was cloned into pFastBac, using the Bac-to-Bac N-His TOPO cloning kit (Life Technologies) for baculovirus generation via Bac-to-Bac baculovirus expression from the St. Jude Protein Production Facility. Full-length recombinant protein was bound overnight at 4 °C to Pierce™ Protein A/G Magnetic Beads (ThermoFisher Scientific) with JARID2 antibody (Novus Biologicals). Protein-bead complexes (or beads with no antibody) were washed with PBST, added to recombinant protein fragment lysate for 4 h at 4 °C in HEPM, washed in PBST, and eluted with 0.1 M glycine (pH 2.3). Eluates were neutralized with 1.5 M Tris buffer, pH 8.8, and analyzed by Western blotting.

### Ezh2 inhibitor administration

The Ezh2 inhibitor GSK126 (Cayman Chemical) was dissolved in DMSO to a stock concentration of ~9.5 mM. It was further diluted in unsupplemented Neurocult™ Basal Medium before final dilution (to 100 or 500 nM) in either Proliferation Media or Differentiation Media, as indicated in figure legends. For the H3K27me3 western blot, mNPCs were treated for 48 h with drugs at indicated concentrations before harvesting. For NPC qPCR analysis, cells were treated for 6 days with drug, and for differentiation experiments cells were pretreated for 6 days and treated throughout the differentiation course. Media with freshly diluted and the drug was added every 3 days.

### Statistics and reproducibility

Statistical parameters including the definitions and exact value of *n* (e.g., total number of experiments, replications, axons, organelles, or neurons), deviations, *P* values, and the types of the statistical tests are reported in the figures and corresponding figure legends. Statistical analysis was carried out using Prism 8 (GraphPad Software)^27^. Statistical analysis was conducted on data from three or more biologically independent experimental replicates. Comparisons between groups were planned before statistical testing and target effect sizes were not predetermined. Error bars displayed on graphs represent the mean ± SEM of at least three independent experiments. All western immunoblots were repeated at least two times with different biological samples. Micrographs are representative of a minimum of four images taken from at least two biological replicates.

### Reporting summary

Further information on research design is available in the Nature Research Life Sciences Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All sequencing data are deposited in NCBI GEO database under accession number GSE137853. Mass spectrometry data were deposited in ProteomXchange, with project accession: PXD015670. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The source data underlying Figs. 1c, d, f–h, k, 2g, 3c–h, 6a–f, h, and 7b–d, g–m, 8a, b, d–i and Supplementary Figs. S1a–c, S2a, d, e, g, I, j, l, S3c, d, S5i, l, S6e, f, S7a, c, e–g, S8a–h, and S9b–e are provided as a Source Data file. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Ybx1 fine-tunes PRC2 activities to control embryonic brain development
**Source:** Nat Commun. 2020 Aug 13;11:4060. doi: 10.1038/s41467-020-17878-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

Ybx1 fine-tunes PRC2 activities to control embryonic brain development

Evans *et al.*

**Contents**

Supplementary Figure 1-9

Supplementary Table 1-4

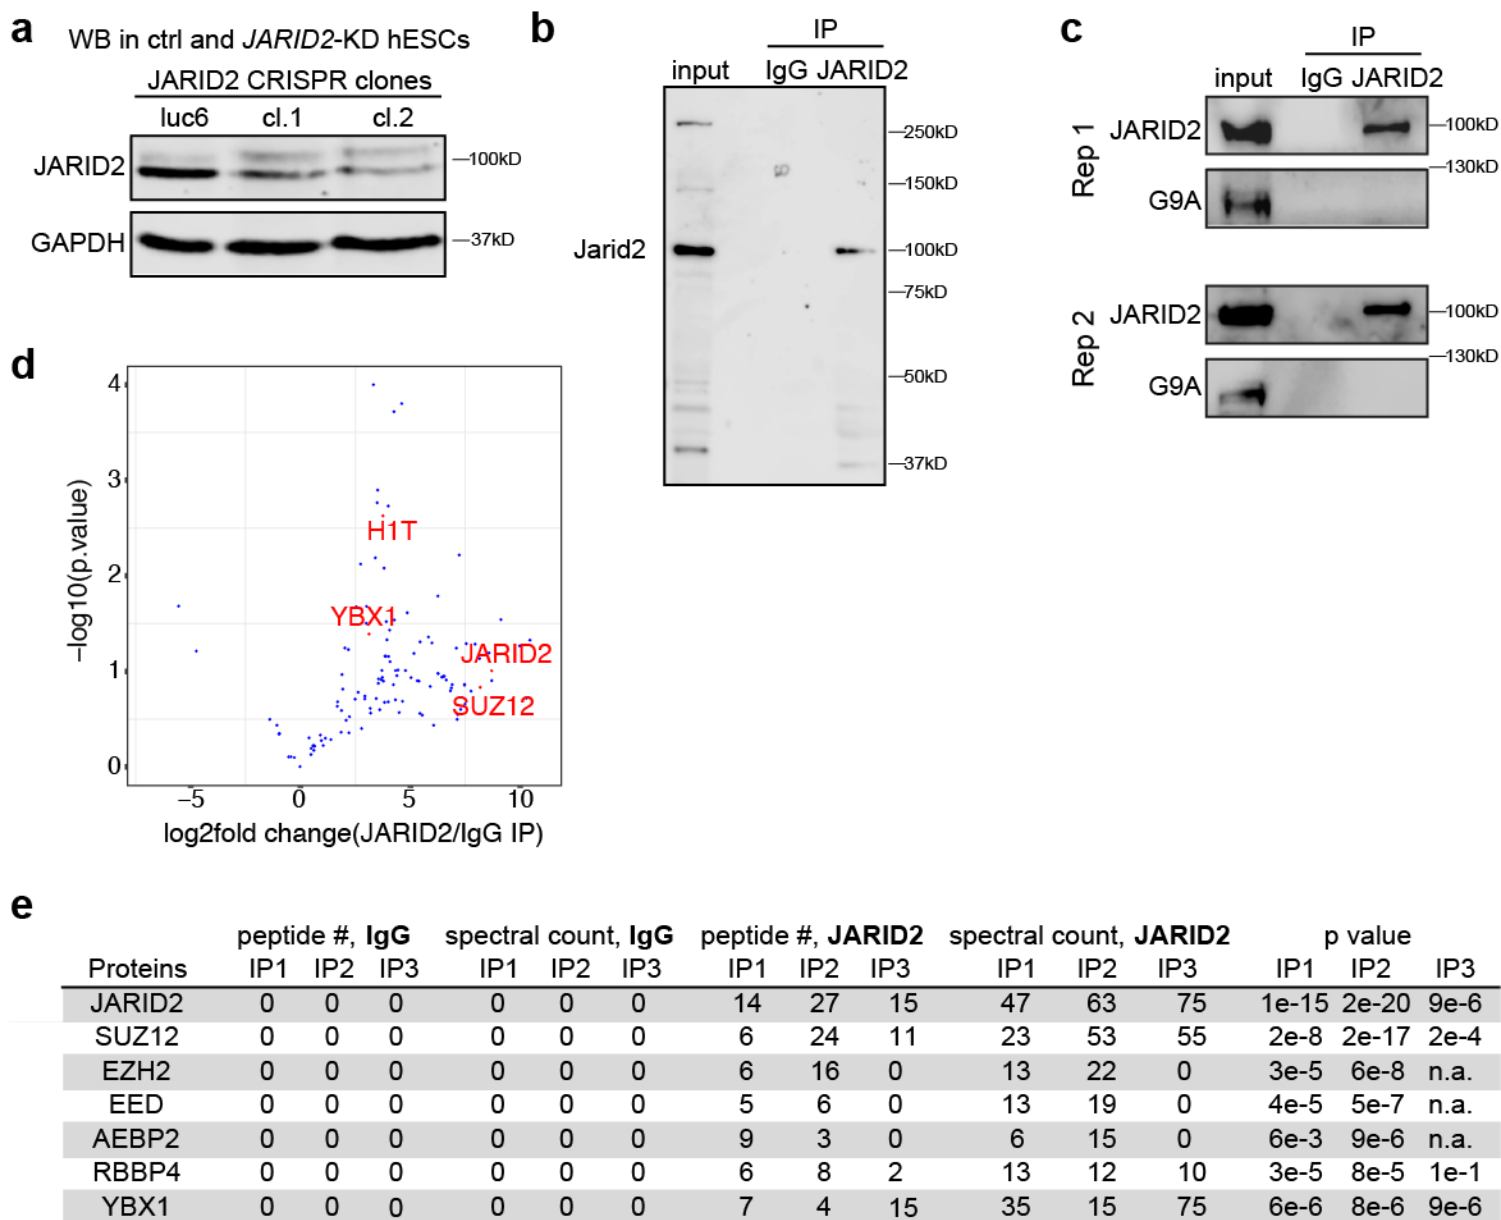

### Supplementary Figure 1 – Validation of antibodies and Jarid2 IP-mass spectrometry.

WB analysis of (a) control and *JARID2*-knockdown (KD) hESCs and (b, c) IgG and *JARID2* co-IP from the hESC nuclear extract. (d) Volcano plot of triplicate IgG and Jarid2 IP-mass spectrometry from the hESC nuclear extract. *P* values were calculated by 2-tailed *t* test comparing the abundance values of *JARID2* vs. IgG IP. Abundance was calculated with the formula of spectral count  $\times$  50kD / protein size kD. (e) Mass spectrometry peptide counts and spectral counts of proteins identified in replicate *JARID2* and IgG co-immunoprecipitates from the hESC nuclear extract. Spectral count represents the total number of MS/MS spectra that were matched to an assigned protein. *P* values were calculated by 2-tailed *G* test (Zhou et al. J Proteome Res. 2010, 9:5133). Source data are provided in Source Data file.

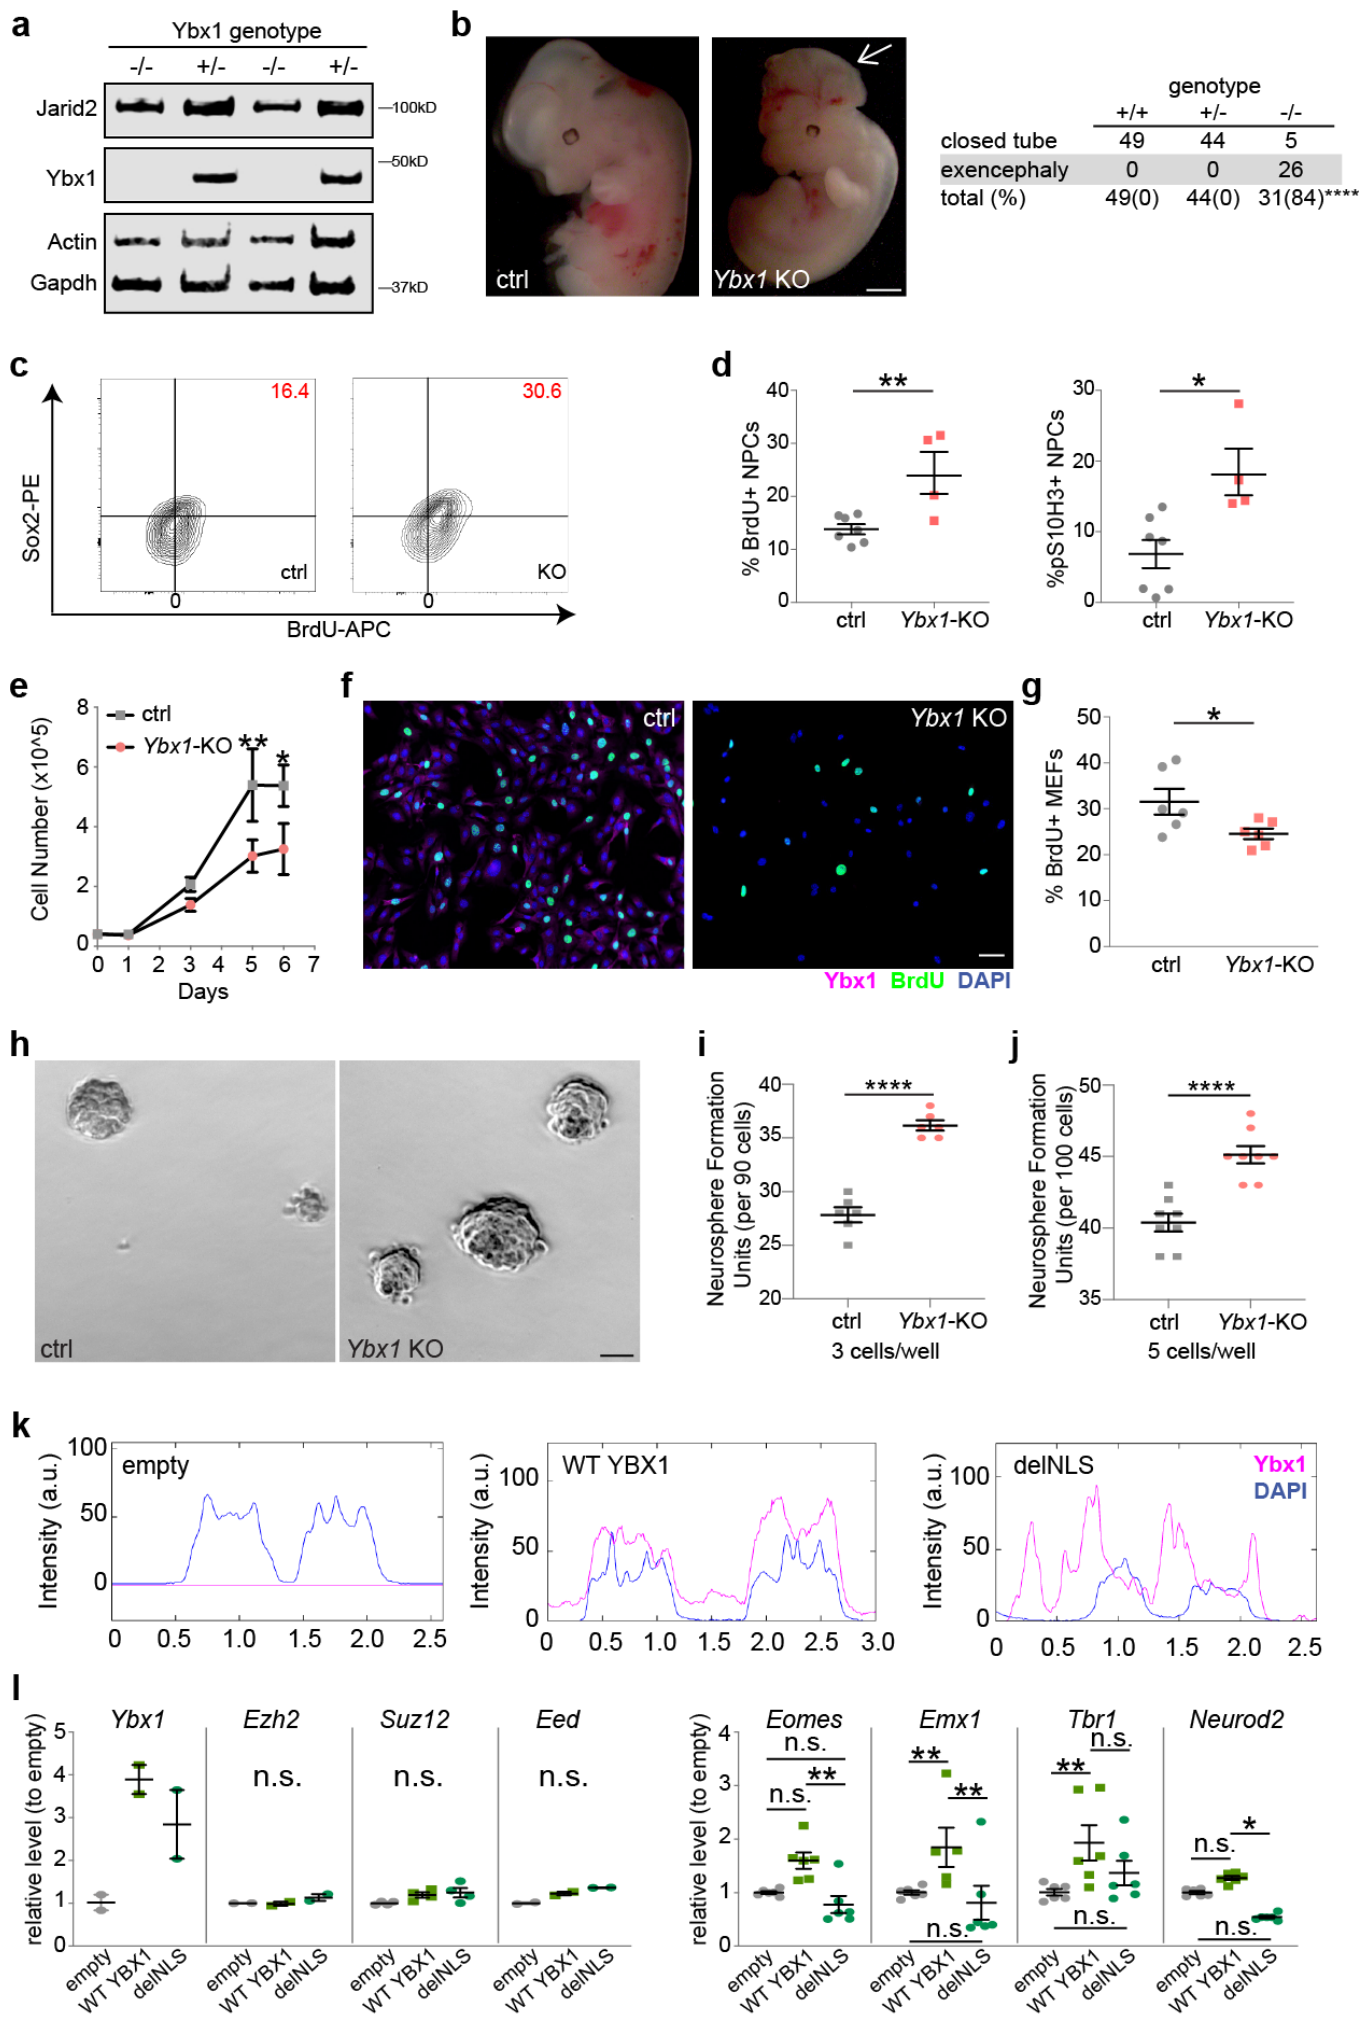

**Supplementary Figure 2 – *Ybx1*-KO neural tubes and fibroblasts had different proliferation properties.**

(a) WB analysis of mNPC nuclear extract from *Ybx1*-KO or sibling control embryos. (b) Representative images of *Ybx1*-KO and sibling control embryos at E13.5. Arrow indicates exencephaly. Quantification of exencephaly in wild-type, heterozygous *Ybx1*-KO/+, and *Ybx1*-KO embryos. Numbers in parentheses indicate % of exencephaly. \*\*\*\* indicates  $P < 0.0001$  by 2-sided chi-square test. (c) Representative FACS analysis of Sox2 (y-axis) and BrdU (x-axis) to identify proliferative NPCs from *Ybx1*-KO and sibling control embryos. Quantification of FACS of (d) BrdU- or PH3-positive NPCs from *Ybx1*-KO and sibling control embryos (n=7 control and *Ybx1*-KO). (e) Quantification of the numbers of mouse embryonic fibroblasts (MEFs) from *Ybx1*-KO and sibling control (n=3). \* indicates  $P < 0.05$  by one-sided Student's *t* test. (f) IF of *Ybx1* and BrdU in *Ybx1*-KO and sibling control MEFs. Bar, 50  $\mu$ m. (g) Quantification of BrdU-positive MEFs from *Ybx1*-KO and sibling control (n=6 images examined over 3 biological replicates). \* indicates  $P < 0.05$  by one-sided Student's *t* test. (h) Representative images of neurospheres formed by *Ybx1*-KO and sibling control NPCs. Bar, 200  $\mu$ m. Quantification of clonal neurosphere assay plated at (i) 3 or (j) 5 cells per well. \*\*\*\* indicates  $p < 0.0001$  by 2-tailed unpaired *t* test. (k) Line profiles of *Ybx1* IF signals with DAPI signals from zoom-in cells in Fig. 1j. Profiles are normalized to maximum fluorescence signals. (l) RT-qPCR analysis of gene expression in *Ybx1*-KO NPCs transduced with empty control, wild-type YBX1, or delNLS-YBX1 (left, n=2/indicated line; right, n=6/indicated line). n.s. indicates not significant. \*, \*\*, \*\*\*, and \*\*\*\* indicate  $P < 0.05$ , 0.01, 0.001, and 0.0001. Data are presented as mean  $\pm$  SEM for d, e, g, j, k. *p*-values by two-tailed unpaired *t* test are indicated in d and g, by two-way ANOVA (repeated measurements) followed by Bonferroni's multiple comparison post hoc test in e and by ordinary two-way ANOVA followed by Holm-Sidak multiple comparison test in k. Source data are provided in Source Data file. *P*-values: 2d(BrdU)-0.008, 2d(pS10H3)-0.01; 2e(Day 5)-0.009, 2e(Day6)-0.02; 2g-0.04; 2i-<0.0001; 2j-<0.0001; 2l(Eomes WT-delNLS)-0.009, (Emx1 empty-WT)-0.007, (Emx1 WT-delNLS)-0.001, (Tbr1 empty-WT)-0.003, (NeuroD2 WT-delNLS)-0.02.

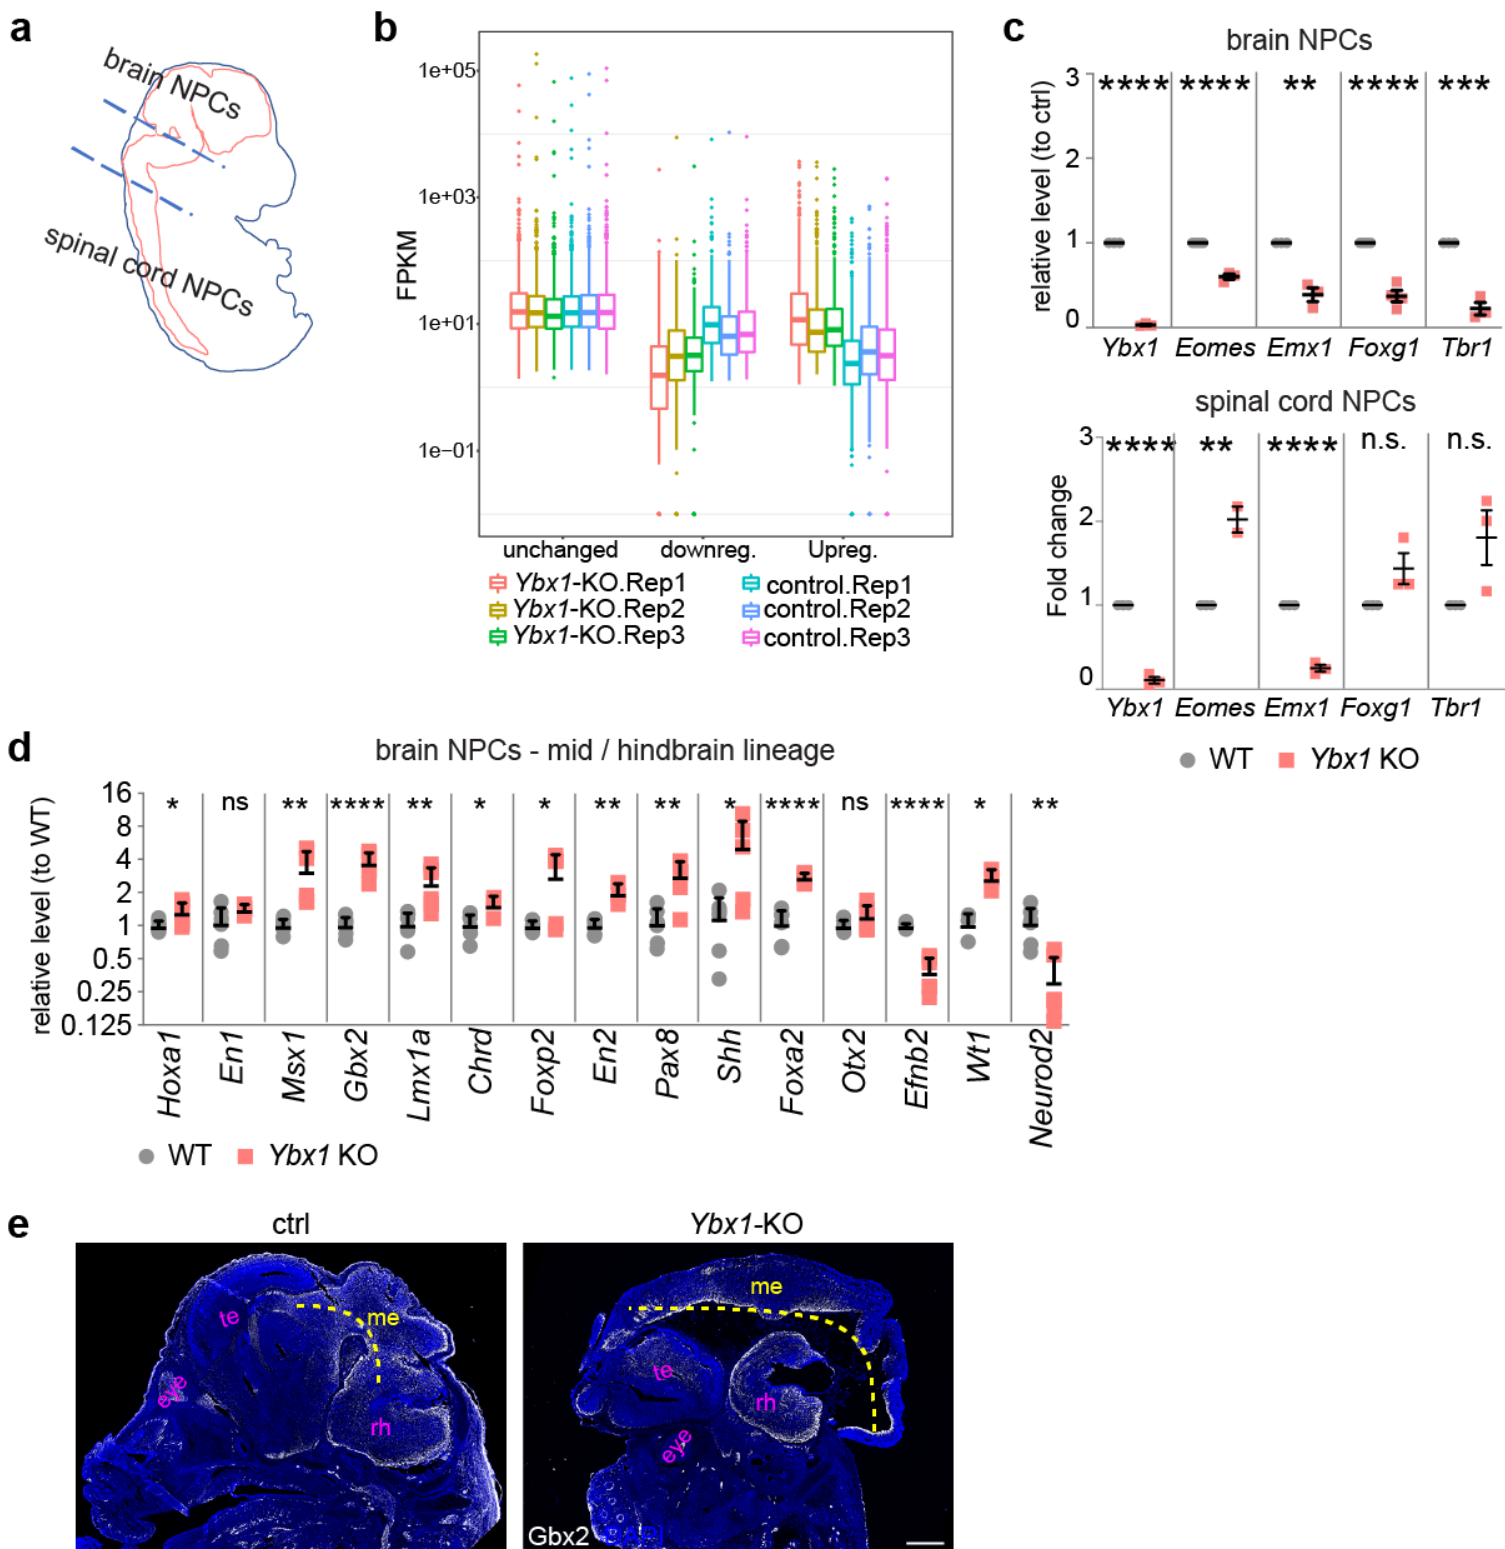

### Supplementary Figure 3 – Analyses of *Ybx1*-KO and control NPCs and embryos.

(a) Schematic diagram of dissection to isolate brain and spinal cords. (b) Boxplot of unchanged, downregulated, and upregulated genes in control and *Ybx1*-KO NPC RNA-seq datasets (n=3). Minima, centre, and maxima of box indicate 25-, 50-, and 75- percentile, respectively. (c) RT-qPCR analysis of *Ybx1* and forebrain lineage markers in NPCs purified from brains or spinal cords of *Ybx1*-KO or sibling control embryos at E13.5 (n=3 for brain and SC [*Foxg1*-n=4]). (d) RT-qPCR with TaqMan assays of midbrain and hindbrain lineage markers in NPCs purified from brains of *Ybx1*-KO or sibling control embryos at E13.5 (n=6). (e) *Gbx2* IF in cryosection from *Ybx1*-KO or sibling control embryos at E13.5. Bar, 500  $\mu$ m. Te, telencephalon; me,

mesencephalon; np, nasal plate; and rh, rhombencephalon. Error bars are standard errors. n.s. indicates not significant. \*, \*\*, \*\*\*, and \*\*\*\* indicate  $P < 0.05$ , 0.01, 0.001, and 0.0001. Source data are provided in Source Data file. Mean  $\pm$  SEM for c and d.  $p$ -values by two-tailed unpaired  $t$  test are indicated in c and d.  $P$ -values: 3c(brain Ybx1)- $<0.0001$ , (brain Eomes)- $<0.0001$ , (brain Emx1)-0.002, (brain Foxg1)- $<0.0001$ , (brain Tbr1)-0.0005, (SC Ybx1)- $<0.0001$ , (SC Eomes)-0.003, (SC Emx1)- $<0.0001$ ; 3d(Hoxa1)-0.04, (Msx1)-0.008, (Gbx2)- $<0.0001$ , (Lmx1a)-0.008, (Chrd)-0.03, (Foxp2)-0.03, (En2)-0.002, (Pax8)-0.003, (Shh)-0.03, (Foxa2)- $<0.0001$ , (Efnb2)- $<0.0001$ , (Wt1)-0.01, (NeuroD2)-0.002.

**a**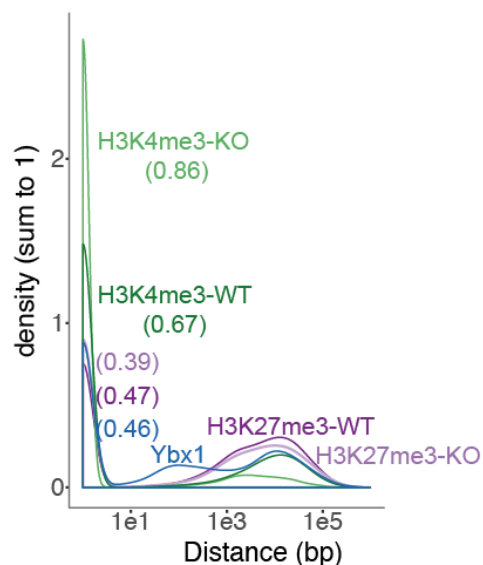**b**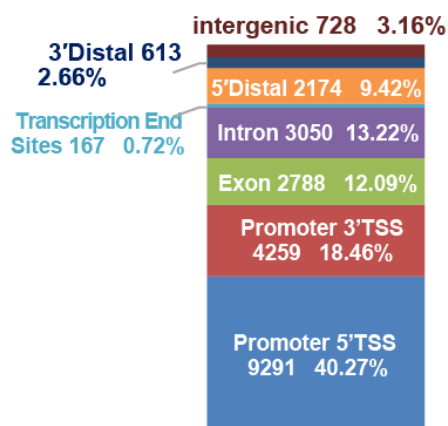**c**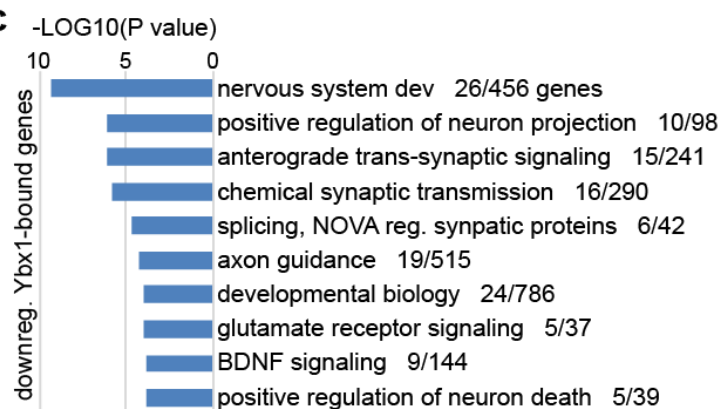**d**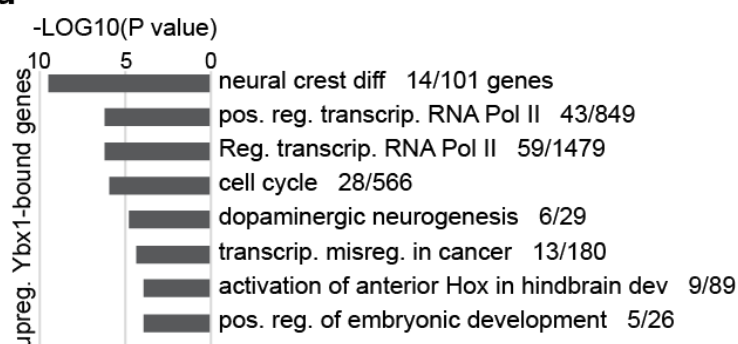**e**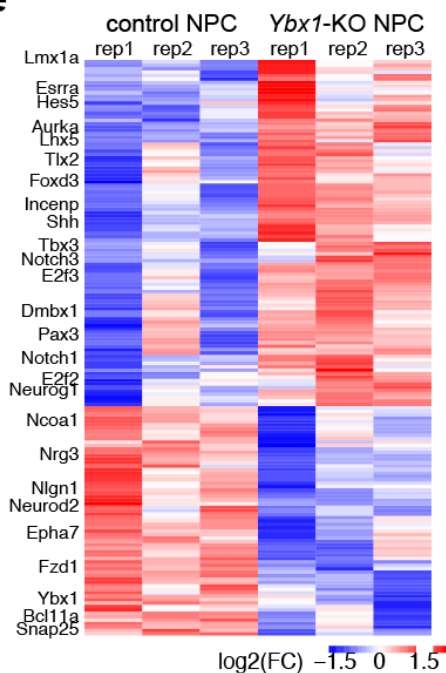**f**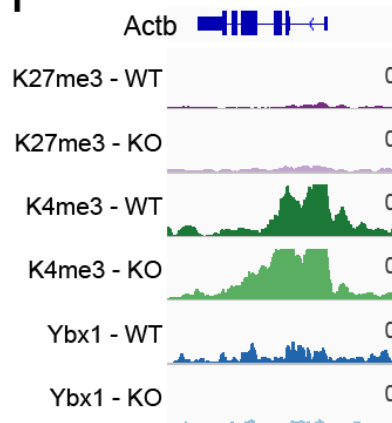**h**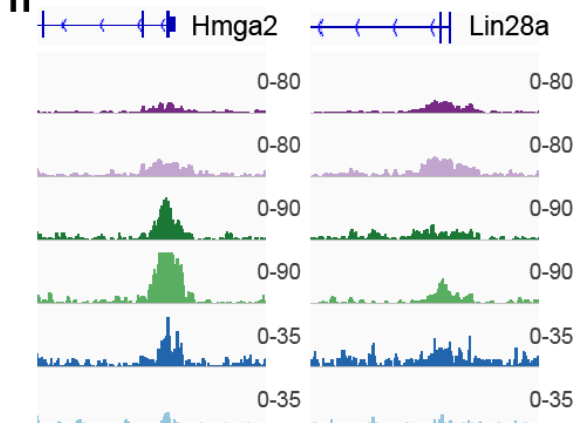**g**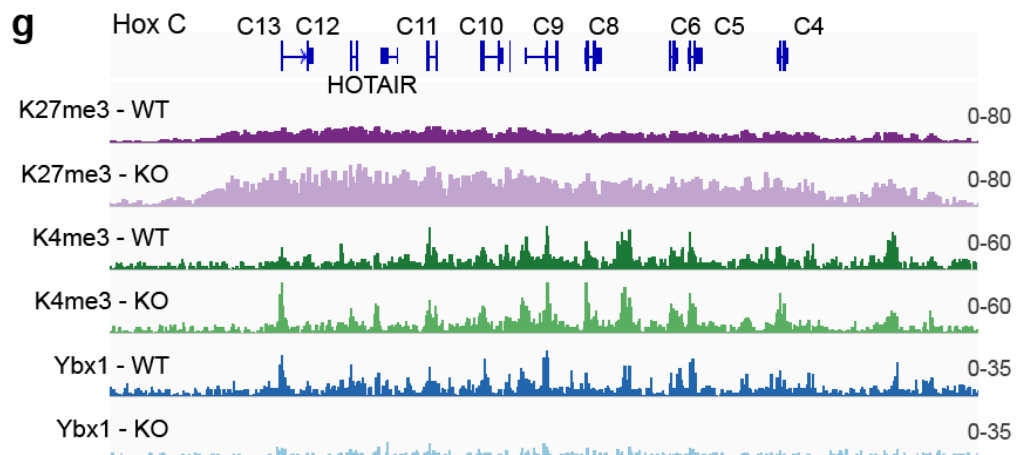

#### **Supplementary Figure 4 – Histone ChIP-seq and Ybx1 CUT&RUN-seq**

(a) Kernel density plots of histone ChIP-seq peaks or Ybx1 CUT&RUN-seq peaks relative to transcription start sites (0-bp position). Area under the curve values sum to 1, with total peaks normalized to 1. Numbers in parentheses indicate areas under the curves that are within 10 bp of transcription start sites. (b) Box plot indicates the proportions of Ybx1 binding site enrichment. “Distal” indicates regions that are 2–50kb from gene bodies. “Tes” denotes transcription termination sites. Gene ontology analysis of (c) downregulated or (d) upregulated Ybx1 target genes in *Ybx1*-KO NPCs. Ontology terms were ranked by *P* values, which were calculated by 2-tailed Fisher’s exact test, with the number of bound genes indicated. (e) Unsupervised clustering of Ybx1-bound genes that became differentially expressed in control vs. *Ybx1*-KO NPCs. H3K27me3 and H3K4me3 ChIP-seq and Ybx1 CUT&RUN-seq tracks at (f) *Actb*, (g) *Hox C* cluster, and (h) upregulated genes *Hmga2* and *Lin28a* in control and *Ybx1*-KO NPCs.

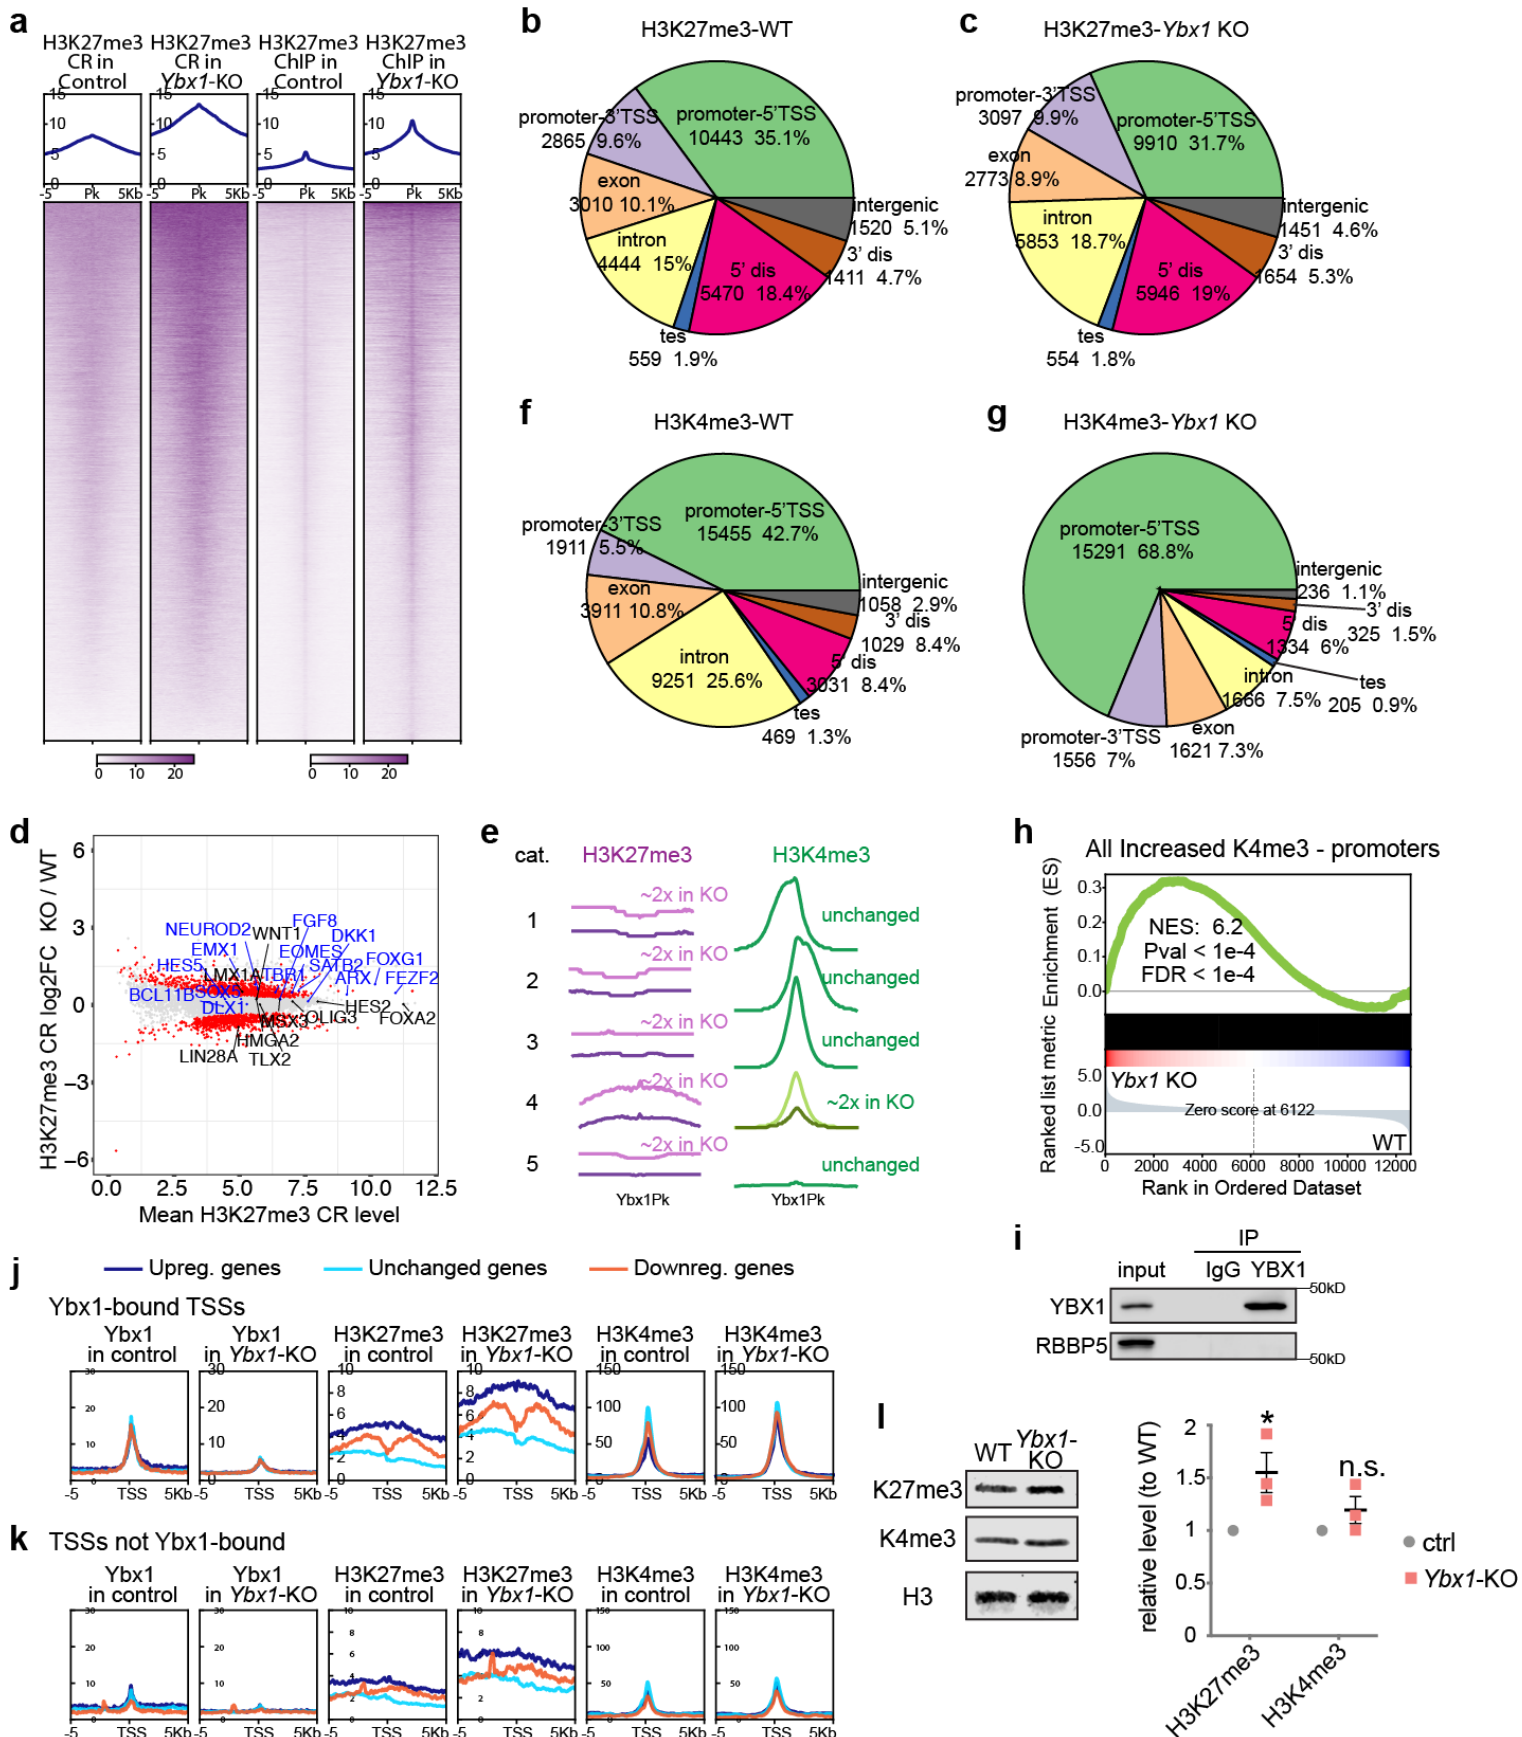

**Supplementary Figure 5 – H3K27me3 and H3K4me3 profiling in control and *Ybx1*-KO NPCs.**

(a) Heat maps of H3K27me3 CUT&RUN-seq and ChIP-seq in control and *Ybx1*-KO NPCs. Pie charts indicate the proportions of (b, c) H3K27me3-occupied or (f, g) H3K4me3-occupied site enrichment in WT and *Ybx1*-KO

NPCs. (d) MA plot of CUT&RUN-seq data: LOG<sub>2</sub>(H3K27me<sub>3</sub> fold-changes of *Ybx1*-KO / WT NPCs) vs. mean H3K27me<sub>3</sub> levels at individual genes. Red dots are significant changes passing the FDR-adjusted  $p < 0.05$  and fold change  $> 2$ . Blue indicates downregulated genes and black indicates upregulated genes in *Ybx1*-KO NPCs. *P* values were calculated by 2-tailed empirical Bayes moderated t-statistic after Trimmed Mean of M-values normalization. (e) Graphical description of the 5 categories of *Ybx1*-bound regions that were defined by H3K27me<sub>3</sub> and H3K4me<sub>3</sub> distribution in control and *Ybx1*-KO NPCs. (h) GSEA of genes with significantly increased levels of H3K4me<sub>3</sub> at promoters. *P* values were calculated by 1-tailed Kolmogorov-Smirnov statistic test. (i) WB analysis of IgG and *Ybx1* co-IP from hESC nuclear extract. Average profiles of *Ybx1*, H3K27me<sub>3</sub>, and H3K4me<sub>3</sub> distribution at (j) *Ybx1*-bound TSSs or (k) other TSSs of upregulated, unchanged, or downregulated genes in control and *Ybx1*-KO NPCs. (l) WB analysis of histones and quantification in WT and *Ybx1*-KO neural tube cells.  $n=3$ . Data presented as mean  $\pm$  SEM. *p*-value by two-tailed unpaired *t* test. \* indicates  $P < 0.05$  by the chi-square test. Source data are provided in Source Data file. *P*-value 5l: 0.04

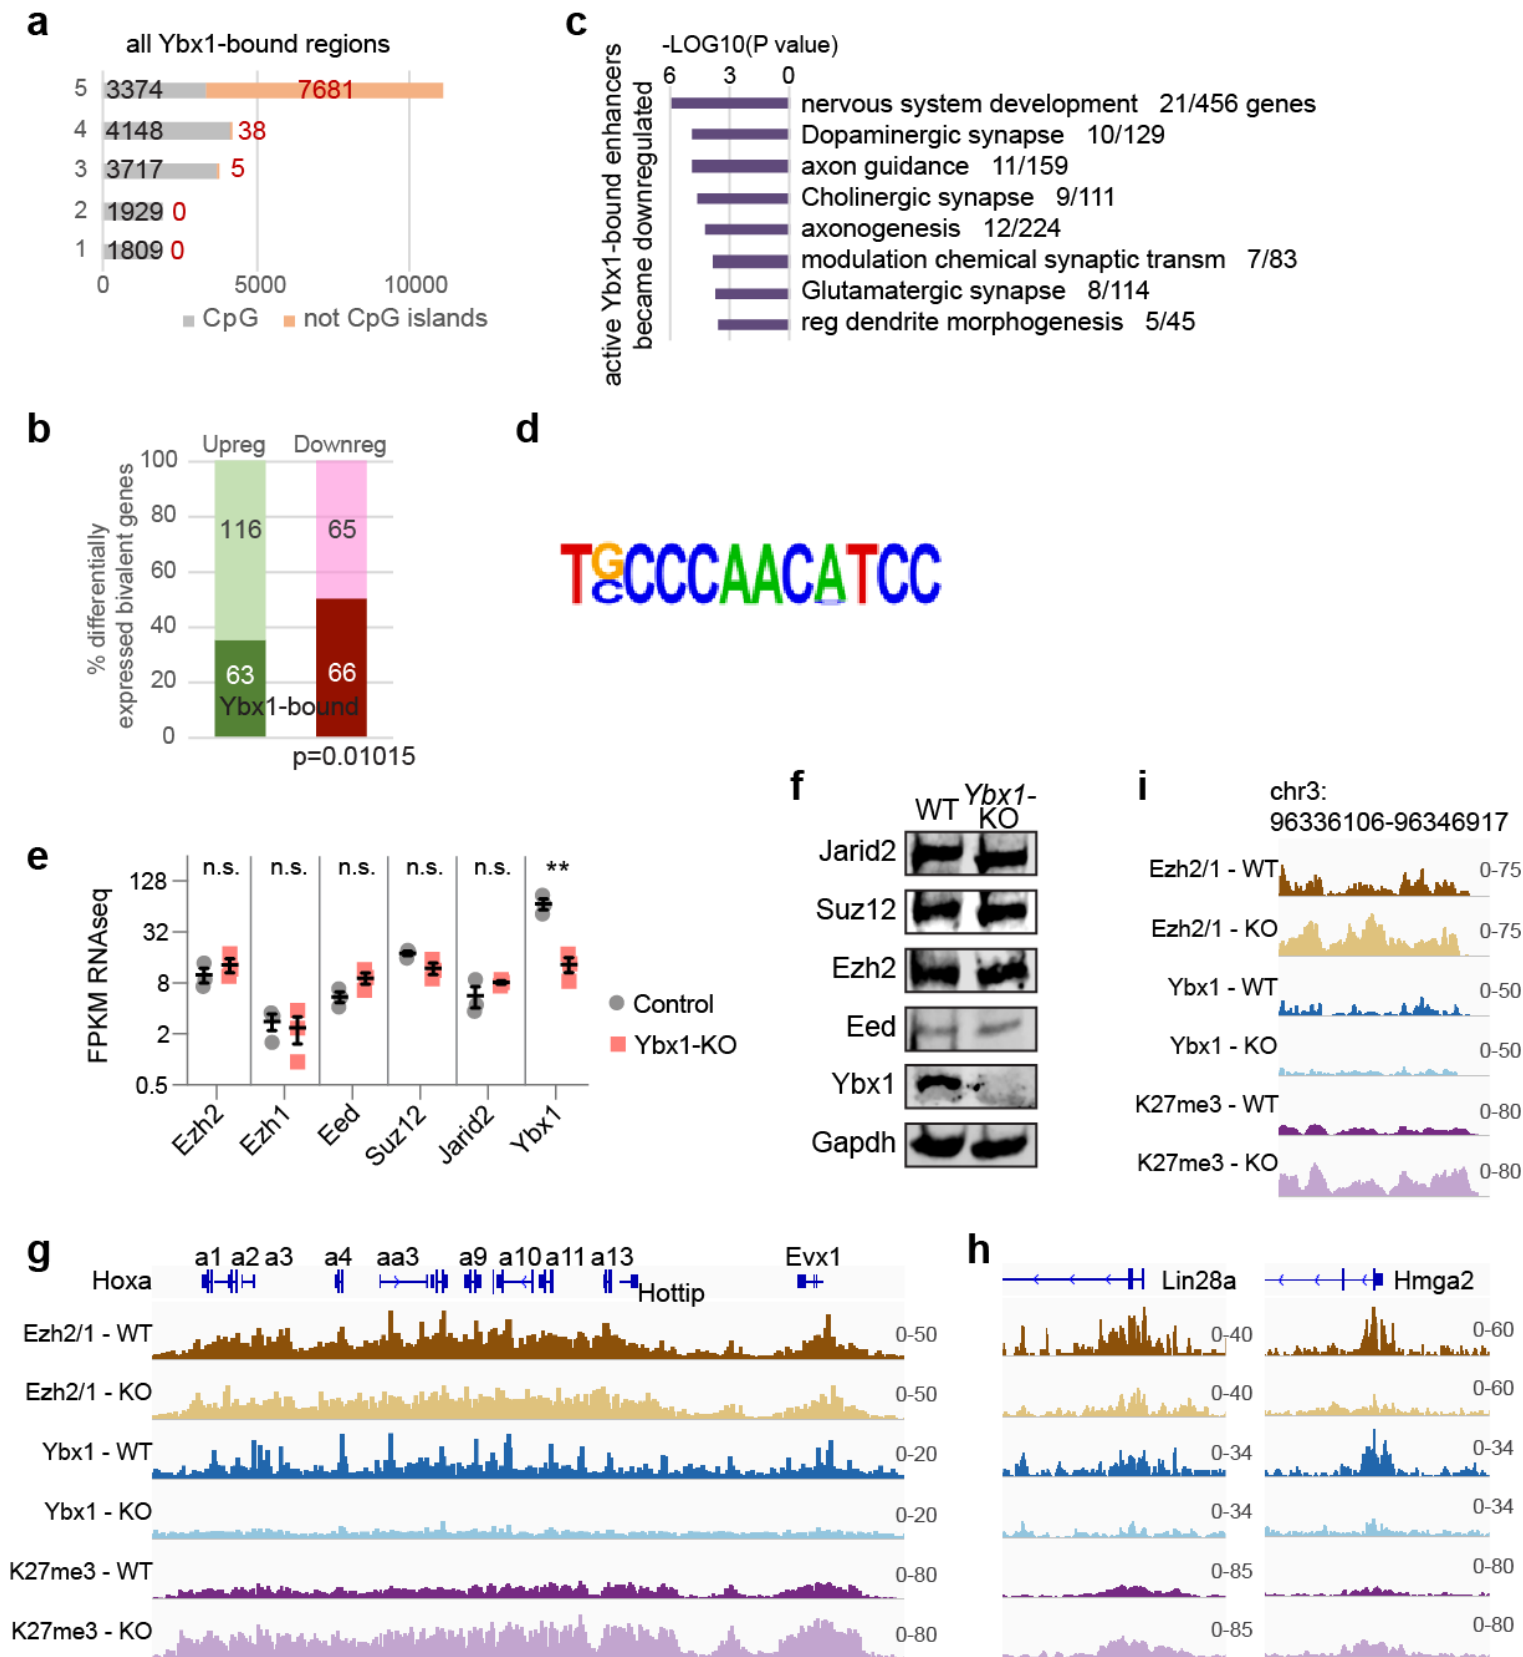

**Supplementary Figure 6 – Ybx1-bound genes and Ezh2/1 CUT&RUN-seq in control and Ybx1-KO NPCs.**

(a) Proportions of Ybx1-bound regions that overlap CpG islands. (b) Proportions of differentially expressed genes in Ybx1-KO that were Ybx1-bound in control NPCs.  $p$ -value by Fisher's exact test (c) Gene ontology analysis of Ybx1-bound active enhancers (co-occupied by H3K27ac and H3K4me1) that became downregulated in Ybx1-KO NPCs. Ontology terms were ranked by  $P$  values, which were calculated by 2-tailed Fisher's exact test, with the number of bound genes indicated. (d) Ybx1 DNA binding motif were enriched in

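The FPKM values here are counts per kilobase of annotated exon, scaled to each library's total on genes before normalization between libraries. Ezh2 had 21.1 ± 3.07 FPKM (SD, n = 3) in control and 15.7 ± 2.15 (SD, n = 3) in Ybx1-KO NPCs, and Suz12 had 16.9 ± 3.03 and 12.9 ± 3.17 FPKM. Eed had 7.66 ± 0.538 and 7.98 ± 2.35 FPKM, Ezh1 had 1.86 ± 0.522 and 1.70 ± 0.833 FPKM, and Jarid2 had 10.4 ± 5.61 and 12.3 ± 1.59 FPKM. Ybx1 had 131 ± 49.97 FPKM in control NPCs, from 94.3 to 188, and 24.4 ± 24.2 FPKM in Ybx1-KO NPCs, from 5.66 in library F to 51.8 in D.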

upregulated genes in *Ybx1*-KO with  $p < 1e-6$  calculated by 2-tailed hypergeometric test. (e) FPKM values of PRC2 subunits and *Ybx1* in control and *Ybx1*-KO RNA-seq datasets.  $n=3$  Data presented as mean  $\pm$  SEM.  $p$ -values by two-tailed unpaired  $t$  test. Data presented as mean  $\pm$  SEM.  $p$ -values by two-tailed unpaired  $t$  test. (f) WB analysis of control and *Ybx1*-KO NPCs. Ezh2/1 and *Ybx1* CUT&RUN-seq tracks and H3K27me3 ChIP-seq tracks at (g) *Hox A* cluster, (h) *Lin28a* and *Hmga2* loci, and (i) an ectopic Ezh2/1-bound region in control and *Ybx1*-KO NPCs. n.s. and \* indicate not significant and  $p < 0.05$ . Source data are provided in Source Data file.  $P$ -values: 6e(*Ybx1*)-0.006.

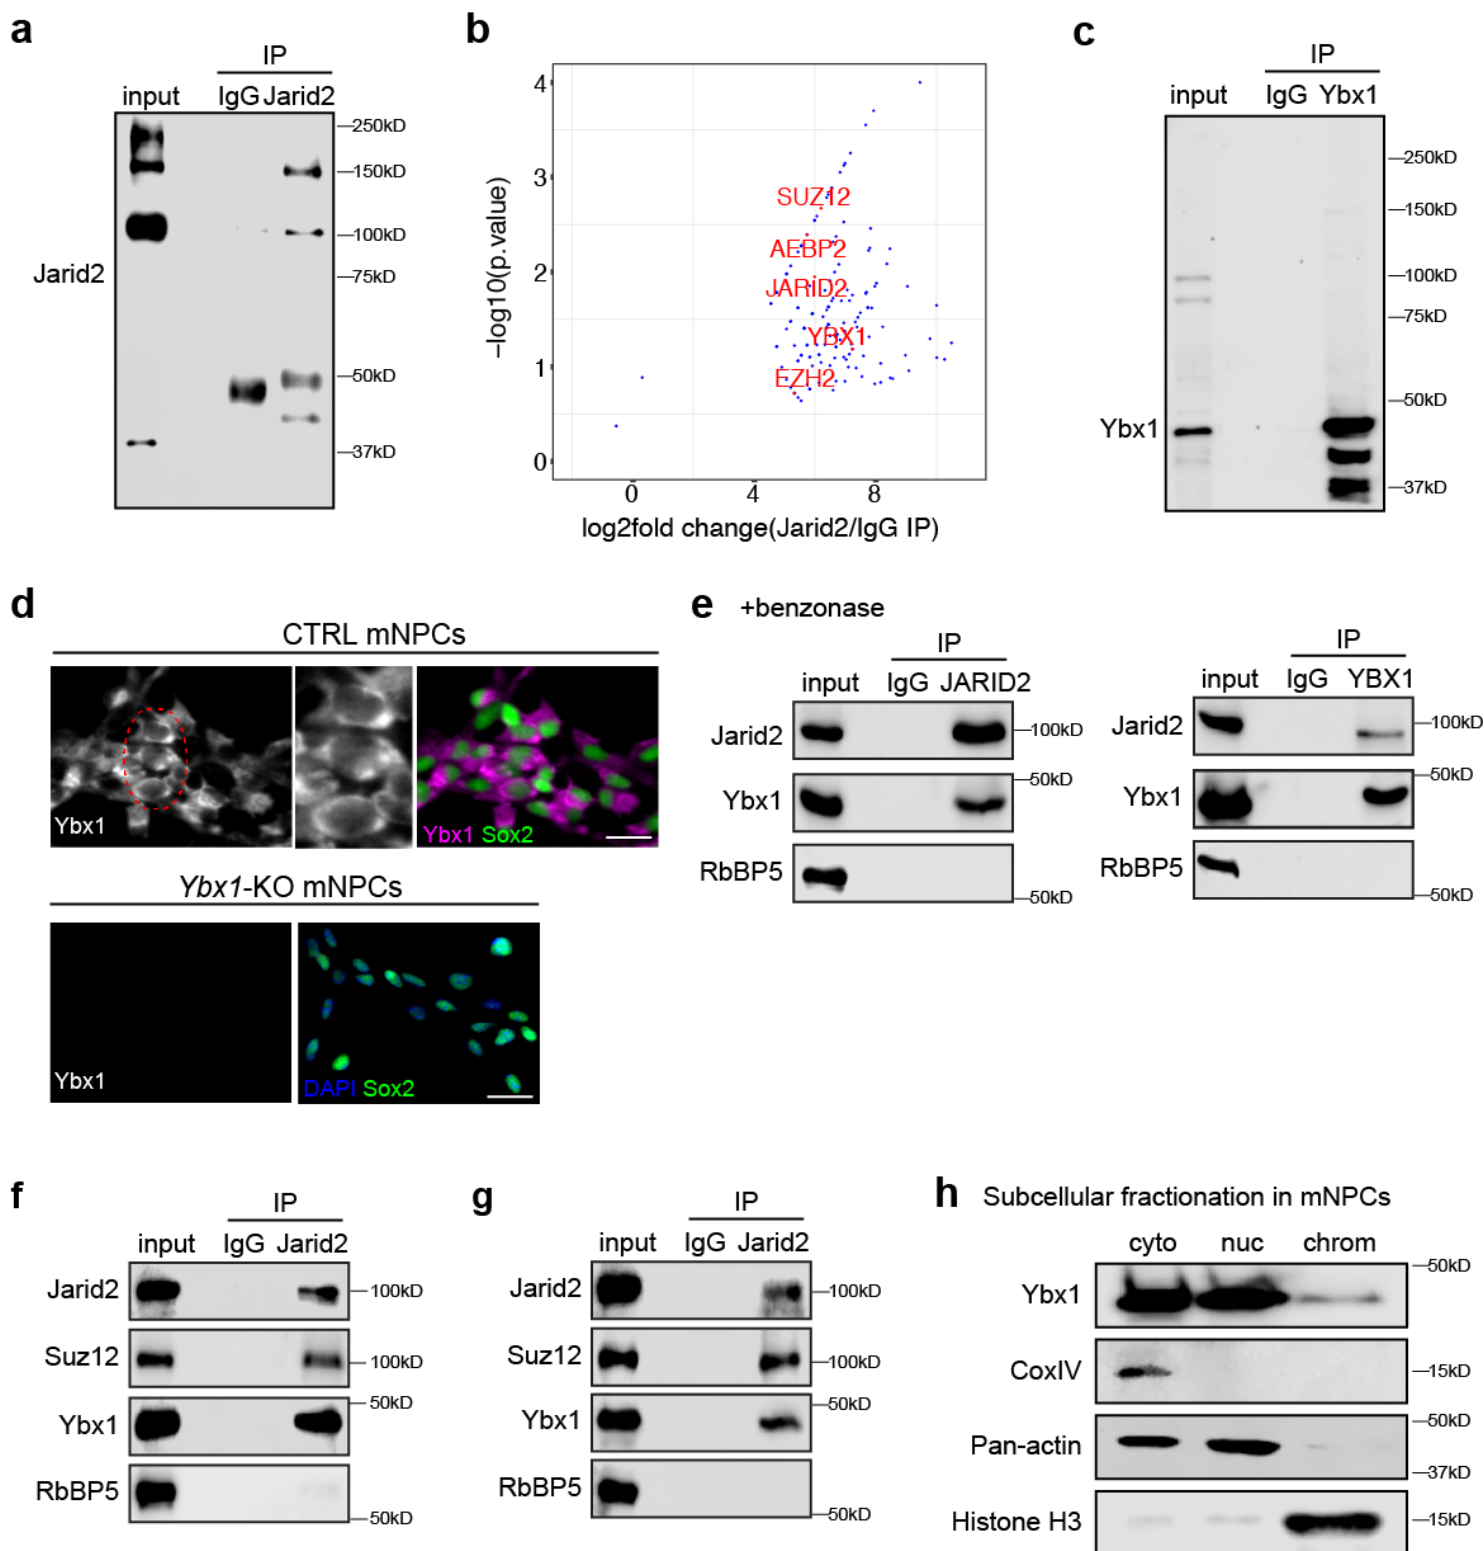

### Supplementary Figure 7 – Validation of antibodies, IP-mass spectrometry, and coIP-WB.

(a) WB and (b) mass spectrometry analysis of triplicate IP using IgG and a second JARID2 (R&D Systems AF6090) antibody from the mouse NE4C nuclear extract. P values were calculated by 2-tailed t test comparing the abundance values of Jarid2 vs. IgG IP. (c) WB analysis of IgG and Ybx1 co-IP in the hESC nuclear extract. (d) IF of Ybx1 and Sox2 in NPCs isolated from *Ybx1*-KO or sibling control embryos at E13. Bar, 50 or 25  $\mu\text{m}$ . WB analysis of co-IP in the hESC nuclear extract using (e) benzonase treatment, (f) the second JARID2 (R&D Systems AF6090) antibody, and (g) the third JARID2 (EMD Millipore ABE425) antibody. (h) WB analysis of subcellular fractionation of NPCs. Source data are provided in Source Data file.

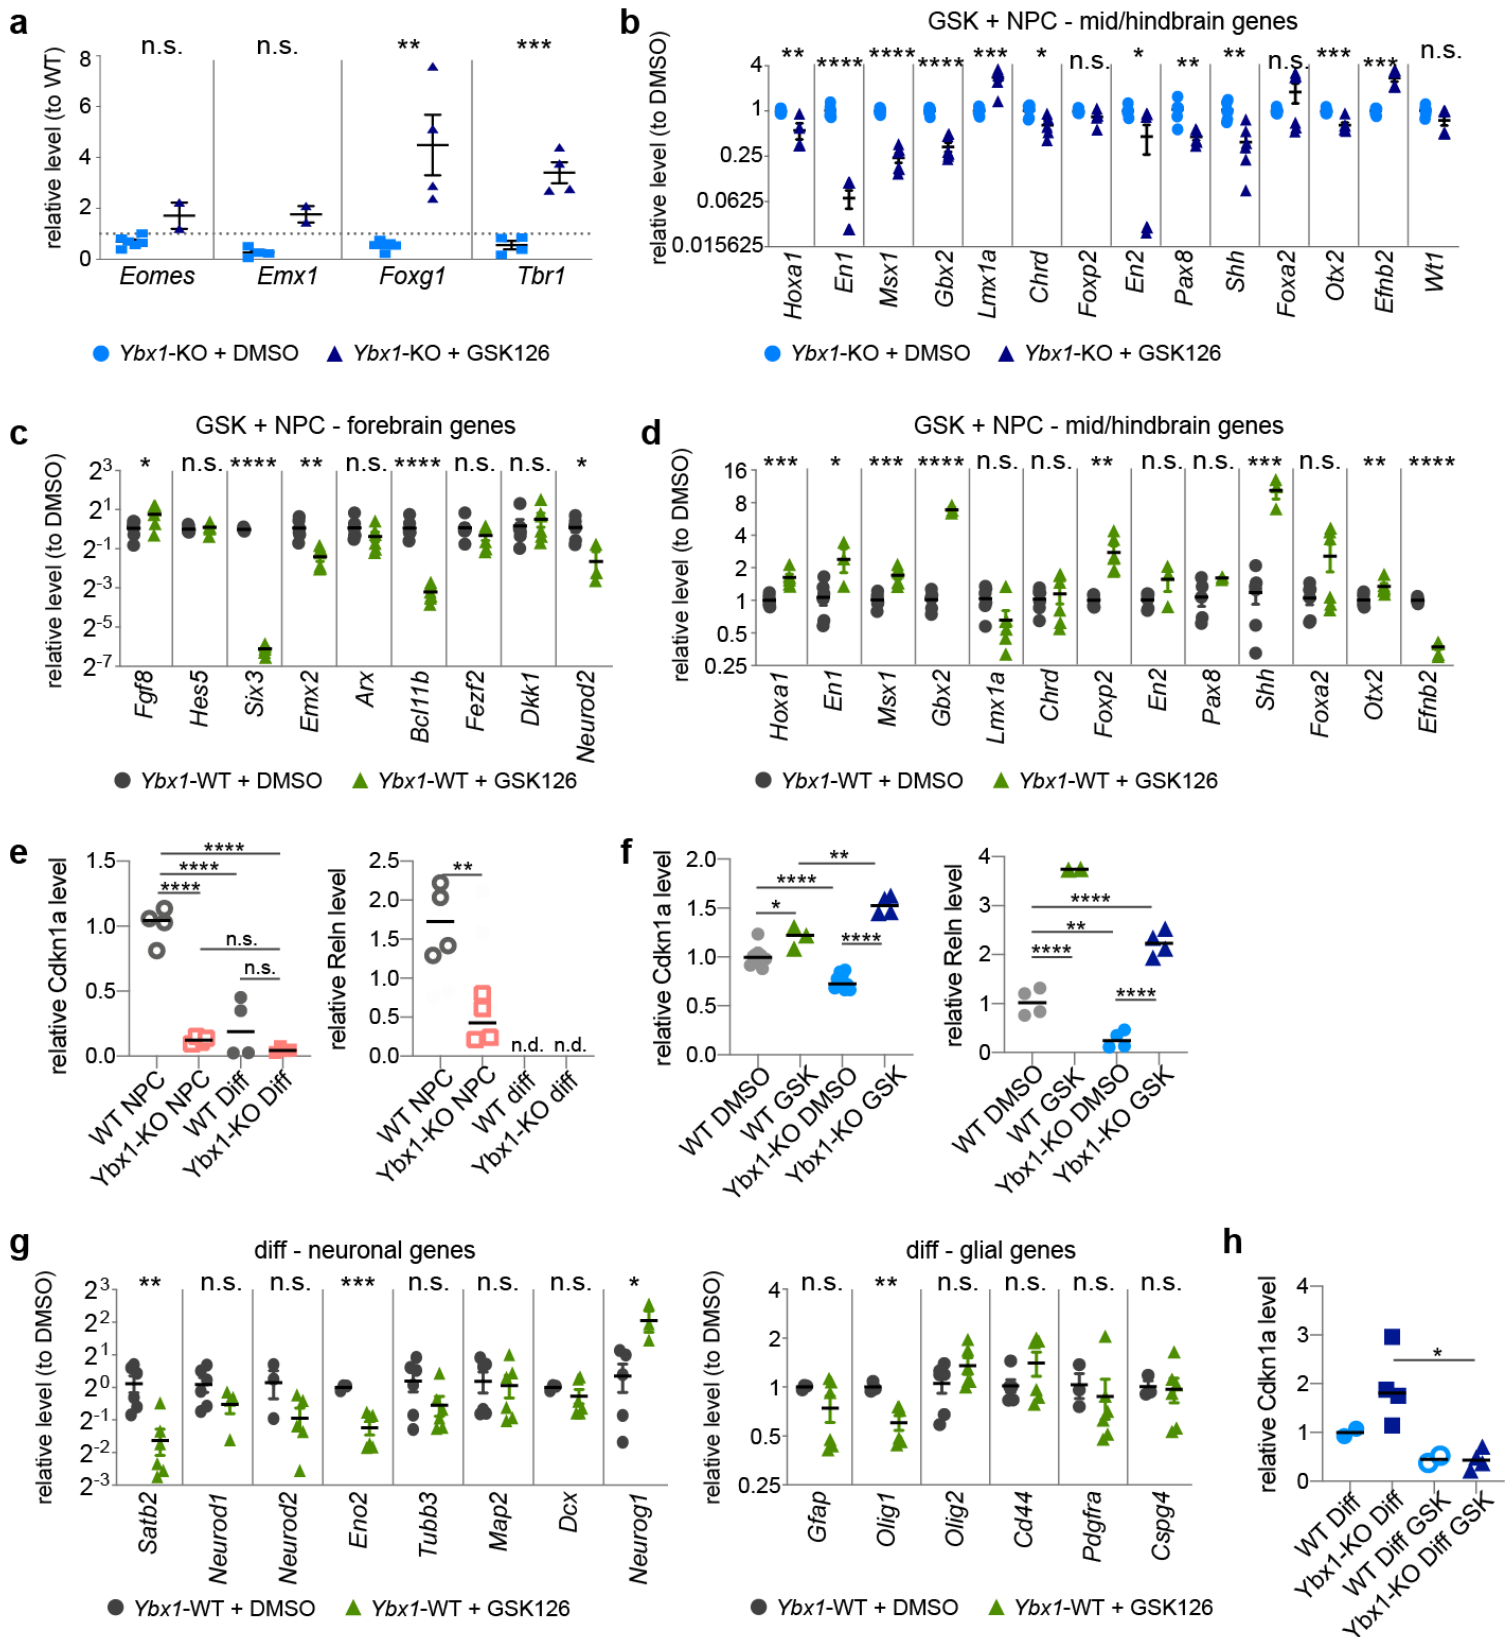

### Supplementary Figure 8 – Analyses of GSK126 treatment of control and *Ybx1*-KO NPCs.

*Ybx1*-KO NPCs were treated for 4 days and their transcripts analyzed by RT-qPCR with (a, n=6 DMSO, n=4 GSK126) primers or (b, n=6/treatment) TaqMan assays. (c, d) Control NPCs were treated for 4 days and their transcripts analyzed by RT-qPCR with TaqMan assays (n=6/treatment [*En1*, *En2*, *Pax8*, *Shh*-n=3/GSK126]). (e) Control and *Ybx1*-KO NPCs and neural differentiation were analyzed for *Cdkn1a* and *Reln* expression (n=4/treatment). RT-qPCR analysis of control and *Ybx1*-KO NPCs treated with DMSO or 500μM GSK126 (f) after 4 days (*Cdkn1a* n=10/DMSO, 3/GSK126(ctrl), 4/GSK126(*Ybx1*-KO); *Reln*-n=4/DMSO, 2/GSK126(ctrl),

4/GSK126(*Ybx1*-KO)) (h) and after differentiation (n=2 (ctrl) and 4 (*Ybx1*-KO)). (g) RT-qPCR with TaqMan assays of *Ybx1*-KO differentiating cells treated with DMSO or 500 $\mu$ M GSK126 after 4 days. (n=6/treatment [see *source data*]). Data are presented as mean  $\pm$  SEM for b-h. *p*-values by two-tailed unpaired *t* test are indicated in b, c, d, and g and by ordinary one-way ANOVA followed by Tukey's post hoc test in e, f, and h. n.s. indicates not significant. \*, \*\*, \*\*\*, and \*\*\*\* indicate  $P < 0.05$ , 0.01, 0.001, and 0.0001, respectively. Source data are provided in Source Data file. *P*-values: 8a(*Foxg1*)-0.003, (*Tbr1*)-0.0007; 8b(*Hoxa1*)-0.004, (*En1*)-<0.0001, (*Msx1*)-<0.0001, (*Gbx2*)-<0.0001, (*Lmx1a*)-0.0003, (*Chrd*)-0.01, (*En2*)-0.02, (*Pax8*)-0.004, (*Shh*)-0.002, (*Otx2*)-0.0003, (*Efnb2*)-0.0001; 8c(*Fgf8*)-0.03, (*Six3*)-<0.0001, (*Emx2*)-0.002, (*Bcl11b*)-<0.0001, (*NeuroD2*)-0.02; 8d(*Hoxa1*)-0.0006, (*En1*)-0.02, (*Msx1*)-0.0008, (*Gbx2*)-<0.0001, (*Foxp2*)-0.002, (*Shh*)-0.0001, (*Otx2*)-0.007, (*Efnb2*)-<0.0001; 8e(*Cdkn1a* WT NPC-KO NPC)-<0.0001, (*Cdkn1a* WT NPC-WT Diff)-<0.0001, (*Cdkn1a* WT NPC-KO Diff)-<0.0001, (*Reln* WT NPC-KO NPC)-0.003; 8f(*Cdkn1a* WT DMSO-GSK)-0.01, (*Cdkn1a* WT DMSO-KO DMSO)-<0.0001, (*Cdkn1a* WT GSK-KO GSK)-0.0004, (*Cdkn1a* KO DMSO-KO GSK)-<0.0001, (*Reln* WT DMSO-GSK)-<0.0001, (*Reln* WT DMSO-KO DMSO)-0.004, (*Reln* WT DMSO-KO GSK)-<0.0001, (*Reln* KO DMSO-GSK)-<0.0001; 8g(*Satb2*)-0.004, (*Eno2*)-0.0004, (*NeuroG1*)-0.01, (*Olig1*)-0.005; 8h (KO Diff-KO Diff GSK)-0.01.

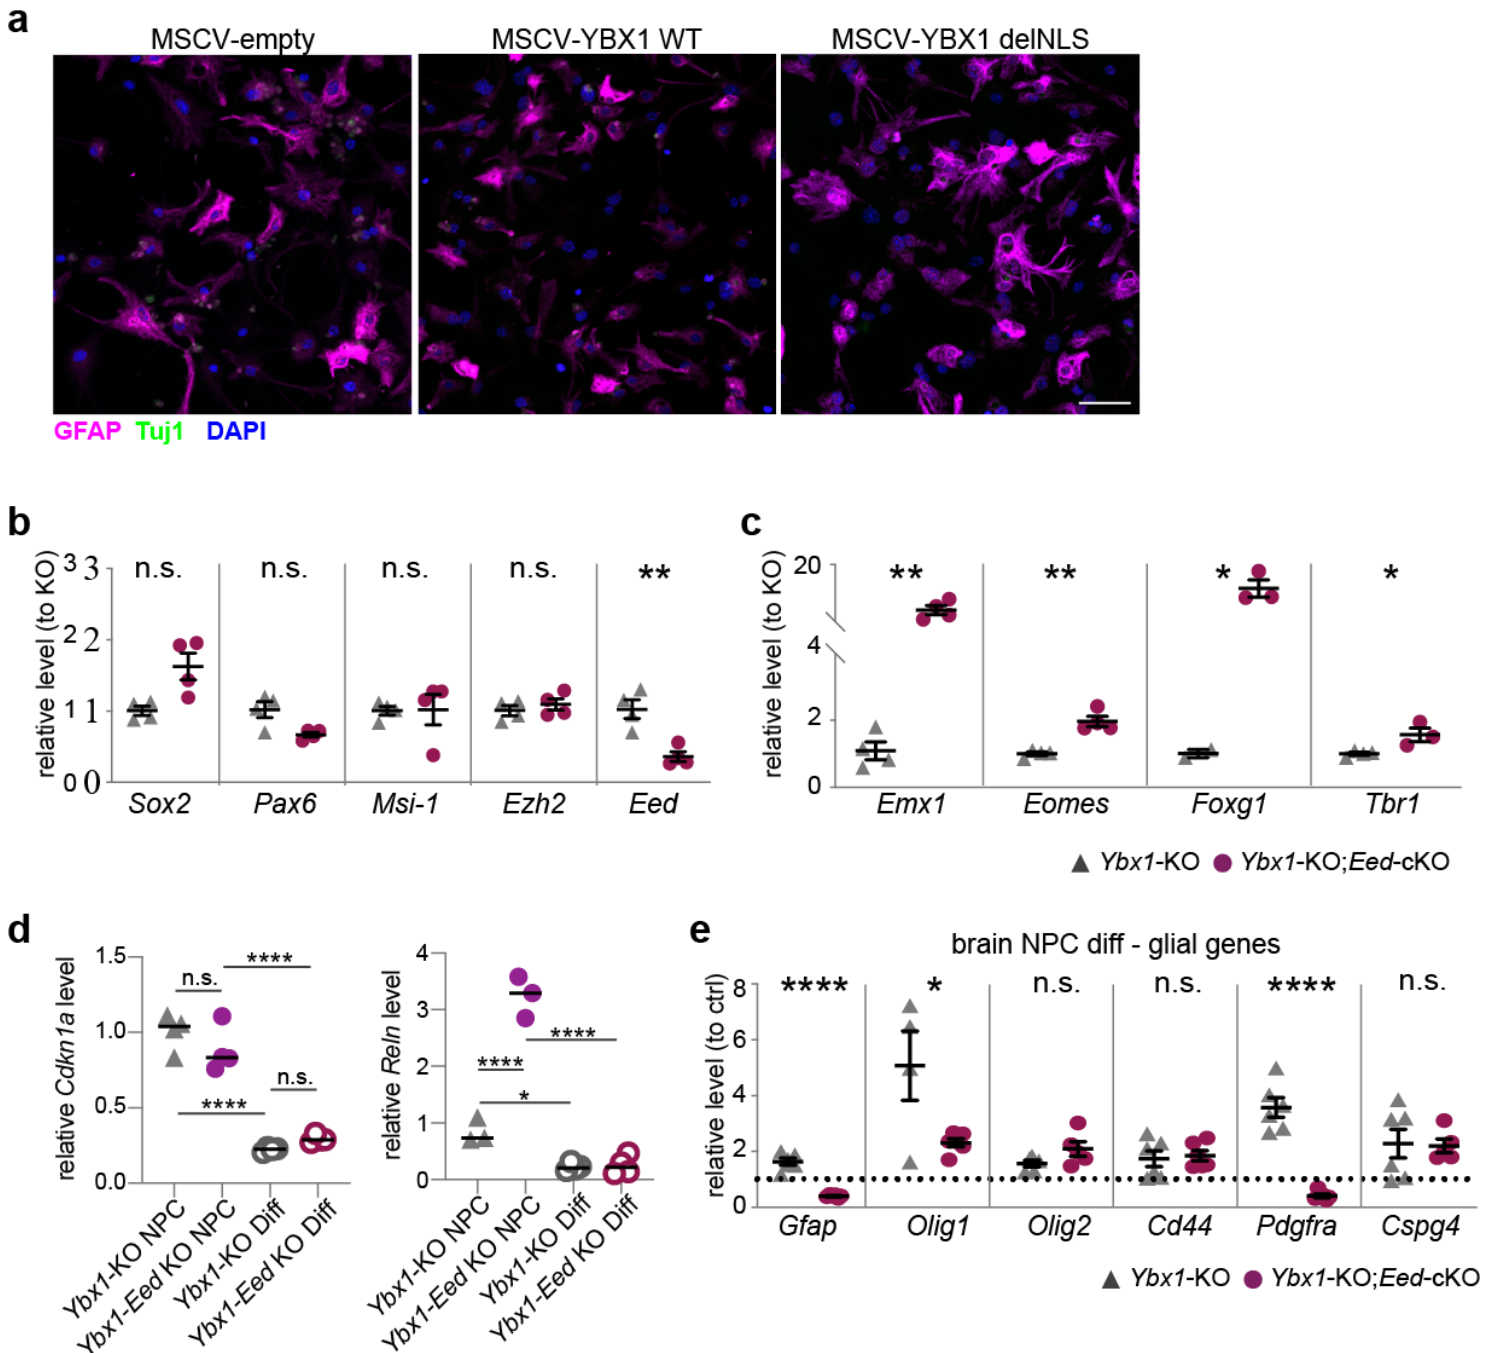

**Supplementary Figure 9 – Analyses of *Ybx1*-KO and *Ybx1*-Eed-dKO NPCs and differentiating cells.**

(a) IF of the differentiation of *Ybx1*-KO NPCs transduced with lentiviruses to express empty negative control, wild-type *YBX1*, or delNLS-*YBX1*. Bar, 100  $\mu$ m. (b) *Ybx1*-KO and *Ybx1*-Eed-dKO NPCs were analyzed by RT-qPCR using primers. NPC markers *Sox2*, *Pax6*, and *Msi-1* did not differ between the groups. *Ezh2* did not differ. *Ybx1* levels were markedly downregulated in *Ybx1*-KO and *Ybx1*-Eed-dKO when compared with control. *Eed* in *Ybx1*-Eed-dKO was significantly downregulated when compared with *Ybx1*-KO ( $n=4$ /genotype). (c) In *Ybx1*-KO and *Ybx1*-Eed-dKO differentiating cells, forebrain markers *Emx1*, *Eomes*, and *Foxg1* and neuronal marker *Tbr1* were significantly upregulated ( $n=4$  [*Foxg1*  $n=2$  ctrl]). (d) Quantification of *Cdkn1a* and *Reln* levels in NPCs and differentiating cells ( $n=3$ /*Ybx1* KO; *Eed* WT NPC\  $n=4$ /others). (e) RT-qPCR with TaqMan assays of glial genes in cells after 14 days of differentiation ( $n=6$ ). n.s. indicates not significant. \*, \*\*\*, and \*\*\*\* indicate  $P < 0.05$ , 0.001, and 0.0001, respectively. Source data are provided in Source Data file. *P*-values: 9b (*Eed*)-0.004; 9c (*Emx1*)-0.003, (*Eomes*)-0.001, (*Foxg1*)-0.03, (*Tbr1*)-0.02; 9d (*Cdkn1a* KO NPC-KO Diff)-<0.0001, (*Cdkn1a* dKO NPC-dKO Diff)-<0.0001, (*Reln* KO NPC-dKO NPC)-<0.0001, (*Reln* KO NPC-KO Diff)-0.01, (*Reln* dKO NPC-dKO Diff)-<0.0001; 9e (*Gfap*)-<0.0001, (*Olig1*)-0.02, (*Pdgfra*)-<0.0001.

**Supplementary Table 1. Antibodies used in this study.**

| <b>Antibody</b>                              | <b>Species</b> | <b>Source</b>               | <b>Catalogue Number</b> | <b>Dilution</b>                            |
|----------------------------------------------|----------------|-----------------------------|-------------------------|--------------------------------------------|
| Anti-JARID2                                  | Rabbit         | Novus Biologicals           | NB100-2214              | IP (4µg)                                   |
| Anti-JARID2                                  | Sheep          | R&D Systems                 | AF6090                  | IP (4µg)                                   |
| Anti-JARID2                                  | Rabbit         | EMD Millipore               | ABE425                  | IP (4µg)                                   |
| Anti-Ybx1                                    | Rabbit         | Bethyl Laboratories         | A303-230A               | IP (4µg)<br>WB (1:1000)<br>Cut-Run (0.4µg) |
| Anti-Ybx1                                    | Rabbit         | Abcam                       | ab12148                 | IP (4µg)<br>WB (1:1000)                    |
| Anti-Ybx1                                    | Rabbit         | Sigma                       | Y0396                   | IF (1:100)                                 |
| Anti-Suz12                                   | Rabbit         | Cell Signaling Technology   | 3737                    | WB (1:1000)                                |
| Anti-Ezh2                                    | Rabbit         | Cell Signaling Technology   | 4905                    | WB (1:1000)                                |
| Anti-Ezh2 (clone AC22)                       | Mouse          | Active Motif                | 39875                   | Cut-Run (0.4µg)                            |
| Anti-Eed                                     | Mouse          | ThermoFisher                | MA5-16314               | WB (1:1000)                                |
| Anti-Eed                                     | Rabbit         | Invitrogen                  | PA5-34420               | WB (1:1000)                                |
| Anti-RbBP5                                   | Rabbit         | Bethyl Laboratories         | A300-109A               | WB (1:1000)                                |
| Anti-G9a                                     | Rabbit         | Cell Signaling Technology   | AF1979                  | WB (1:1000)                                |
| Anti-SOX2                                    | Goat           | Santa Cruz                  | Sc-17319                | IF (1:200)                                 |
| Anti-GAPDH                                   | Mouse          | EMD Millipore               | MAB374                  | WB (1:2000)                                |
| Anti-beta actin                              | Mouse          | Sigma Aldrich               | A1978                   | WB (1:2000)                                |
| Anti-COX IV                                  | Rabbit         | Cell Signaling Technology   | 4844                    | WB (1:1000)                                |
| Anti-histone H3                              | Rabbit         | Active Motif                | 61475                   | WB (1:1000)                                |
| Anti-SOX2 PE (clone 14A6A34)                 | Mouse          | BioLegend                   | 656104                  | FACS (1:250)                               |
| Anti-BrdU                                    | Mouse          | BioLegend                   | 364106                  | IF (1:100)                                 |
| Anti-BrdU APC (clone Bu20a)                  | Mouse          | BioLegend                   | 339808                  | FACS (1:500)                               |
| Anti-Phospho-S10-Histone H3-Alexa 488 (D2C8) | Mouse          | Cell Signaling Technology   | 3465                    | FACS (1:1000)                              |
| Anti-FoxG1 (EPR18987)                        | Rabbit         | Abcam                       | Ab196868                | IF (1:100)                                 |
| Anti-Gbx2                                    | Rabbit         | ProteinTech                 | 21639-1-AP              | IF (1:100)                                 |
| Anti-GFAP                                    | Rabbit         | Cell Signaling Technologies | 12389S                  | IF (1:100)                                 |
| Anti-GFAP                                    | Mouse          | MilliporeSigma              | 1G3893                  | IF (1:250)                                 |
| Anti-beta Tubulin                            | Mouse          | Sigma Aldrich               | T8660                   | IF (1:200)                                 |
| Anti-Histone H3K27me3                        | Rabbit         | Active Motif                | 39155                   | ChIP (1µg)<br>WB (1:1000)                  |

|                                          |        |              |           |                                              |
|------------------------------------------|--------|--------------|-----------|----------------------------------------------|
|                                          |        |              |           | Cut-Run (0.4µg)                              |
| Anti-Histone<br>H3K4me3                  | Rabbit | Diagenode    | C15410003 | ChIP (1ug)<br>WB (1:1000)<br>Cut-Run (0.4ug) |
| Drosophila spike in<br>control anti-H2Av | Rabbit | Active Motif | 61686     | ChIP (0.5ul) or<br>Cut-Run (0.2ul)           |

**Supplementary Table 2. TaqMan assays or primers used for RT-qPCR.**

| Assay ID      | Gene Symbol(s) |  | qPCR: Ybx1 F: GGATGGCAATGAAGAGGACAAA       |
|---------------|----------------|--|--------------------------------------------|
| Hs99999901_s1 | 18s rRNA       |  | qPCR: Ybx1 R: CGTCTGCGTCGGTAATTGAAGT       |
| Mm00439359_m1 | Hoxa1          |  | qPCR: Ezh2 F: GTGACCACAGGATAGGCATCT        |
| Mm00432802_m1 | Gadd45a        |  | qPCR: Ezh2 R: CAAGGGATTTCATTTCTCG          |
| Mm02619580_g1 | Actb           |  | qPCR: Eomes F:<br>TACGGCCAGGGTTCTCCGCTCTAC |
| Mm00473947_m1 | Lmx1a          |  | qPCR: Eomes<br>R:GGGCCGGTTGCACAGGTAGACGTG  |
| Mm00545903_m1 | Arx            |  | qPCR: Emx1 F: CTAAGCGGGGTTTCACCATAGA       |
| Mm00440330_m1 | Msx1           |  | qPCR: Emx1 R: GCACTGGGGTGAGGATAGTTG        |
| Mm00550241_m1 | Emx2           |  | qPCR: Foxg1 F: AGCGACGACGTGTTTCATCG        |
| Mm00438709_m1 | En1            |  | qPCR: Foxg1 R:<br>CCCGTTGTAAGTCAAAGTGCTG   |
| Mm00438203_m1 | Chrd           |  | qPCR: Tbr1 F: CAAGGGAGCATCAAACAACA         |
| Mm00494578_m1 | Gbx2           |  | qPCR: Tbr1 R: GTCCTCTGTGCCATCCTCAT         |
| Mm00438922_m1 | Fgf8           |  | qPCR: Wnt1 F: GAACCCTTTTGCCATCCTGA         |
| Mm00439311_g1 | Hes5           |  | qPCR: Wnt1 R: CACCTTCAAGAGTTGACCTC         |
| Mm01237639_m1 | Six3           |  | qPCR: Hmga2 F:<br>AGACCCAGAGGAAGACCCAAAG   |
| Mm00475030_m1 | Foxp2          |  | qPCR: Hmga2 R:<br>TTCAGTCTCCTGAGCAGGCTTC   |
| Mm01976556_s1 | Foxa2          |  | qPCR: Gfap R: TCAGTTCAGCTGCCAGCGCCT        |
| Mm00446859_m1 | Otx2           |  | qPCR: Olig1 F: CTCGCCCAGGTGTTTTGTTG        |
| Mm01320619_m1 | Fezf2          |  | qPCR: Olig1 R: TATAAGCCTGCGCTACGACG        |
| Mm01337048_m1 | Wt1            |  | qPCR: Olig2 F: TGGAGAGATGCGTTCGTTCC        |
| Mm00480516_m1 | Bcl11b         |  | qPCR: Olig2 R: GTGCTCTGCGTCTCGTCTAA        |
| Mm00440465_g1 | Neurod2        |  | qPCR: Tubb3 F:<br>TCTGGCGCCTTTGGACACCTATT  |
| Mm00438422_m1 | Dkk1           |  | qPCR: Tubb3 R:<br>TTCTCACACTCTTTCCGCACGACA |
| Mm00436528_m1 | Shh            |  | qPCR: Map2 F: TGTGCTGTGTGCTCCAAGTT         |
| Mm00438710_m1 | En2            |  | qPCR: Map2 R: GCTGGTGGTATGTTCTGGCT         |
| Mm01257777_m1 | Nfib           |  | qPCR: Sox2 F: ACAGCATGTCCTACTCGCAG         |

|               |         |  |                                             |
|---------------|---------|--|---------------------------------------------|
| Mm00438670_m1 | Efnb2   |  | qPCR: Sox2 R: ATGCTGATCATGTCCCGGAG          |
| Mm01253033_m1 | Gfap    |  | qPCR: Nestin F:<br>GTCTCAGGACAGTGCTGAGCCTTC |
| Mm00497537_s1 | Olig1   |  | qPCR: Nestin R:<br>TCCCCTGAGGACCAGGAGTCTC   |
| Mm01210556_m1 | Olig2   |  | qPCR: Pax6 F: GCGGAGTTATGATACCTACACC        |
| Mm00507331_m1 | Satb2   |  | qPCR: Pax6 R: GAAATGAGTCCTGTTGAAGTGG        |
| Mm01946604_s1 | Neurod1 |  | qPCR: Msi1 F: GATGGCTCCCCCTCCAGGTT          |
| Mm01277161_m1 | Cd44    |  | qPCR: Msi1 R: CATTGGTGAAGGCTGTGGCA          |
| Mm00440701_m1 | Pdgfra  |  | qPCR: Notch2 F: CGGACCAGCCTGAGAACCT         |
| Mm01185009_gH | Eno2    |  | qPCR: Notch2 R: CCTCAAGAAGCTTCGCGAAT        |
| Mm00507257_m1 | Cspg4   |  | qPCR: Pax3 F: GGGAAGTGGAGGCATGTTTA          |
| Mm00727586_s1 | Tubb3   |  | qPCR: Pax3 R: GTTTTCCGTCCCAGCAATTA          |
| Mm00440466_s1 | Neurog1 |  | qPCR: actin F: TCCTCCTGAGCGCAAGTACTCT       |
| Mm00485231_m1 | Map2    |  | qPCR: actin R: CGGACTCATCGTACTCCTGCTT       |
| Mm00438400_m1 | Dcx     |  |                                             |
| Mm02384867_s1 | Foxd3   |  |                                             |
| Mm00500463_m1 | Irx3    |  |                                             |
| Mm00809934_s1 | Foxo6   |  |                                             |
| Mm01307193_g1 | Apoe    |  |                                             |
| Mm01166201_m1 | Dlx6    |  |                                             |
| Mm00580743_m1 | Epha3   |  |                                             |
| Mm01187817_m1 | Igfbp3  |  |                                             |
| Mm00436500_m1 | Sema5a  |  |                                             |
| Mm01318470_m1 | Dlg2    |  |                                             |
| Mm01192933_g1 | Ctgf    |  |                                             |
| Mm01326464_m1 | Neurod6 |  |                                             |

**Supplementary Table 3. Primers used for making DNA constructs.**

|                                                     |
|-----------------------------------------------------|
| YBX1-F: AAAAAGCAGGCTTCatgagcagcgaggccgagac          |
| YBX1-R: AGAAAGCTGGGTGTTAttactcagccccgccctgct        |
| YBX1 F1-R: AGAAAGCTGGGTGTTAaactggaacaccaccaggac     |
| YBX1 F2-F: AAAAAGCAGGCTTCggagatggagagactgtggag      |
| YBX1(XhoI)F1-R: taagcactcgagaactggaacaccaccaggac    |
| YBX1(XhoI)F3-F: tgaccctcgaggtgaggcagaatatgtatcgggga |
| YBX1 R2-R: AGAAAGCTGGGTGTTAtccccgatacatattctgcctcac |
| YBX1delNLS(XhoI)-F: AAAAAGCTCGAGccacagtattccaaccct  |
| YBX1delNLS(XhoI)-R: AAAAAGCTCGAGggcctggccttcgggag   |
| YBX1(BamHI)-F: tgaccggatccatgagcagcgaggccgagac      |

**Supplementary Table 4. Primers used for CUT&RUN-qPCR.**

|                                                        |
|--------------------------------------------------------|
| CUT&RUNqPCR: intergenic region F: TCTCTACCGACCACTTTCC  |
| CUT&RUNqPCR: intergenic region R: GTGGCTGACGGTGACATTTT |
| CUT&RUNqPCR: Sox2 F: TTCATGCAAAACCCTCTGGC              |
| CUT&RUNqPCR: Sox2 R: AATAAATGGGTTTCCGGCGG              |
| CUT&RUNqPCR: Foxg1 F: GAAGGCCTCCACAGAACG               |
| CUT&RUNqPCR: Foxg1 R: CAGGCCGGTACTTACAGCTT             |
| CUT&RUNqPCR: Eomes F: CTACTCCATGGACAGCCTGAG            |
| CUT&RUNqPCR: Eomes R: GGTACTGGAAGAGCGAGCA              |

# Supplementary material for: Ybx1 fine-tunes PRC2 activities to control embryonic brain development
**Source:** Nat Commun. 2020 Aug 13;11:4060. doi: 10.1038/s41467-020-17878-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For deep sequencing, Basecalls were performed using CASAVA.  
For FACS, data were collected by using the software DIVA 8.01.

#### Data analysis

For FACS analysis, the software DIVA 8.01 was used.

For sequencing analyses, codes were available at <https://doi.org/10.6084/m9.figshare.7411835.v5>

For ChIP-seq, Single-end reads of 50bp were mapped to combined genome of mm10(Gencode GRCm38.p5) and dm6(UCSC BDGP6) by BWA (version 0.7.12-r1039, default parameter), duplicated reads were then marked with biobambam2 (v2.0.87) and only non-duplicated reads have been kept by samtools (parameter “-q 1 -F 1024” version 1.2). We followed ENCODE guideline for quality control of our data. For peak calling of H3K4me3, we used MACS2(version 2.1.1.20160309). To assure the replicability, we first finalized reproducible peaks for each group as only retained a peak if it called with stringent cutoff(macs2 -q 0.05) in one sample and at least called with lower cutoff (macs2 -q 0.5) in the other sample.

For Cut-and-Run, Paired-end reads of 50bp were mapped to combined genome of mm10(Gencode GRCm38.p5) and dm6(UCSC BDGP6) by BWA (version 0.7.12-r1039, default parameter), duplicated reads were then marked with biobambam2 (v2.0.87) and only non-duplicated properly paired reads have been kept by samtools (parameter “-q 1 -F 1804” version 1.2). To generate the bigwig tracks, we count the reads number mapped for dm6 and normalized tracks to 10 million dm6 reads(i.e. double the height if the sample have 5 million dm6 reads). We then called peaks with MACS2(version 2.1.1.20160309) in paired-end mode. finalized reproducible peaks for each group as only retained a peak if it called with stringent cutoff(macs2 -q 0.05) in one sample and at least called with lower cutoff(macs2 -q 0.5) in the other sample. Then we counted reads number for each sample at these merged reproducible peaks and Voom was used to test significant differences between WT and YBX1 KO after normalization to spike-in reads number. deepTools was used to plot the heatmap.

## RNA-Seq analysis

Paired-end 100-cycle sequencing was performed on HiSeq 2000 or HiSeq 4000 sequencers, per the manufacturer's directions (Illumina). RNA-seq was mapped as previously described and HTSeq (version 0.6.1p1) was used to estimate counts per million (CPM) based on GENCODE(v24). After normalization by trimmed mean of M-values (TMM), Voom was used to identify differentially expressed genes. Volcano plots were generated using ProteinPaint viewer (St. Jude) at cloud.stjude.org hosted by DNANexus. For GSEA analysis, gene sets were put together with MSigDB database(C2, v5.1) and analyzed by using prerank mode (version 3.0). Gene ontology analysis was generated by Enrichr.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data are deposited in GEO: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE137853&token=ktolmysothktvub>

Mass spectrometry data were deposited in ProteomXchange, with project accession: PXD015670.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size were determined by a statistical power analysis using the online tool <a href="https://www.powerandsamplesize.com/Calculators">powerandsamplesize.com/Calculators</a> . Most calculations were done with the intention to compare 2 means, with 2-sample, 1-sided assumption.                                             |
| Data exclusions | No exclusion.                                                                                                                                                                                                                                                                                                                             |
| Replication     | Except ChIP-seq and CUT&RUN-seq, all experiments were repeated at least 2 times. All attempts at replicating results were successful. Chromatin profiling were done with CUT&RUN or ChIP-seq with wild-type vs. Ybx1-KO with Drosophila melanogaster spike-in controls. We also obtaining consistent results between ChIP-seq and CUT&RUN |
| Randomization   | No randomization. Experimental groups were Ybx1-KO and wild-type control cells.                                                                                                                                                                                                                                                           |
| Blinding        | Data analysis was not blinded because the data collectors performed most analyses. However, seq data were analyzed without assumption of data trend. 'unsupervised.'                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibody Species Source Catalogue Number Dilution

Anti-JARID2 Rabbit Novus Biologicals NB100-2214 IP (4µg)

Anti-JARID2 Sheep R&D Systems AF6090 IP (4µg)

Anti-JARID2 Rabbit EMD Millipore ABE425 IP (4µg)

Anti-Ybx1 Rabbit Bethyl Laboratories A303-230A IP (4µg) WB (1:1000) Cut-Run (0.4µg)

Anti-Ybx1 Rabbit Abcam ab12148 IP (4µg) WB (1:1000)

Anti-Ybx1 Rabbit Sigma Y0396 IF (1:100)

Anti-Suz12 Rabbit Cell Signaling Technology 3737 WB (1:1000)

Anti-Ezh2 Rabbit Cell Signaling Technology 4905 WB (1:1000)

Anti-Ezh2 (clone AC22) Mouse Active Motif 39875 Cut-Run (0.4µg)

Anti-Eed Mouse ThermoFisher MA5-16314 WB (1:1000)

Anti-Eed Rabbit Invitrogen PA5-34420 WB (1:1000)

Anti-RbBP5 Rabbit Bethyl Laboratories A300-109A WB (1:1000)

Anti-G9a Rabbit Cell Signaling Technology AF1979 WB (1:1000)

Anti-SOX2 Goat Santa Cruz Sc-17319 IF (1:200)

Anti-GAPDH Mouse EMD Millipore MAB374 WB (1:2000)

Anti-beta actin Mouse Sigma Aldrich A1978 WB (1:2000)

Anti-COX IV Rabbit Cell Signaling Technology 4844 WB (1:1000)

Anti-histone H3 Rabbit Active Motif 61475 WB (1:1000)

Anti-SOX2 PE (clone 14A6A34) Mouse BioLegend 656104 FACS (1:250)

Anti-BrdU Mouse BioLegend 364106 IF (1:100)

Anti-BrdU APC (clone Bu20a) Mouse BioLegend 339808 FACS (1:500)

Anti-Phospho-S10-Histone H3-Alexa 488 (D2C8) Mouse Cell Signaling Technology 3465 FACS (1:1000)

Anti-FoxG1 (EPR18987) Rabbit Abcam Ab196868 IF (1:100)

Anti-Gbx2 Rabbit ProteinTech 21639-1-AP IF (1:100)

Anti-GFAP Rabbit Cell Signaling Technologies 12389S IF (1:100)

Anti-GFAP Mouse MilliporeSigma 1G3893 IF (1:250)

Anti-beta Tubulin Mouse Sigma Aldrich T8660 IF (1:200)

Anti-Histone H3K27me3 Rabbit Active Motif 39155 ChIP (1µg) WB (1:1000) Cut-Run (0.4µg)

Anti-Histone H3K4me3 Rabbit Diagenode C15410003 ChIP (1µg) WB (1:1000) Cut-Run (0.4µg)

Drosophila spike in control anti-H2Av Rabbit Active Motif 61686 ChIP (0.5ul) or Cut-Run (0.2ul)

### Validation

All antibodies were obtained from commercial vendors. The antibodies were purchased based on previous validation from publications from highly reputable labs/sources/ENCODE project. Below we described individual validation effort:

Anti-JARID2 Rabbit Novus Biologicals NB100-2214 - validation by comparing IP and WB in wild-type and Jarid2-knockdown cells.

Anti-JARID2 Sheep R&D Systems AF6090 IP - validation by comparing IP and WB in wild-type and Jarid2-knockdown cells.

Anti-JARID2 Rabbit EMD Millipore ABE425 - validation by comparing IP and WB in wild-type and Jarid2-knockdown cells.

Anti-Ybx1 Rabbit Bethyl Laboratories A303-230A - validation by comparing IP and WB in wild-type and Ybx1-KO cells.

Anti-Ybx1 Rabbit Abcam ab12148 - validation by comparing IP and WB in wild-type and Ybx1-KO cells.

Anti-Ybx1 Rabbit Sigma Y0396 - validation by comparing IP and WB in wild-type and Ybx1-KO cells.

Anti-Suz12 Rabbit Cell Signaling Technology - Company validated it with recombinant proteins WB.

Anti-Ezh2 Rabbit Cell Signaling Technology 4905 - Company validated it with recombinant proteins WB.

Anti-Ezh2 (clone AC22) Mouse Active Motif 39875 - Company validated it with recombinant proteins WB.

Anti-Eed Mouse ThermoFisher MA5-16314 - Company validated it with recombinant proteins WB.

Anti-Eed Rabbit Invitrogen PA5-34420 - Company validated it with recombinant proteins WB.

Anti-RbBP5 Rabbit Bethyl Laboratories A300-109A - Company validated it with recombinant proteins WB.

Anti-G9a Rabbit Cell Signaling Technology AF1979 - Company validated it with recombinant proteins WB.

Anti-SOX2 Goat Santa Cruz Sc-17319 - Company validated it with recombinant proteins WB.

Anti-GAPDH Mouse EMD Millipore MAB374 - Company validated it with recombinant proteins WB.

Anti-beta actin Mouse Sigma Aldrich A1978 - Company validated it with recombinant proteins WB.

Anti-COX IV Rabbit Cell Signaling Technology 4844 - Company validated it with recombinant proteins WB.

Anti-histone H3 Rabbit Active Motif 61475 - Company validated it with recombinant proteins WB.

Anti-SOX2 PE (clone 14A6A34) Mouse BioLegend 656104 - Company validated it with recombinant proteins WB.

Anti-BrdU Mouse BioLegend 364106 - Company validated it with recombinant proteins WB.

Anti-BrdU APC (clone Bu20a) Mouse BioLegend 339808 - Company validated it with recombinant proteins WB.

Anti-Phospho-S10-Histone H3-Alexa 488 (D2C8) Mouse Cell Signaling Technology 3465 - Company validated it with recombinant proteins WB.

Anti-FoxG1 (EPR18987) Rabbit Abcam Ab196868 - Company validated it with recombinant proteins WB.  
 Anti-Gbx2 Rabbit ProteinTech 21639-1-AP - Company validated it with recombinant proteins WB.  
 Anti-GFAP Rabbit Cell Signaling Technologies 12389S - Company validated it with recombinant proteins WB.  
 Anti-GFAP Mouse MilliporeSigma 1G3893 - Company validated it with recombinant proteins WB.  
 Anti-beta Tubulin Mouse Sigma Aldrich T8660 - Company validated it with recombinant proteins WB.  
 Anti-Histone H3K27me3 Rabbit Active Motif 39155 - Company validated it with peptide array and ChIP. We compared ChIP and CUT&RUN by sequencing analysis.  
 Anti-Histone H3K4me3 Rabbit Diagenode C15410003 - Company validated it with peptide array and ChIP. We compared ChIP and CUT&RUN by sequencing analysis.  
 Drosophila spike in control anti-H2Av Rabbit Active Motif 61686 - Company validated it with peptide array and ChIP. We compared ChIP and CUT&RUN by sequencing analysis.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Human embryonic stem cells H9 were purchased from WiCell, catalog WA09. 293T cells were purchased from ATCC, catalog ATCC CRL3216. NE4C cells were purchased from ATCC, catalog ATCC CRL-2925.                                                                                                                                                                                                                                                                                                                             |
| Authentication                                                       | H9 cells were authenticated by WiCell before sending to us. We used whole genome sequencing and western blotting to authenticate genetic disruption introduced to make sublines that contained mutations. 293T and NE4C cells were authenticated by ATCC before sent to us. We used H9 and NE4C cells to generate nuclear extract for immunoprecipitation followed by western blotting or mass spectrometry. We used virus generation from the 293T cells. 293T, H9, and Ne4C cells were not used for functional analyses. |
| Mycoplasma contamination                                             | Cells were negative for mycoplasma. Cells were checked by PCR every 3-4 months.                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Nestin-Cre: B6.Cg-Tg(Nes-Cre)1Kln/J, described in Tronche et.al.<br>Eed-flox: B6;129S1-Eedtm1Sho/J, described in Yu et.al.<br>Ybx1: Ybx1tm1Ley/Ybx1tm1Ley, described in Lu et.al.<br>Sox2-eGFP: B6;129S1-Sox2tm1Hoch/J, described in Arnold et.al. |
| Wild animals            | None.                                                                                                                                                                                                                                              |
| Field-collected samples | None.                                                                                                                                                                                                                                              |
| Ethics oversight        | IACUC at St. Jude oversaw the culturing and use of the mouse animals in this study.                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.* <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE137853&token=ktolmysothktvub>

Files in database submission

H3K27me3-AB3-YBX1WT ChIP-seq replicate 1  
 H3K27me3-AB3-YBX1KO ChIP-seq replicate 1  
 H3K4me3-AB2-YBX1WT ChIP-seq replicate 1  
 H3K4me3-AB2-YBX1WT ChIP-seq replicate 2  
 H3K4me3-AB2-YBX1KO ChIP-seq replicate 1  
 H3K4me3-AB2-YBX1KO ChIP-seq replicate 2  
 INPUT-YBX1WT  
 INPUT-YBX1KO  
 Cut-and-Run-YBX1-WT  
 Cut-and-Run-YBX1-KO  
 RNA-YBX1-WT-116-1  
 RNA-YBX1-WT-116-3

RNA-YBX1-WT-93-1  
 RNA-YBX1-null-175-1  
 RNA-YBX1-null-175-6  
 RNA-YBX1-null  
 Cut-and-Run-Ezh2-YBX1WT  
 Cut-and-Run-Ezh2-YBX1KO  
 Spike-in Cut-and-Run-H3K27me3-YBX1WT replicate 1  
 Spike-in Cut-and-Run-H3K27me3-YBX1WT replicate 2  
 Spike-in Cut-and-Run-H3K27me3-YBX1KO replicate 1  
 Spike-in Cut-and-Run-H3K27me3-YBX1KO replicate 2

Genome browser session  
 (e.g. [UCSC](#))

none.

## Methodology

Replicates

H3K27me3 were analyzed by 2 replicates of CUT&RUN.  
 H3K4me3 were analyzed by 2 replicates  
 Ybx1 and Ezh2 have 1 replicate of WT and Ybx1-KO each

Sequencing depth

Almost every CHIPSEQ sample have 20M unique mapped reads, only few have less but more than 15M unique mapped reads. CUT&RUN all have more than 5M as recommended

Antibodies

Anti-Ezh2 (clone AC22) Active Motif 39875  
 Anti-Histone H3K27me3 Active Motif 39155  
 Anti-Histone H3K4me3 Diagenode C15410003  
 Anti-Ybx1 Bethyl Laboratories A303-230A

Peak calling parameters

For CHIPSEQ, Following guideline of ENCODE, we first use SPP(v1.1) to estimate the fragment size, and then used MACS2 (version 2.0.9 20111102) to call the peaks with "--nomodel --extsize " to the estimated fragment size by SPP with broad peak model at FDR 5%. Peaks within 100 bp were then merged by bedtools (version 2.17.0).  
 For CUT&RUN we called by MACS2 by default parameters using paired-end mode. We also tried SEACR but it called too many weak peaks due to high depth of our data, so we only use SEACR peaks for further filtering. As is we exclude MACS2 called peaks not overlap SEACR called peaks.

Data quality

We confirmed quality control results were good following the ENCODE guideline for CHIPSEQ, reads were then extend to the estimated fragment size and converted to bigwig files. With clear peaks observed by inspection on Integrated Genomics Viewer (Broad Institute) and there was high consistency among replicates. We further extend reads to the estimated fragment size and counted at each called peaks, pearson correlation coefficients were calculated among replicates suggested high reproducibility.

Software

Briefly, for ChIP-seq, Single-end reads of 50bp were mapped to combined genome of mm10(Gencode GRCm38.p5) and dm6 (UCSC BDGP6) by BWA (version 0.7.12-r1039, default parameter), duplicated reads were then marked with biobambam2 (v2.0.87) and only non-duplicated reads have been kept by samtools (parameter "-q 1 -F 1024" version 1.2). We followed ENCODE guideline for quality control of our data. For peak calling of H3K4me3, we used MACS2(version 2.1.1.20160309). To assure the replicability, we first finalized reproducible peaks for each group as only retained a peak if it called with stringent cutoff(macs2 -q 0.05) in one sample and at least called with lower cutoff(macs2 -q 0.5) in the other sample.

For Cut-and-Run, Paired-end reads of 50bp were mapped to combined genome of mm10(Gencode GRCm38.p5) and dm6 (UCSC BDGP6) by BWA (version 0.7.12-r1039, default parameter), duplicated reads were then marked with biobambam2 (v2.0.87) and only non-duplicated properly paired reads have been kept by samtools (parameter "-q 1 -F 1804" version 1.2). To generate the bigwig tracks, we count the reads number mapped for dm6 and normalized tracks to 10 million dm6 reads (i.e. double the height if the sample have 5 million dm6 reads). We then called peaks with MACS2(version 2.1.1.20160309) in paired-end mode. finalized reproducible peaks for each group as only retained a peak if it called with stringent cutoff(macs2 -q 0.05) in one sample and at least called with lower cutoff(macs2 -q 0.5) in the other sample. Then we counted reads number for each sample at these merged reproducible peaks and Voom was used to test significant differences between WT and YBX1 KO after normalization to spike-in reads number. deepTools was used to plot the heatmap.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were dissociated by accutase and counted by FITC-labeled phosphorylated serine 10 in histone H3 and APC-labeled BrdU. mouse NPCs were isolated by NeuroFluor CDr3 (STEMCELL Technologies, catalog 01800).                                                                                                                     |
| Instrument                | Becton Dickinson FACS Aria™ Fusion model 656700                                                                                                                                                                                                                                                                                     |
| Software                  | DIVA 8.01                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | About 1-3 million cells were used in each sort. Fractions ranged from 0.2% to 59% of populations.                                                                                                                                                                                                                                   |
| Gating strategy           | Primary gates are the 'live cells' and the 'single cells' gates. Positive signal gate is set to distinguish negative from positive events. Dim signals are eliminated from the gate to ensure positives. Events from the gate are back-gated to the primary gates to ensure events are well within the bounds of the initial gates. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

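RNA was sequenced from Sox2-positive NPCs sorted from E13.5 neural tubes, with 3 control libraries (A, B and C) and 3 Ybx1-KO libraries (D, E and F). The authors mapped the read pairs, counted them on genes with HTSeq on a GENCODE annotation and deposited raw counts per gene symbol, one table per library, with no normalization, no filter and no pooling of replicates. Each table also ends with the counter's own tallies of read pairs on no feature, ambiguous, unaligned or not uniquely aligned. These were used only to describe the libraries. The paper's text names neither the aligner nor the genome build of the RNA-seq mapping nor the strand setting of the counting. The libraries were stranded, but counts of overlapping and antisense genes are treated as uncertain, as are those of near-identical gene copies. The paper's text names a pair of sequencer models without saying which library ran on which, so a sequencing batch could not be tested. No columns were left unused. Each library's condition came from its sample labels and the paper, and the letters A to F are names given here.

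The libraries held between 4743279 and 23883542 counts on genes. A gene with 3 counts, taken as the smallest amount that can be shown, stood at 0.126 CPM in the deepest library and at 0.632 CPM in the shallowest. The read pairs carry no molecular identifiers, so such limits cover counting error only.

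Normalization, filtering and testing were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Counts were normalized by TMM. Differences between Ybx1-KO and control were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes were called at an adjusted p below 0.05 and a fold change above 1.5, the thresholds the paper gives. The quasi-likelihood test gives no standard error. Those printed are the absolute log2 fold change divided by the square root of the test's F statistic, and are approximate. The paper itself used limma-voom, which was run as an alternative. No covariate was used, and no replicate number is shared between the groups. Within the groups, A and B share the first number of their titles, as do D and E, and all 6 libraries were still treated as independent. Normalized values are CPM with the TMM-scaled library size. Comparisons of single genes between the groups also used a two-sided exact permutation test.

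Genes entered the test with a mean FPKM above 1 in either group. Exon lengths were taken from GENCODE M21 on GRCm38, as the union of a gene's annotated exons, and coordinates are those of the same annotation. Of the 51733 symbols in the tables, 47624 matched by symbol, 357 by an older symbol and 3752 did not match. FPKM was computed from each library's total on genes. The way FPKM is scaled had been left open, and this definition was chosen after a first run with FPKM scaled by TMM, which is given as an alternative. Neither definition called a gene.

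Gene sets were tested with camera in limma, at an inter-gene correlation of 0.01 and with adjustment over 6 sets. These were the Reactome sets of the mitotic cell cycle, the neuronal system and axon guidance from fgsea 1.28.0, the S and G2/M lists from Seurat 5.3.0 with human symbols matched to mouse by capitalisation, a list of neuron markers, and the genes of the 4 Hox clusters. The value given for a set is the median log2 fold change of its tested genes. Camera treats genes as replicates with a fixed correlation, so its p-values say how a set stands against other genes in these libraries. The genes reported by name were fixed by a rule that takes every gene the paper names for these data or labels in the figures showing them, the most significant called genes without overlap between the groups, and the genes of the sex, erythroid and Ybx family lists. No gene met the part on called genes. A few genes that meet the rule are not reported here and are left out of the counts over named genes. Of the other genes the paper names for these data, 49 were tested, and 32 had an adjusted p below 0.05 when the adjustment covered that list alone. That list holds the paper's own calls on these data, so this count shows no stability.

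The alternatives were limma-voom, DESeq2, 3 other scalings, other filters on low counts, protein-coding genes alone, removal of the 20 genes with the most counts, robust dispersion, 1 surrogate variable, other limits on the fold change, and leaving out each library. For gene sets they were an inter-gene correlation of 0.05 and fry. Several more were added later, among them subtraction of a background estimated on silent receptor genes, offsets adjusted for exon length, and a filter on mean CPM, with which libraries were also left out in turn during exploration.

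The tests were first tested on simulated data, with counts drawn around the real means and library sizes. At the dispersion estimated from these libraries, 4-fold changes in 199 of 21187 genes were recovered in 28.1% of cases by edgeR, 5.03% by limma-voom and 30.2% by DESeq2. At 8-fold changes in 198 of 21193 genes the shares were 52.0%, 30.8% and 52.0%. Of the calls at 4-fold changes, 27 of 83 were false with edgeR, 1 of 11 with limma-voom and 74 of 134 with DESeq2. At 8-fold changes, 49 of 152, 11 of 72 and 90 of 193 were false. The share of false calls was thus above 0.05 with all 3 tests at this dispersion. At a dispersion of 0.05, edgeR recovered 81.5% of 4-fold changes in 200 of 21320 genes, with 5 false calls among 168.

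The set of known YBX1 targets, the list of Ybx1-bound genes, the ontology terms of the paper's enrichment and the ChIP-seq experiments were not analysed here.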

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

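The scaling and background tests of the histone genes were chosen only after their values had been seen.

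Ybx1-KO library F held 4132 CPM on 1464 olfactory, vomeronasal and taste receptor genes. The paper does not discuss these genes, and the highest control library held 82.9 CPM on them. Ybx1-KO libraries D and E held 19.0 and 11.3 CPM, so the signal was seen in 1 of the 3 Ybx1-KO libraries and no biological explanation was tested. Counts fell on 83.8% of these genes in library F, against 2.53 to 31.1% in the other libraries, although F had the fewest counts on genes. Reads from genomic DNA are a candidate explanation. If these reads fell evenly along exons, their counts would follow exon length. The Spearman correlation with exon length across the 1464 genes was 0.328, below the limit of 0.5 set for this explanation, while 100 simulations of counts proportional to length gave 0.897. DNA reads spread evenly over exons do not account for these counts by that test. Other values in library F point the other way. Its correlation with length was the highest of the 6, against 0.0848 to 0.192 in the others. The counter placed 59.5% of its read pairs on no feature, or 8.24 for each count on genes, against 1.41 to 2.00. Such pairs may include those in introns. DNA reads are therefore not ruled out. The receptor families hold many close copies, whose reads the counting may have discarded or split, and this was not tested.

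The summed CPM of 68 replication-dependent histone genes, which the paper does not discuss, was 699.8, 916 and 1925 in controls A, B and C and 3598, 3358 and 1981 in Ybx1-KO D, E and F. The groups did not overlap, by a narrow margin between control C and Ybx1-KO F. Of the 65 tested histone genes, 63 were higher in Ybx1-KO NPCs, with a median log2 fold change of 1.46 where the median of all tested genes was 0.31. The scaling between libraries did not produce the separation, since the groups overlapped in 0 of 3 other scalings. After background subtraction the lowest Ybx1-KO library stood at 1.23 times the highest control, but library F rose to 2316 CPM. The subtraction assumes a background proportional to length, which the receptor genes did not follow, so background reads in library F are not ruled out. Gene length remains a candidate explanation. The median exon length was 528 bases in the histone genes and 2692 in all tested genes. With offsets adjusted for length, the lowest Ybx1-KO library fell to 0.360 times the highest control. Library F then held 768 CPM against 2135 in control C, and D and E held 4763 and 4265. The separation of all 3 Ybx1-KO libraries from control therefore cannot be told apart from length bias or background reads in library F. Many of these genes are near-identical copies, and their single counts are uncertain. A larger share of cells in S phase remains a hypothesis for D and E.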

How the results depend on the processing

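The limma-voom fit with the mean CPM filter, the mean CPM filter itself, background subtraction, length-adjusted offsets, the FPKM filter scaled by TMM, the newer form of the quasi-likelihood fit (legacy FALSE) and the leave-one-out fits with other filters were chosen after the values had been seen. All other alternatives were fixed before the data were examined.

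The counts of 0 upregulated and 0 downregulated genes stood beside 1484 and 908 genes at an unadjusted p under 0.05. That excess of higher genes depends on the setting, with 757 higher and 899 lower by limma-voom and 1148 higher and 1325 lower with 1 surrogate variable. The counts of called genes stayed at 0 with limma-voom, with each of 3 other scalings, with filterByExpr, with CPM above 1 in 3 libraries, with protein-coding genes alone, without the 20 largest genes, with robust dispersion, with 1 surrogate variable, with each other limit on the fold change, and with every later alternative that kept all 6 libraries except limma-voom with the mean CPM filter. They rose to 99 upregulated and 81 downregulated genes with DESeq2, to 113 and 80 without a filter, and to 40 and 22 with limma-voom and the mean CPM filter. Of the calls, 55.0% were higher with DESeq2, 58.5% without a filter and 64.5% with limma-voom and the mean CPM filter. The cause of these differences was not tested. On simulated data at the libraries' own dispersion, DESeq2 made 74 false calls of 134, edgeR's quasi-likelihood test 27 of 83 and limma-voom 1 of 11 at 4-fold changes, and limma-voom 11 of 72 at 8-fold changes.

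Across the 6 fits that each left out 1 library, upregulated genes ran from 0 to 730 and downregulated genes from 0 to 216. The fits without A, C or F called 0 genes, with 1031, 1331 and 1993 genes at an unadjusted p under 0.05. Those without B, D and E called 29 and 44, 532 and 165, and 730 and 216. These counts depend on which genes enter the test. With the genes tested in all 6 libraries, the leave-one-out fits called 0 to 283 upregulated and 0 to 137 downregulated genes. With the mean CPM filter they called 0 to 276 and 0 to 70, and with the genes that pass it in all 6 libraries 0 to 56 and 0 to 38. With limma-voom and that filter they called 0 to 192 and 0 to 53, and with the filter kept from all 6 libraries 0 to 182 and 0 to 54. No paired analysis was possible because the groups share no replicate number.

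Ybx1 was lower in Ybx1-KO NPCs in all 25 alternatives, with an adjusted p from 2.0e-06 to 0.639, and passed 0.05 in 5 of them. These were DESeq2 (-2.44), no filter (-2.52), limma-voom with the mean CPM filter (-3.10), and the fits without D or E. Across the leave-one-out fits its log2 fold change ran from -3.49 to -1.95. Of the 5 PRC2 subunits, 0 passed an adjusted p of 0.05 in any alternative, and 0 had an unadjusted p under 0.05 in the fit of all 6 libraries. Most alternatives called no gene at all, so the repeated 0 shows no stability. Ezh2 and Suz12 were lower in every alternative, from -0.67 to -0.34 and from -0.70 to -0.37.

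Of 48 named genes, 44 kept their direction in every alternative and 4 did not. Eed rose to 0.078 with 1 surrogate variable. It also rose to 0.076 with total counts and to 0.00040 with CPM above 1 in 3 libraries, and Jarid2 fell to -0.021 without a filter, but these 3 settings moved the median gene by more in the same direction (0.24, 0.092 and -0.13), so they say nothing about either gene. Across the leave-one-out fits, Emx2 ran from -0.15 to 0.74, Gbx2 from -0.66 to 1.40, Eed from -0.38 to 0.15 and Jarid2 from -0.17 to 0.68. The cause of the changes with 1 surrogate variable and in the leave-one-out fits was not tested.

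The scaling by total count moved the log2 fold change of the median gene by 0.24, and the other scalings moved it by 0.079 and 0.093. It moved by -0.13 without a filter, by -0.12 with limma-voom and the mean CPM filter, and by 0.10, 0.22 and 0.13 without D, E and F. Under total counts the neuronal system set had a median of 0.0042 but still stood below other genes (camera in limma, adjusted p = 2.1e-04, range over its alternatives by camera 3.2e-08 to 0.0315).

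The cell cycle set changed sign without a filter (-0.092) and with the mean CPM filter (-0.0091). These settings moved the median gene by more in the same direction (-0.13 and -0.043), so these changes say nothing about the set. Across the leave-one-out fits the set ran from -0.10 to 0.11. It passed with filterByExpr (0.078, adjusted p = 0.0099) and with CPM above 1 in 3 libraries (0.10, adjusted p = 0.0071), without F (0.073, adjusted p = 0.0172) and, in the opposite direction, without D (-0.099, adjusted p = 0.0359). Its adjusted p by camera in limma over all alternatives ran to 0.830. With fry, the other 5 sets no longer passed, at the same medians: S and G2M 0.40, neuronal system -0.20 and neuron markers -0.67 (adjusted p = 0.101 each in limma), axon guidance -0.13 (0.209) and Hox genes 1.19 (0.181). With camera, the S and G2M, neuronal system, neuron marker and Hox sets passed in every alternative, and the axon guidance set in all but the fit without F. Its median ran from -0.22 to 0.013 across the leave-one-out fits. Fisher's test of called genes in the sets was not run, since no gene was called.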

Differences from the paper's values

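The paper reports 604 upregulated genes, where 0 were called here, with 1484 higher at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the fit without Ybx1-KO library D gave 532 and the fit without E gave 730, which fall within 1.5 times the paper's count. None of the others did, the closest being 113 without a filter on low counts and 99 with DESeq2. The paper reports 366 downregulated genes, where 0 were called here, with 908 lower at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed that gap. The fit without E gave 216 and the fit without D gave 165. Limma-voom, the paper's own test, called 0 and 0 genes with the FPKM filter, and 40 and 22 genes with a mean CPM filter, a combination chosen after the values had been seen. The legend of Fig. 2b names more control samples than the paper's text or the libraries analysed here. The paper's counts may therefore rest on a sample that was not analysed here.

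The paper shows about 70 FPKM for Ybx1 in control NPCs in Supplementary Fig. S6e, read by eye, where the value here was 131. Of the alternatives set before the data were examined, the fit without control B gave 102, and none of the others came within 1.5 times the paper's value. In Ybx1-KO NPCs the same figure shows about 13 FPKM, where the value here was 24.4 (SD 24.2), a gap smaller than the SD. Leaving out a control library cannot change the Ybx1-KO value, so the fit without control B says nothing about it. In both groups the value here lay above the paper's. The Ybx1-KO value was 10.7 without D, 28.7 without E and 33.8 without F. The paper's text states neither the gene lengths nor the library totals behind its FPKM, so a difference in scale common to both groups is left open.

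The paper labels or names genes as differentially expressed that were not called here. Of these, DESeq2 called Aurka, Foxa2, Foxd3, Neurod2, Notch3, Snap25 and Sox5. Without a filter, Dlx1, Eomes, Fezf2, Foxa2, Foxd3, Lmx1a, Neurod2, Sox5, Tbr1 and Wnt1 were called. The fit without control B called Dlx1, Eomes, Fezf2, Foxd3, Hmga2, Msx3, Neurod2, Notch3, Sox5 and Tbr1. The fit without D called Bcl11b, Dlx1, Eomes, Fezf2, Foxd3, Hmga2, Lin28a, Msx3, Neurod2, Neurog1, Notch3, Sox5, Tbr1 and Wnt1. The fit without E called Aurka, Bcl11a, Bcl11b, Dlx1, Emx1, Eomes, Esrra, Fezf2, Foxa2, Foxd3, Lin28a, Lmx1a, Msx3, Ncoa1, Neurod2, Notch3, Sox5 and Tbr1, and Six3 as higher. Limma-voom with a mean CPM filter, chosen after the values had been seen, called Bcl11b, Foxd3, Msx3, Neurod2, Notch3 and Sox5. Without control B it called Bcl11b, Dlx1, Eomes, Fezf2, Hmga2, Msx3, Neurod2, Neurog1, Notch3, Pax3, Sox5 and Tbr1. The other leave-one-out fits with filters chosen after the values had been seen called no gene outside these lists. Ybx1 itself passed with DESeq2, without a filter and without D or E, and with limma-voom and the mean CPM filter, chosen after the values had been seen.

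The paper's text places Six3, Emx2, Dkk1 and Hes5 among genes lower in Ybx1-KO NPCs. Here their log2 fold changes were 1.43, 0.26, 0.77 and 1.05. The paper also reports forebrain lineage genes, these among them, as lower by RT-qPCR in Fig. 2g. That assay used NPCs purified from brains, while the RNA-seq used NPCs sorted from neural tubes, so the values are not of the same tissue. Supplementary Fig. S4e marks Hes5 as higher. Bcl11b is coloured as higher in Fig. 4d and 4f and is lower by RT-qPCR in Fig. 2g, and its log2 fold change here was -1.78.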

Other observations

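The tests on sex, on a mislabelled control and on globin genes, the fit of fold changes on length, and the splits counted by limma-voom and by unadjusted p, were chosen only after the result was seen. So were the readings of the length-adjusted and background-subtracted values.

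The 6 libraries can be split into 3 against 3 in 10 ways, so a share under 0.1 cannot be reached. With 0 genes called and 2392 at an unadjusted p under 0.05, all 10 splits gave as many called genes, by edgeR's quasi-likelihood test and by limma-voom, and 10 gave as many PRC2 subunits. With 0 in the real split, these counts were fixed in advance and say nothing about chance. As many genes with an unadjusted p under 0.05 were reached in 2 of the 10 splits. The other of these placed A, C and F against B, D and E, with 2540 such genes and 21 called. A camera result as strong was reached in 9 splits by the cell cycle set, in 2 by the S and G2M set, in 2 by the neuronal system set, in 4 by the axon guidance set, in 1, the real split, by the neuron marker set and in 3 by the Hox genes set. In the split of A, C and F against B, D and E, the Hox genes set had a camera p of 6.0e-32, against 2.8e-14 in the real split.

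Depth, background and sex were tested as explanations for the differences between the groups. With every library thinned to 4743279 counts, 2390 genes had an unadjusted p under 0.05, against 2392. With the background subtracted, 1460 genes were higher at that limit, against 1484. The subtraction assumes a background proportional to length, which the receptor genes in library F did not follow, so background reads are not ruled out. Xist held 745, 3.09 and 487 CPM in controls A, B and C and 4.99, 93.1 and 20.6 CPM in D, E and F, and the groups overlapped in Xist and in the summed Y genes, so they separated in 0 of 2 measures. The summed Y genes held 140 CPM in A beside its high Xist, 180 in B and 0.406 in C, and between 79.7 and 98.5 in the Ybx1-KO libraries. Control A thus held high values of both, and Ybx1-KO E held 93.1 CPM of Xist beside 96.4 CPM of Y genes. Xist had a log2 fold change of -3.38 (adjusted p = 0.413 in edgeR's quasi-likelihood test), and Y genes were near 0 in control C alone. Overlap between the groups therefore does not rule out an imbalance of sexes, which was not followed further.

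Gene length remains a candidate explanation for part of the differences. Fold changes fell with exon length across tested genes (Spearman rho -0.428). The deviation of each library from the mean rose with length in controls A, B and C (rho 0.204, 0.383 and 0.135) and in D and E (0.126 and 0.282). It fell with length in F alone (-0.392). With length-adjusted offsets, rho was still -0.268. The camera adjusted p was then 3.2e-08 for neuron markers, 1.4e-10 for Hox genes, 0.0069 for the neuronal system, 0.0103 for axon guidance and 3.3e-06 for S and G2M genes. A loess fit of fold change on length placed the S and G2M genes 0.51 below all tested genes on the log2 scale, while their median lay 0.090 above, so length works against that result. It placed the Hox genes 0.080 above, while their median lay 0.88 above. It placed the neuronal system set 0.57 below and the axon guidance set 0.67 below, while their medians lay 0.51 and 0.44 below, so length alone predicts at least as much as was seen, and both results cannot be told apart from it. It placed the neuron markers 0.61 below, while their median lay 0.98 below, so length predicts part of that result and the rest is left open. Without library F, the neuronal system set kept a median of -0.16 (camera in limma, adjusted p = 0.0034). The axon guidance set then had a median of 0.013 (adjusted p = 0.212 by camera). That fit was not adjusted for length, so it does not separate the neuronal system result from length.

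Control B had low counts of forebrain genes. A list of 10 dorsal telencephalon genes summed to 1060, 305 and 1145 CPM in controls A, B and C, and to 415, 352 and 171 CPM in D, E and F. A mislabelled Ybx1-KO sample does not account for this, since Ybx1 held 531 CPM in control B, the highest of the 6 libraries. Less forebrain tissue in the sample is a candidate explanation. The summed Hox genes, which mark the hindbrain and spinal cord, stood 3.28 times higher in B than in the next control library. Across all genes, the closest library to B was Ybx1-KO E (Spearman rho 0.966), with A at 0.965 and C at 0.956.

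The same question applies to the Ybx1-KO libraries, whose summed Hox genes held 1334, 1384 and 677 CPM in D, E and F, against 130, 1067 and 325 in A, B and C. The lowest Ybx1-KO library stood at 0.634 times the highest control, because of control B. Lower forebrain genes in Ybx1-KO NPCs cannot be told apart from a smaller share of forebrain tissue in the samples. Both this and a loss of forebrain identity, which the design allows, may produce the pattern.

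Lower neuron markers in Ybx1-KO NPCs may come from fewer neurons carried along in the sorted cells. In that case neuron markers would fall beyond the regional genes. The median log2 fold change was -0.67 for the neuron list and -0.79 for the dorsal telencephalon list, a difference of 0.12 (95% bootstrap interval over genes -0.40 to 2.47, 10000 resamples). The interval includes 0 and leaves this open. A list of 16 neural progenitor genes had a median of 0.58, with 12 higher and 4 lower. A list of 12 intermediate progenitor genes had a median of 0.66, with 8 higher and 4 lower. The summed CPM of the groups overlapped in both lists. These values do not show whether the share of neurons or the expression within cells differed.

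Ybx1-KO library D held 1112 counts on Ybx1, or 126 CPM, library E 533 counts and library F 68 counts. Where the counts in D come from is left open. Counts per exon, which bear on transcripts that remain from the targeted allele, were not used here.

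The globin genes, from red blood cells in the samples, differed in kind between libraries. The 3 embryonic globins Hbb-y, Hbb-bh1 and Hba-x took 21.0% of the counts on 7 globin genes in control A (95% exact Clopper-Pearson interval 20.5 to 21.5%), 94.7% in B (94.3 to 94.95%) and 35.0% in C (34.0 to 35.9%). Their share was 88.7% in D (88.1 to 89.3%), 96.2% in E (95.6 to 96.7%) and 90.7% in F (89.0 to 92.2%). The intervals cover counting error only. The globins of each kind are close copies, so single genes are uncertain. Hbb-bs, an adult globin, shared the smallest adjusted p among tested genes with Neurod2 and others (log2 fold change -4.67, adjusted p = 0.167 in edgeR's quasi-likelihood test), and its groups overlapped through control B. The paper does not report on globins. Embryonic globins give way to adult ones as development proceeds, so a difference in developmental stage between embryos is a candidate explanation. Controls A and B, at 21.0 and 94.7%, share the first number of their titles. If that number stands for a litter, stage would have to differ within a litter. A list of 13 genes of the Lin28 and let-7 axis, which also changes with stage, summed to 298, 616 and 304 CPM in A, B and C and to 591, 893 and 561 CPM in D, E and F. The lowest Ybx1-KO library stood at 0.910 times the highest control, again because of control B. Stage cannot be told apart from tissue composition here, nor in D, E and F from an effect of the knockout on growth.

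A list of 11 mesenchyme genes summed to 986, 191 and 249 CPM in A, B and C and to 165, 174.9 and 123 CPM in D, E and F, without overlap. A list of 57 clustered protocadherin genes summed to 448, 327 and 302 CPM and to 207, 298 and 221 CPM, also without overlap, as 3 against 3 give by chance in 10% of lists. Of 27 lists compared, 4 showed no overlap, among them the Ybx family, which holds Ybx1, and the histone genes.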
